# Regulatory T Cells Function in Established Systemic Inflammation and Reverse Fatal Autoimmunity

**DOI:** 10.1038/s41590-021-01001-4

**Published:** 2021-08-23

**Authors:** Wei Hu, Zhong-Min Wang, Yongqiang Feng, Michail Schizas, Beatrice E. Hoyos, Joris van der Veeken, Jacob G. Verter, Regina Bou-Puerto, Alexander Y. Rudensky

## Abstract

The immunosuppressive function of regulatory T (Treg) cells is dependent on continuous expression of the transcription factor Foxp3. *Foxp3* loss-of-function or induced ablation of Treg cells results in a fatal autoimmune disease featuring all known types of inflammatory responses with every manifestation stemming from Treg cell paucity, highlighting a vital function of Treg cells in preventing fatal autoimmune inflammation. However, a major question remains whether Treg cells can persist and effectively exert their function in a disease state, where a broad spectrum of inflammatory mediators can either inactivate Treg cells or render innate and adaptive pro-inflammatory effector cells insensitive to suppression. By reinstating Foxp3 protein expression and suppressor function in cells expressing a reversible *Foxp3* null allele in severely diseased mice, we found that the resulting single pool of “redeemed” Treg cells normalized immune activation, quelled severe tissue inflammation, reversed fatal autoimmune disease, and provided long-term protection against them. Thus, Treg cells are functional in settings of established broad spectrum systemic inflammation and are capable of affording sustained reset of immune homeostasis.

Regulatory T (Treg) cells expressing the X-linked transcription factor Foxp3 have been implicated in the control of inflammation in diverse settings^1–9^. Mice and humans lacking functional *Foxp3* gene develop fatal multi-organ autoimmune and inflammatory disease featuring lymphadenopathy and splenomegaly, eosinophilia, hyper IgE syndrome, and markedly increased systemic levels of a wide range of pro-inflammatory cytokines^1, 2, 3^. Foxp3 protein expression is required for Treg cell differentiation and function^4, 5, 6, 7^. Analyses of mice harboring a *Foxp3*^GFPKO^ reporter-null allele showed that Foxp3-deficient GFP^+^ Treg “wannabes” lack suppressor capacity^8, 9^, which can be restored by expression of a *Foxp3* transgene^10^. Foxp3-deficient mice display autoimmune pathology by day 10 of life with most mice dying within 3–4 weeks^5, 11, 12^. Likewise, Treg cell ablation induced upon diphtheria toxin (DT) treatment of healthy adult *Foxp3*^DTR-GFP^ mice, whose endogenous *Foxp3* locus encodes a simian DT receptor (DTR)-GFP fusion protein, leads to similar widespread autoimmune inflammation to which they succumb within 2 weeks^13^. Adoptive transfer of wild-type Treg cells into *Foxp3*^DTR-GFP^ mice at the time of DT administration or into 1-day-old *Foxp3* mutant mice prevents the disease^5, 13^. These studies have unequivocally demonstrated a critical role of Treg cells in preventing autoimmune inflammation and associated pathologies.

However, a major outstanding issue is whether Treg cells can effectively function in settings of established systemic inflammation and reverse and restrain severe autoimmune diseases. In fact, a large body of work in experimental animal models of infection, inflammation, and cancer suggests that major immune effector cytokines, including IL-6, IL-1, type I and II IFNs, IL-23, and IL-4, can cause Treg cells to lose Foxp3 expression, become functionally inactivated, and acquire pro-inflammatory features, or render immune effector cells refractory to Treg cell-mediated suppression^14, 15, 16, 17, 18, 19, 20^. Accordingly, numerous analyses of Treg cells present at inflammatory sites of autoimmune patients suggested their function was impaired^21, 22, 23, 24, 25^. Additional uncertainty stems from the possibility that the three archetypal inflammatory immune responses (types 1, 2, and 3), featuring distinct spectra of secreted and cellular effectors, may differ in their ability to compromise Treg cell functionality or sensitivity to Treg cell-mediated suppression. In this regard, variation in Treg cell frequencies was reported to result in a disproportionate dysregulation of type 2 vs. type 1 autoimmunity^26^. Thus, to address the major outstanding question above, we sought to employ an experimental animal model which would: 1) exhibit systemic mixed type 1, 2, and 3 autoimmunity and tissue inflammation; 2) enable temporal control and efficient switching of Treg cell suppressor function in an established disease; 3) eschew adoptive Treg cell transfer, which does not guarantee their sufficient migration to and accumulation at the inflammatory sites; and 4) allow for extended longitudinal observation.

We reason that the cardinal features of the aforementioned archetypal inflammatory responses are shared by a broad spectrum of autoimmune and inflammatory diseases. The breadth and severity of the autoimmune inflammation resulting from Foxp3 deficiency, characterized by activation and expansion of all major adaptive and innate immune cell types and rampant cytokine storm, make it an ideal experimental setting for testing the ability of Treg cells to operate in established inflammation. By engineering mice where an inducible Cre recombinase allowed for the installation of Treg cells in severely diseased animals, we found that Treg cells were functional in settings of established systemic mixed-type inflammation and capable of restoring health. Upon sensing the inflammatory environment, Treg cells became activated, rapidly expanded, exhibited heightened suppressive capacity, and persisted for an extended period of time with no signs of dysfunction.

## Results

### Restoration of Foxp3 expression in Treg “wannabes”

To investigate the ability of Treg cells to function in settings of established severe inflammation, we generated mice harboring a reversible *Foxp3* ^loxP-Thy1.1-STOP-loxP-GFP^ reporter-null allele (*Foxp3*^LSL^). In these mice, a loxP site-flanked Thy1.1 reporter followed by a STOP cassette was inserted into the *Foxp3* locus upstream of the *Foxp3*^GFP^ reporter allele with Thy1.1 expression marking a population of Treg “wannabes” (Extended Data Fig. 1a–d). These cells were phenotypically similar to those expressing the *Foxp3*^GFPKO^ allele^8^, and distinct from either naïve or activated conventional CD4 T cells, or Foxp3-sufficient Treg cells (Extended Data Fig. 1e). To ascertain that Treg “wannabes” bare a similarly self-reactive TCR repertoire as Treg cells, we assessed their TCR Vβ5 usage. C57BL/6 mice express viral superantigens vSAG8 and vSAG9, whose recognition by Vβ5 utilizing TCRs^27^ leads to partial deletion of Vβ5^+^ conventional CD4 T cells and promotes the generation of Vβ5^+^ Treg cells^28, 29^. We observed that Treg and “wannabe” cells showed comparably elevated Vβ5 usage relative to conventional CD4 T cells. This result suggests Treg and “wannabe” cells were similarly “self-focused” and that lack of Foxp3 did not result in shifted self-reactivity of the TCR repertoire of Treg “wannabes” (Extended Data Fig. 1f). Combining *Foxp3*^LSL^ allele with *Cd4*^creERT2^ allele encoding a tamoxifen-activatable Cre-ERT2 fusion protein enabled excision of the STOP cassette upon 4-hydroxytamoxifen (4-OHT) treatment and conversion of Foxp3-deficient Thy1.1^+^ “wannabes” into Foxp3-sufficient GFP^+^ Treg cells (Fig. 1a and 1b). The latter, when co-transferred with Foxp3^−^ CD4 T cells into lymphopenic recipients, suppressed the wasting disease similar to those isolated from control *Foxp3*^GFP^ mice (Extended Data Fig. 1g). Thus, rescued expression of endogenous Foxp3 in Treg “wannabes” conferred suppressor function and fitness in accordance with previous findings.

### Treg cells reverse established disease in young and adult mice

Hemizygous male *Foxp3*^LSL^ mice developed multi-organ autoimmune inflammation indistinguishable from that of Foxp3-deficient mice, to which they succumbed within 3–4 weeks with few surviving for up to 6 weeks after birth. To test whether Treg cells can suppress ongoing inflammation, male *Foxp3*^LSL^*Cd4*^creERT2^ or *Foxp3*^LSL^*Cd4*^wt^ mice were administered with a single dose of 4-OHT at 2 weeks of age, by which time they exhibited pronounced autoimmune syndrome with conspicuous clinical manifestations including blepharitis and macroscopic skin lesions. The recombination efficiency was comparable in lymphoid and non-lymphoid organs on day 3 following 4-OHT administration (Extended Data Fig. 2a). Within 4 weeks, the disease in 4-OHT-treated *Foxp3*^LSL^*Cd4*^creERT2^ mice was greatly alleviated with the extent of activation of innate and adaptive immune cells approaching the level of healthy *Foxp3*^DTR-GFP^*Cd4*^creERT2^ controls. In contrast, the disease in 4-OHT-treated *Foxp3*^LSL^*Cd4*^wt^ mice rapidly progressed with no mice surviving beyond 6 weeks of age (Fig. 1c–e; Extended Data Fig. 2b–f).

Since the observed reversal of inflammation could be due to restoration of Foxp3 expression in thymocytes or peripheral Treg “wannabes”, we combined 4-OHT treatment with continuous FTY720-induced blockade of thymic output. Accordingly, we observed increased numbers of thymic Treg cells and the percentages of *Rosa26*^loxP-STOP-loxP-tdTomato^ (*R26*^Tom^) recombination reporter-expressing thymocytes labeled upon 4-OHT treatment (Extended Data Fig. 3a,b). Diminished immune activation and inflammation in *Foxp3*^LSL^*Cd4*^creERT2^ mice, compared to *Foxp3*^LSL^*Cd4*^wt^ controls, on day 14 following combined 4-OHT and FTY720 treatment suggested that Treg cells rescued in the periphery were effective at controlling inflammation in the absence of thymic output (Extended Data Fig. 3c–d). CD4 (Foxp3^−^Thy1.1^−^) and CD8 T cell activation was suppressed within a week after 4-OHT-induced restoration of Treg cell function, as evidenced by reduced expression of Ki67, CD44, CD25, IFNγ, and IL-4 (Fig. 1d; Extended Data Fig. 2d–e). Likewise, myelo-proliferation marked by expansion of neutrophils, monocytes, and eosinophils (Fig. 1e; Extended Data Fig. 2f) and severe acute phase response reflected in high level of serum amyloid P (SAP) were ameliorated in rescued *Foxp3*^LSL^*Cd4*^creERT2^ mice (Fig. 1f). In addition, levels of IgE, IgG1 and IgM were brought down by newly generated Treg cells in *Foxp3*^LSL^*Cd4*^creERT2^ mice in comparison to control *Foxp3*^LSL^*Cd4*^wt^ mice (Fig. 1g, Extended Data Fig. 2g). Manifest tissue immune infiltration and inflammation disappeared in *Foxp3*^LSL^*Cd4*^creERT2^ mice but not *Foxp3*^LSL^*Cd4*^wt^ controls within 4 weeks of 4-OHT administration (Fig. 1 h–i). A closer examination of the skin pathology in pre-treatment *Foxp3*^LSL^*Cd4*^creERT2^ and *Foxp3*^LSL^*Cd4*^wt^ mice revealed lichenoid interface dermatitis, which was resolved in treated *Foxp3*^LSL^*Cd4*^creERT2^ mice but continued to worsen in *Foxp3*^LSL^*Cd4*^wt^ mice (Extended Data Fig. 4a–b). Additionally, liver damage evident by apoptotic hepatocytes and decreased serum albumin concentrations in *Foxp3*^LSL^*Cd4*^creERT2^ mice normalized within 4 weeks after 4-OHT treatment (Extended Data Fig. 4c–e). The disease reversal was not a mere consequence of subtracting the Treg “wannabes” from the CD4 T cell pool, considering that the disease severity in Foxp3-deficient mice harboring Treg “wannabes” was identical to that of neonates subjected to chronic Treg cell ablation^13^. Thus, Treg cells are capable of effectively suppressing multiple arms of the inflammatory immune response in young mice under conditions of established autoimmunity, causing its reversal.

To assess whether Treg cells can restrain ongoing inflammation in adulthood, we generated healthy mosaic heterozygous female *Foxp3*^DTR-GFP*/*LSL^*Cd4*^creERT2^ mice, which harbor both a functional Treg and a non-functional “wannabe” population expressing the *Foxp3*^DTR-GFP^ and *Foxp3*^LSL^ allele, respectively. Recurrent DT administration causes widespread autoimmunity in *Foxp3*^DTR-GFP^ mice to which they succumb within 10–14 days^13^. Similarly, DT-treated adult (8–10-week-old) *Foxp3*^DTR-GFP*/*LSL^ heterozygous females exhibited massive immune activation by day 7, at which point the diseased *Foxp3*^DTR-GFP*/*LSL^*Cd4*^creERT2^ and *Foxp3*^DTR-GFP*/*LSL^*Cd4*^wt^ mice were administered tamoxifen to convert Treg “wannabes” to Treg cells (Fig. 2a). The rehabilitated Treg cells efficiently suppressed T cell activation within 2 weeks and ameliorated the inflammatory lesions in the skin, lung, and liver by week 5, whereas in control *Foxp3*^DTR-GFP*/*LSL^*Cd4*^wt^ mice the fatal disease rapidly progressed (Fig. 2b–e, Extended Data Fig. 5a–c). The 5 week endpoint was chosen as it was the longest period we were confident the mice were not developing neutralizing DT-specific antibodies. Thus, Treg cells can function under inflammatory settings and suppress established lethal autoimmunity in both neonates and adults.

### Foxp3 imparts Treg cell functionality in inflammatory milieu

Next, we explored the intrinsic and extrinsic phenotypic shifts Foxp3 expression afforded to Treg “wannabes” in inflammatory vs. non-inflammatory settings. Compared to healthy *Foxp3*^DTR-GFP^*Cd4*^creERT2^ littermates, we observed a transient increase in Treg proportion in male *Foxp3*^LSL^*Cd4*^creERT2^ mice, which peaked on day 7 post 4-OHT treatment and normalized after 4 weeks when the autoimmune disease was largely eradicated (Fig. 3a). On day 7, the Thy1.1^−^GFP^+^ Treg cells in rescued *Foxp3*^LSL^*Cd4*^creERT2^ mice were more proliferative and expressed higher amounts of GITR and CTLA4 than those in healthy *Foxp3*^DTR-GFP^*Cd4*^creERT2^ controls (Fig. 3b, c). RNA-seq analysis of Thy1.1^−^GFP^+^ Treg cells and Thy1.1^+^GFP^−^ “wannabes” isolated from *Foxp3*^LSL^ males on day 7 following 4-OHT treatment, and of Treg cells isolated from similarly treated *Foxp3*^DTR-GFP^*Cd4*^creERT2^ controls showed that Treg cells from diseased and control mice were considerably different (PC2; 30% variance), with differentially regulated genes in the former enriched for previously reported Treg cell^30^ and STAT5^31^ activation gene signatures (Fig. 3d). 

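For this RNA-seq experiment, Treg cells were sorted from 3 rescued male *Foxp3* LSL*Cd4* creERT2 mice, in which 4-OHT activates a Cre recombinase that removes the STOP cassette from *Foxp3*, and from 3 healthy male *Foxp3* DTR-GFP*Cd4* creERT2 controls. Treg “wannabes” were sorted from 2 male *Foxp3* LSL*Cd4* wt mice, which lack the recombinase and stay diseased. 4-OHT was given on postnatal day 14 and the cells were analyzed 7 days later. The RNA was amplified with a low-input kit (SMART-Seq v4) before library preparation. The authors aligned the reads to the mouse genome GRCm38 with STAR, realigned them locally and counted them per gene in R; the paper's text does not name the gene annotation or say whether strand was used. The deposited values are these read counts, without normalization. Between 30263824 and 34472682 reads (median 33756032) were counted on genes per control Treg library and between 25558402 and 36660933 (median 35618641) per rescued Treg library. The “wannabe” libraries held 31942224 and 34101232 counted reads. Replicate libraries had Pearson correlations of log2 CPM across genes between 0.934 and 0.947, and every pair differed by more than the sampling noise of counting (chi-square per degree of freedom from 49.6 to 148). Counts were normalized with edgeR's TMM method and are given as mean ± SD of the libraries. Genes with few counts were removed with edgeR's filterByExpr, which kept 14925 genes, and the 3 populations were fitted together with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. A gene was called differentially expressed at an adjusted p under 0.05, the cutoff the paper used with DESeq2, which was run as an alternative.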

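*Foxp3* lies on chromosome X of GRCm38 from 7573644 to 7595245 in the GENCODE annotation, on the plus strand. Its normalized count was 31539.8 ± 4329.6 (SD, n = 3) in rescued Treg cells, 6931 ± 1412 (SD, n = 3) in control Treg cells and 3020.1 ± 368 (SD, n = 2) in “wannabes”, whose locus is still transcribed. The log2 fold change from control to rescued Treg cells was 2.18 (standard error 0.18, adjusted p = 0.000393 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 2.04 and 2.33 with any single library left out. The 2 populations carry different *Foxp3* alleles, and no library of the control allele came from inflamed mice. The 3′ end of *Foxp3* overlaps *Ccdc22*, on the opposite strand, over 1437 bases from 7593809 to 7595245, of which 590 are exonic in both genes. Counting without strand could place reads of one gene on the other. *Ccdc22* rose by 1.45 on the log2 scale (standard error 0.24, adjusted p = 0.0118 from the same test) from control to rescued Treg cells. It was not detectably different between control Treg cells and “wannabes” (log2 fold change −0.45, adjusted p = 0.272 from the same test). Counts of *Thy1*, whose Thy1.1 form the LSL cassette encodes, followed the labels, with 8583 ± 3052 (SD, n = 2) normalized counts in “wannabes”, 1303 ± 109 (SD, n = 3) in rescued and 1446 ± 89.8 (SD, n = 3) in control Treg cells. The Y-linked gene *Ddx3y* had at least 2444 normalized counts in each of these male libraries.

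**Figure D1:**
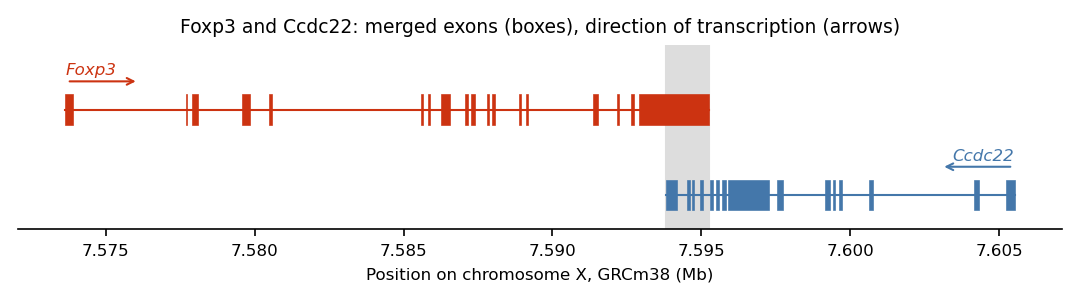
Map of *Foxp3* and *Ccdc22* on chromosome X of GRCm38, with the position in megabases on the horizontal axis, exons merged over all annotated transcripts as boxes and arrows for the direction of transcription. The shaded stretch of 1437 bases is where the last *Foxp3* exon lies opposite *Ccdc22*.

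Principal component analysis was run on the rlog-transformed counts of the 19666 genes with at least 1 count in the 8 male libraries. The first component held 41.5% and the second 22.4% of the variance. With only the 500 most variable genes these shares were 52.1% and 30.8%. On the second component, rescued Treg cells lay at 17.7 ± 10.0 and control Treg cells at −17.7 ± 2.95 (SD, n = 3 each), and every rescued library lay above every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Rescued replicate 1, at 29.3, lay farther out than the other rescued libraries, at 11.4 and 12.5. On the first component the Treg populations overlapped, at −12.4 ± 2.62 and −13.1 ± 1.83 (SD, n = 3 each; two-sided exact permutation test, p = 0.7).
Between rescued and control Treg cells, 343 genes were differentially expressed, 214 higher and 129 lower in rescued cells. Of these, 171 rose and 93 fell more than 2-fold. Of the alternatives for the test, the normalization and the filter, DESeq2 moved this count most and gave 1195 genes; 2403 genes had an unadjusted p under 0.05. The count lay between 114 and 598 across the 8 fits that each left out one male library.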

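In the plane of the first 2 principal components, the mean of the rescued Treg libraries lay 53.5 units from the mean of the “wannabes” and that of the control Treg libraries 54.2 units, a ratio of 0.988. The means of the Treg populations lay 35.4 units from each other. Taken library by library, the distance to the “wannabe” mean was 54.0 ± 6.09 for rescued and 54.2 ± 2.695 for control Treg cells (SD, n = 3 each), a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.9). With any single library left out, the ratio lay between 0.956 and 1.03.
Differential expression against the “wannabes” was found for 2105 genes in rescued Treg cells, 1499 of them higher, and for 2416 genes in control Treg cells, 1480 of them higher. Both Treg populations were higher than “wannabes” for 1022 genes and lower for 369, and 2 genes were called in opposite directions. The log2 fold changes of these comparisons had a Pearson correlation of 0.710 across the genes tested. Both comparisons use the same “wannabe” libraries, and genes are not independent replicates. Noise in the shared libraries would by itself give a positive correlation and shared directions. No value without a shared change was computed to read 0.710 against. With DESeq2, 3316 genes were called against rescued and 3751 against control Treg cells. Among called genes with a mean normalized count over 100 in the 8 male libraries and no overlap between the libraries compared, those that rose most in rescued Treg cells over “wannabes” were *Ptpn5*, *Oasl1*, *Pak1*, *Epcam* and *Mmp9*. *Ptpn5* and *Oasl1* had no counts in either “wannabe” library and were at least 42.2-fold and 17.9-fold higher in rescued Treg cells, set against a floor of 3 counts. *Epcam*, on chromosome 17 from 87635979 to 87651129, had 452 ± 186 (SD, n = 3) normalized counts in rescued Treg cells and 13.8 ± 4.32 (SD, n = 2) in “wannabes”, a log2 fold change of 5.01 (standard error 0.61, adjusted p = 0.000452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes that fell most were *D630045J12Rik*, *Slc7a8*, *Egfr*, *Atp8b4* and *Cyp4f16*, with log2 fold changes between −5.98 and −3.83. Of these 10 genes, *Egfr* kept its call in 4 and *Cyp4f16* in 2 of the 6 fits that left out one library and kept 2 in each population compared, and the others kept theirs in all 6.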

Notably, the transcriptomes of both Treg populations were markedly different—equidistant in PCA—from Thy1.1^+^GFP^−^ Treg “wannabes” (Fig. 3d). Treg cells in *Foxp3*^LSL^*Cd4*^creERT2^ mice downregulated *Tcf7*, *Sell*, and *Ccr7* transcripts and upregulated cell cycle, anabolism, and Treg suppressor function-related genes (*Gzma*, *Gzmb*, *Lgals1*, *Lgals3*, *Il10*, *Fgl2*, *Ctla4*, *Entpd1*, *Icos*, and *Tigit*)^32, 33^, suggesting that they were more metabolically active and suppressive than control Treg cells (Fig. 3e). Indeed, Treg cells isolated on day 7 post 4-OHT administration from *Foxp3*^LSL^*Cd4*^creERT2^ mice were significantly more potent at suppressing T cell proliferation *in vitro* than their counterparts from *Foxp3*^DTR-GFP^*Cd4*^creERT2^ mice (Fig. 3g).

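*Tcf7* and *Ccr7* had lower counts in each rescued Treg library than in each control library, and chance separates 3 libraries from 3, in one direction or the other, for 10% of genes. *Tcf7*, on chromosome 11 of GRCm38, fell from 9759 ± 490.0 to 4959 ± 688 normalized counts (SD, n = 3 each), a log2 fold change of −0.98 (standard error 0.15, adjusted p = 0.00938 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccr7* fell from 19114.5 ± 105 to 9800.1 ± 1308 (SD, n = 3 each), a log2 fold change of −0.96 (adjusted p = 0.0122 from the same test). With one male library left out, *Tcf7* kept its call in all 8 fits and *Ccr7* in 5.
Each of the 10 genes named for suppressor function had a higher mean in rescued Treg cells, and each had every rescued library above every control library; 7 of them were past the adjusted p threshold. The largest change was that of *Gzma*, from 14.1 ± 18.0 to 420.2 ± 204 normalized counts (SD, n = 3 each), a log2 fold change of 4.86 (standard error 0.85, adjusted p = 0.0159 from the same test); its lowest control library had a normalized count of 1.07. *Il10* rose from 417 ± 80.1 to 2539.8 ± 374 (log2 fold change 2.60, adjusted p = 0.0004) and *Gzmb* from 2374 ± 510.1 to 13293 ± 3073 (log2 fold change 2.48, adjusted p = 0.000612), both by edgeR's test. *Tigit* (1.41), *Fgl2* (1.41), *Icos* (1.01) and *Entpd1* (0.99) rose by the log2 fold changes given and passed the threshold. *Il10*, *Gzmb*, *Icos* and *Tigit* kept their calls in all 8 fits that left out one male library, *Gzma* in 6, *Fgl2* in 5 and *Entpd1* in 4. *Lgals3* (log2 fold change 1.13), *Lgals1* (0.65) and *Ctla4* (0.38) had edgeR adjusted p-values of 0.0528, 0.0967 and 0.187. With DESeq2 the adjusted p was 0.00186 for *Lgals3*, 0.0213 for *Lgals1* and 0.0973 for *Ctla4*.

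**Figure D2:**
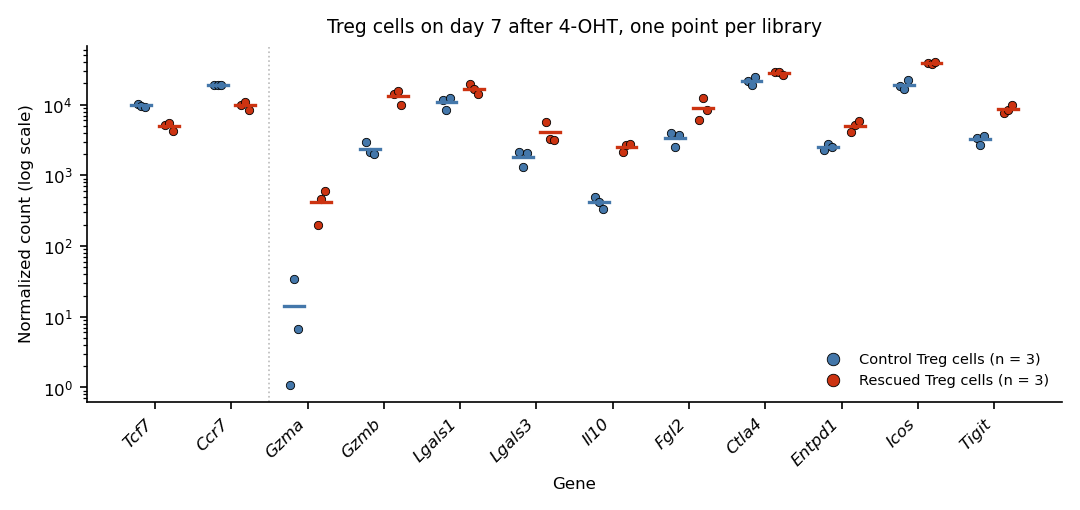
Normalized counts (log scale) of *Tcf7*, *Ccr7* and the 10 genes named for suppressor function, with 1 point per library and a line at each mean, in control (blue) and rescued (red) Treg cells on day 7 (n = 3 each). The control points of *Gzma* have a mean of 14.1 and span more than those of the other genes.

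For the cell cycle, the S and G2/M phase lists shipped with the Seurat package were used, with 95 genes tested. Their median log2 fold change from control to rescued Treg cells was 0.54, and 83 of the 95 genes were higher (limma's camera test, adjusted p = 2.94e-09 over 6 gene sets). A self-contained test of the same list, limma's fry, gave an adjusted p of 0.307. For anabolism, Reactome lists were used in addition to the metabolism genes drawn in Fig. 3e. The Reactome glycolysis list had a median log2 fold change of 0.12, with 16 of 28 genes higher (camera, adjusted p = 0.232). The Reactome list of the citric acid cycle and electron transport had a median of 0.01, with 59 of 117 genes higher (camera, adjusted p = 0.968).
By the same rule as above, *Il4*, *Epas1*, *Fn1*, *H2-Aa* and *Il21* rose most and *Hspa1a*, *Oasl1*, *Mx2*, *Oas2* and *Oasl2* fell most from control to rescued Treg cells. *Il4* rose from 4.54 ± 5.33 to 422 ± 206 normalized counts (SD, n = 3 each), a log2 fold change of 6.50 (standard error 0.67, adjusted p = 0.00119 from edgeR's test). The log2 fold changes of the other 4 that rose lay between 5.03 and 5.92, and those of the 5 that fell between −5.44 and −3.84. Control libraries varied widely for the 5 that fell. Their normalized counts were 615 ± 856 for *Hspa1a*, 1099 ± 1149 for *Oasl1*, 688 ± 514 for *Mx2*, 645 ± 547 for *Oas2* and 1617 ± 1453 for *Oasl2* (SD, n = 3 each). DESeq2 gave no adjusted p for *Hspa1a*. Of the 8 fits that left out one male library, *H2-Aa* kept its call in 3, *Hspa1a* in 4, *Il21*, *Oasl1* and *Oas2* in 5 and *Fn1* in 7, and *Il4*, *Epas1*, *Mx2* and *Oasl2* kept theirs in all 8. The means of *Il4*, *Epas1*, *Fn1*, *H2-Aa* and *Il21* were higher in male “wannabes” than in rescued Treg cells, at 2845, 5040.2, 426, 344 and 439 normalized counts, and edgeR called this difference for *Il4*, *Epas1* and *Il21*. From the lower *Tcf7* and *Ccr7* and the higher cell cycle, anabolism and suppressor function genes, the paper proposes that rescued Treg cells were more metabolically active and more suppressive than control Treg cells.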

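In a separate experiment, Treg “wannabes” were sorted from 2 heterozygous female *Foxp3* LSL/DTR-GFP*Cd4* wt mice and 3 female *Foxp3* LSL/WT*Cd4* wt mice. Diphtheria toxin (DT), given on days 0, 2, 4 and 6, ablates the Treg cells that express the DTR-GFP allele, so that the former mice become sick and their “wannabes” are activated, while the latter keep wild-type Treg cells and their “wannabes” are called resting here. Cells were sorted on day 7 from mice aged 8 to 10 weeks by the paper and 9 to 11 weeks by the sample labels. Libraries and counts were made by the authors as for the male mice. The activated libraries held 31351030 and 31464218 counted reads, and the resting libraries between 28061669 and 29075913 (median 28540943). Replicate libraries had Pearson correlations of log2 CPM between 0.978 and 0.987. These 5 libraries were normalized and fitted on their own with the test used for the male libraries, on 13166 genes, so levels can be compared within an experiment only.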

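Between activated and resting “wannabes”, 2958 genes were differentially expressed, 1489 higher and 1469 lower in activated cells, and 751 rose and 462 fell more than 2-fold. With one resting library left out, the number of differentially expressed genes lay between 2344 and 3215. The genes that rose more than 2-fold in activated “wannabes” were compared with those of rescued Treg cells among the 12972 genes tested in both experiments. The lists shared 63 genes, where 9.53 would be shared if they were independent (odds ratio 10.8, Fisher's exact test, two-sided, p = 1.08e-35). The lists of genes that fell more than 2-fold shared 13, against 3.03 (odds ratio 4.95, Fisher's exact test, two-sided, p = 9.26e-06). A further 9 genes rose in Treg cells and fell in “wannabes”, against 5.47, and 2 did the opposite, against 5.28. An unadjusted p under 0.05 in both experiments moved these counts most, to 192 genes that rose and 69 that fell in both. Fisher's test treats genes as independent, which they are not, so its p-values do not measure variation between mice. With one library left out, the lists shared between 20 and 77 genes that rose and between 3 and 23 that fell.
Of the suppressor function genes, *Gzma* rose from 6.88 ± 2.03 (SD, n = 3) to 780 ± 168 (SD, n = 2) normalized counts in activated “wannabes”, a log2 fold change of 6.79 (standard error 0.28, adjusted p = 0.000249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gzmb* (2.72), *Lgals3* (1.93) and *Lgals1* (1.26) also passed the threshold, at the log2 fold changes given; *Lgals1* lost its call in 1 of the 3 fits that left out a resting library. *Il10* went the other way, from 1442 ± 355 to 755 ± 241 (log2 fold change −0.94, adjusted p = 0.0477 by edgeR), a call kept in 1 of these 3 fits. *Fgl2*, *Ctla4*, *Entpd1*, *Icos* and *Tigit* did not pass it, with log2 fold changes between −0.48 and 0.82; DESeq2 called *Icos* (adjusted p = 0.0294) and *Tigit* (adjusted p = 0.0137). In the fits that left out a resting library, edgeR called *Tigit* in 2 of 3 and *Fgl2*, *Entpd1* and *Icos* in 1 each. Neither *Tcf7* (0.04) nor *Ccr7* (0.01) passed it. *Foxp3* itself was slightly lower in activated “wannabes” (log2 fold change −0.35, adjusted p = 0.0448 by edgeR), a call kept in 1 of the 3 fits.

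**Figure D3:**
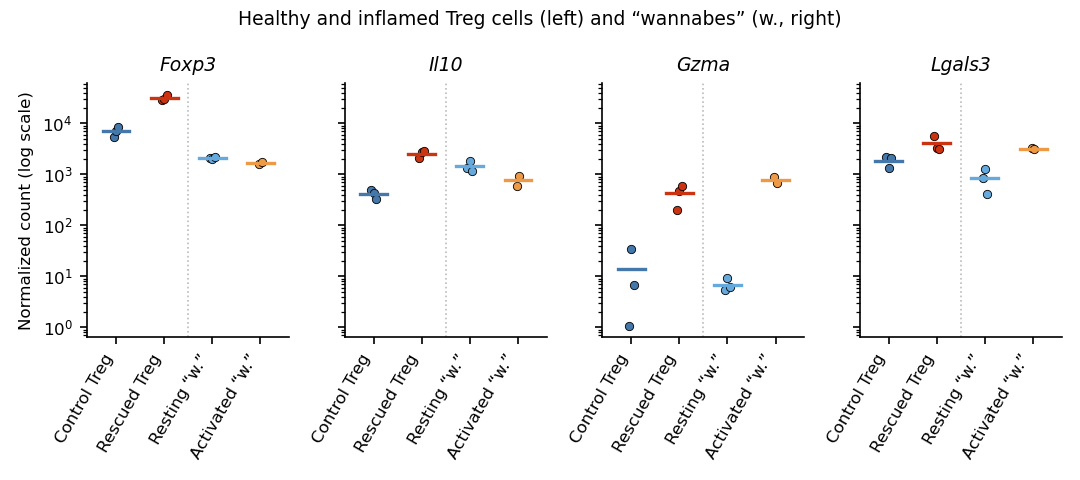
Normalized counts (log scale) of *Foxp3*, *Il10*, *Gzma* and *Lgals3*, with 1 point per library and a line at each mean, in control and rescued Treg cells and in resting and activated “wannabes” (w.). Each experiment was normalized on its own, so levels compare within each side of the dotted line; *Gzma* and *Lgals3* rise on both sides, and *Il10* rises by 2.60 on the log2 scale in Treg cells and changes by −0.94 in “wannabes”.

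The genes that rose most in activated “wannabes”, chosen by the rule used for the Treg cells, were *Bace2*, *Hrh4*, *Ifitm1*, *Gzma* and *Cd22*, and those that fell most were *Rhoj*, *Lrrc17*, *Miat*, *Il17a* and *Blk*. *Bace2* was at least 156-fold higher against a floor of 3 counts. *Hrh4* rose by 8.17 and *Il17a* fell by 5.96 on the log2 scale (adjusted p = 0.000288 and 0.00113 by edgeR). All 10 kept their calls with any resting library left out.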

Notably, activated Treg “wannabes” from DT-treated *Foxp3*^LSL*/*DTR-GFP^ sick female mice shared some gene expression changes with those of activated Treg cells in rescued *Foxp3*^LSL/y^ mice (Fig. 3d, Extended Data Fig. 6). However, this acquisition of activated phenotype by Treg “wannabes” did not confer any appreciable suppressive capacity, as *Foxp3*^LSL*/DTR*^*Cd4*^wt^ mice, in which tamoxifen treatment could not restore Foxp3 expression, died of similar systemic multi-organ inflammation seen in *Foxp3*^LSL/y^ mice. Thus, the heightened suppressor capacity of rehabilitated Treg cells in *Foxp3*^LSL^*Cd4*^creERT2^ mice could be due to exposure to an inflammatory environment upon *Foxp3* induction or a cell-intrinsic effect of delayed Foxp3 expression regardless of the environment. To distinguish between these two possibilities, we analyzed the “wannabe”-converted and control Treg cells under basal non-inflammatory conditions in healthy heterozygous female *Foxp3*^LSL*/*WT^*Cd4*^creERT2^ and *Foxp3*^DTR-GFP*/*WT^*Cd4*^creERT2^ mice, respectively, on day 7 post 4-OHT treatment. In contrast to Treg cells exposed to the inflammatory environment in male mice, Thy1.1^−^GFP^+^ Treg cells in 4-OHT-treated mosaic *Foxp3*^LSL*/*WT^*Cd4*^creERT2^ females failed to exhibit increased proliferative activity or enhanced CTLA4 and GITR expression, compared to GFP^−^Foxp3^+^ Treg cells expressing the *Foxp3*^WT^ allele in the same mice (Fig. 3f). Likewise, comparable suppressor activity was observed for Thy1.1^−^GFP^+^ Treg cells and control GFP^+^ counterparts isolated from 4-OHT-treated healthy *Foxp3*^LSL*/*WT^*Cd4*^creERT2^ and *Foxp3*^DTR-GFP*/*WT^*Cd4*^*cr*e*ERT2*^ female mice, respectively (Fig. 3g). To the contrary, sick *Foxp3*^DTR-GFP*/*LSL^*Cd4*^creERT2^ mosaic female mice, subjected to DT-induced ablation of *Foxp3*^DTR-GFP^ Treg cells and tamoxifen-induced Foxp3 restoration in *Foxp3*^LSL^ cells, showed a transient increase in Treg percentages at 1 and 2 weeks post tamoxifen-mediated rescue, which disappeared by week 5 (Fig. 3h). These Treg cells also exhibited enhanced proliferation and heightened activation as evidenced by elevated expression of Ki67, CTLA4, GITR and ICOS (Fig. 3i, j). Thus, the enhanced proliferative potential and suppressive capacity of Treg cells in diseased *Foxp3*^LSL^*Cd4*^creERT2^ male and DT-treated *Foxp3*^DTR-GFP*/*LSL^*Cd4*^creERT2^ female mice were likely due to sensing of inflammation assisted by restored Foxp3 expression.

### A single cohort of Treg cells provides long-term protection

To test whether the containment of autoimmunity afforded by a single cohort of Treg cells was durable, we monitored tdTomato-labeled and -unlabeled cells in 4-OHT-treated male *Foxp3*^LSL^*Cd4*^creERT2^*R26*^Tom^ and control *Foxp3*^DTR-GFP^*Cd4*^creERT2^*R26*^Tom^ mice for an extended period of time (Fig. 4a). Within a month after treatment, the *Foxp3*^LSL^*Cd4*^creERT2^*R26*^Tom^ mice recovered completely from otherwise lethal disease and continued to gain weight (Extended Data Fig. 7a). At the 4-month time point, only recirculating Treg cells lacking CD73 expression were detected in the thymus, suggesting a lack of continuing thymic Treg output in agreement with our observation that *Cd4*^creERT2^-mediated recombination ceased within 48–72 hours after 4-OHT administration (Fig. 4b; Extended Data Fig. 7b)^34^. The peripheral “4-month-old” Treg pool was well maintained in both lymphoid and non-lymphoid tissues and remained functionally competent (Fig. 4c; Extended Data Fig. 7c). Nearly all Thy1.1^−^GFP^+^Foxp3^+^ Treg cells in *Foxp3*^LSL^*Cd4*^creERT2^*R26*^Tom^ mice expressed the tdTomato reporter, whereas Thy1.1^+^GFP^−^ “wannabes” and Thy1.1^−^GFP^−^Foxp3^−^ conventional CD4 T cells in the same mice, as well as Treg and conventional CD4 T cell subsets in control *Foxp3*^DTR-GFP^*Cd4*^creERT2^*R26*^Tom^ mice, contained only a small fraction of tdTomato^+^ fate-mapped cells (Fig. 4d). Thus, Treg cells generated as a single cohort in diseased *Foxp3*^LSL^*Cd4*^creERT2^ mice continued to persist while the other T cell subsets turned over. Impressively, even after 4 months, the reversal of autoimmune disease seemed complete with no tissue pathology observed and T cell activation, effector cytokine production, and myelo-proliferation, at best minimally increased (Fig. 4e–h; Extended Data Fig. 7d–f). Thus, a single cohort of Treg cells is capable of reversing established inflammation and affording long-term protection against autoimmunity. The rescued mice survived for at least 7 months (Fig. 5a). Even at this time point, the rescued mice remained largely healthy with only moderately increased T cell activation and effector cytokine production and well-maintained Treg populations in both lymphoid and non-lymphoid tissues (Extended Data Fig. 8a–c). Despite mildly elevated serum IgG1and IgE levels in comparison to the 4-week time point, the other Ig isotype levels remained comparable to those in control *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^ mice (Extended Data Fig. 8d). Neither did we observe prominent immune infiltrates in the skin, liver, and small intestine (Extended Data Fig. 8e).

Since TCR specificity and diversity are essential for Treg-mediated control of autoimmunity^35, 36^, we assessed the TCR repertoires of long-lived redeemed Treg cells in *Foxp3*^LSL/y^ *Cd4*^creERT2^ mice by sequencing their TCRα chains at different time points after Foxp3 restoration. We observed a trend, albeit not statistically significant, toward a slight reduction in TCR diversity, as reflected in the gradually decreasing inverse Simpson indeces (Extended Data Fig. 8f). At later time points (5 and 7 months), the rescued Treg cells contained moderately reduced numbers of total unique clones compared to an earlier time point after the inflammatory disease subsided (1.5 months). The “unevenness” of the TCR repertoire measured by Gini coefficient remained unchanged throughout the entire time course (Extended Data Fig. 8g). These results suggested that the clonal diversity of long-lived redeemed Treg cells was largely preserved even though their TCR richness might have very mildly contracted. Thus, a cohort of restored Treg cells maintained a diverse TCR repertoire, which was likely essential for their ability to confer long-term containment of autoimmune inflammation.

### Transcriptional features of long-lived protective Treg cells

The extraordinarily long-term protection against autoimmunity by a single cohort of self-renewing Treg cells suggests that these cells do not exhibit dysfunction typical of chronically stimulated CD4 and CD8 T cells. Thus, we sought to analyze this long-lived Treg population at single-cell resolution using single cell RNA sequencing (scRNA-seq). We compared GFP^+^ Treg cells from *Foxp3*^LSL/y^*CD4*^creERT2^*R26*^Tom^ mice and *Foxp3*^DTR-GFP/y^*CD4*^creERT2^*R26*^Tom^ control mice 7 months after 4-OHT treatment (Fig. 5b). Treg cells in experimental and control mice were efficiently and comparably labeled by tdTomato shortly after 4-OHT administration (Fig. 5c). The percentage of tdTomato^+^ cells among Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice remained high (>80%), demonstrating their impressive persistence. However, among control *Foxp3*^DTR-GFP^ Treg cells, tdTomato positivity gradually declined to ~15% at 7 months, most likely due to continuous thymic output of tdTomato^−^ Treg cells (Fig. 5c).

In the scRNA-seq data analysis, we distinguished “old” and “young” control Treg cells from *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^*R26*^Tom^ mice by computationally separating them into tdTomato-positive (“old”) and -negative (“young”) cells based on the expression of tdTomato transcript by the individual cells. Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice, as well as tdTomato^+^ and tdTomato^−^ control GFP^+^ Treg cells in *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^*R26*^Tom^ mice, exhibited distinct UMAP distribution patterns (Fig. 5d). To better understand the most significant sources of variation among the three Treg cell populations, we performed diffusion map analysis. The first diffusion component (DC1) had a highly similar distribution of gene expression to that of activated Treg gene signature^30^ (Fig. 5e). The long-lived Thy1.1^−^GFP^+^ Treg cells had a DC1 density resembling that of tdTomato^+^ control Treg cells, both higher than that of tdTomato^−^ cells (Fig. 5f). This result indicates that long-lived Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ and control mice tagged with tdTomato 7 month earlier and their offspring exhibited a similarly activated phenotype. Upon examining genes whose expression patterns highly correlated with DC1, we found transcripts associated with Treg activation (*Cd44*, *Sell*, *Tnfrsf18*, *Icos*, *Ctla4*), migration to non-lymphoid tissues (*Ccr4*, *Cxcr3*, *Ccr6, Itgae*), as well as tissue adaptation and suppressor function (*Maf*, *Ahr*) (Fig. 5g, Extended Data Fig. 9a)^37, 38^. Flow cytometric analysis of CD62L (*Sell*) and CD103 (*Itgae*) expression confirmed the scRNA-seq results across multiple tissues, showing sharp reduction in CD62L^hi^ and increase in CD103^+^ cells among Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice (Extended Data Fig. 9b). Furthermore, the tdTomato^+^ fraction of control Treg cells were enriched for Ly6C^−^CD103^+^ and CD44^high^CD62L^lo^ cells, consistent with their heightened activation state (Extended Data Fig. 9c). Despite the burden of being the sole Treg population responsible for immunosuppression, the Thy1.1^−^GFP^+^ Treg cells did not appear less fit than their “age-matched” counterparts in control mice with continuous Treg turnover. Compared to tdTomato^+^ Treg cells in *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^*R26*^Tom^ mice, Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice exhibited comparable expression of genes associated with T cell exhaustion^39^ and apoptosis, and similar levels of *Mcl1*, an anti-apoptotic gene critical for Treg survival^40^ (Fig. 5f). Genes involved in cell cycle progression and various metabolic pathways were also comparably expressed by tdTomato^+^ Treg cells in *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^*R26*^Tom^ mice and Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice (Extended Data Fig. 9d). These shared transcriptional features highlighted the similarities in metabolic status and proliferative potential between the long-lived Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice and “age-matched” tdTomato^+^ control *Foxp3*^DTR-GFP/y^ Treg cells.

To further compare Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice and long-lived control cells present within the peripheral Treg pool under physiologic conditions, we performed trajectory analysis using the Palantir algorithm, which generates a high-resolution pseudotime ordering of cells at different developmental stages^41^. The pseudotime gradient started from resting Treg cells, proceeded towards activated Treg cells, and ended with cells reminiscent of Treg cells residing in non-lymphoid organs in agreement with a previous report^42^ (Fig. 5h). The analysis successfully recapitulated known gene expression dynamics during Treg activation including downregulation of *Tcf7*, *Sell*, and *Klf2,* and upregulation of *Foxp3*, *Ctla4*, and *Ikzf2* (Fig. 5i). Next, we compared the pseudotemporal ordering of Thy1.1^−^GFP^+^ Treg cells from *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice derived from cells whose Foxp3 expression was “restored” 7 months ago, with that of similarly “old” tdTomato^+^ and of “young” tdTomato^−^ Treg cells from control *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^*R26*^Tom^ mice. Both “old” Treg populations were positioned late in the inferred differentiation trajectory in comparison to tdTomato^−^ Treg cells—consistent with their activated phenotype—and were characterized by comparablely high pseudotime values (Fig. 5j). Thus, Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL/y^*Cd4*^creERT2^*R26*^Tom^ mice closely resembled a subset of long-lived cells present in the normal Treg cell pool under physiologic conditions.

To gain further insights into the long-term persistence of Thy1.1^−^GFP^+^ Treg cells in *Foxp3*^LSL^*Cd4*^creERT2^*R26*^Tom^ mice, we performed a refined clustering analysis of the scRNA-seq dataset. Among the 13 clusters identified, clusters 0 and 3 were primarily composed of tdTomato^−^ *Foxp3*^DTR-GFP^ control Treg cells, whereas clusters 1, 6, 7 and 8 were enriched for Thy1.1^−^GFP^+^ Treg cells (Fig. 6a). Importantly, cells from cluster 1 had higher expression of IL-2–Stat5 and Wnt–β-catenin pathway gene signatures (Fig. 6b), which have been implicated in Treg cell maintenance and self-renewal^43, 44, 45^. Moreover, these cells were lower in pseudotime values compared to most Thy1.1^−^GFP^+^ Treg cells, suggesting that they were less differentiated and had the potential to give rise to the rest of the cells and sustain the Treg pool (Fig. 6c). Gene expression analysis revealed transcripts enriched (*Ifngr1*, *Epcam*, *Lrrc32*, *Il4ra, etc.*) and depleted (*Sell*, etc.) in cluster 1 cells (Fig. 6d, Supplementary Table 1). Using flow cytometry, we corroborated these results by demonstrating a marked enrichment of an IL-4Rα^hi^IFNγR1^hi^Epcam^+^GARP^hi^CD25^hi^ (γREG^+^) cell subset within activated CD62L^lo^ rescued Treg population in *Foxp3*^LSL^*Cd4*^creERT2^*R26*^Tom^ mice (Fig. 6e–f, Extended Data Fig. 10a–e). In normal mice, these cells were also present, albeit at lower frequencies, within Treg population in secondary lymphoid organs and at even lower frequencies in non-lymphoid tissues, such as the liver and lung, but were virtually undetectable among newly differentiated CD73^−^ thymic Treg cells (Fig. 6g). γREG^+^ Treg cells were enriched in the parenchyma of highly vascularized organs such as spleen and lung, as evidenced by their higher frequencies among cells not labeled by intravenously administered CD45 antibody. This suggested that these cells were largely non-circulatory and likely contributed to local maintenance of the Treg pools (Extended Data Fig. 10f). To compare the capacity of perinatal and adult Treg populations to give rise to γREG^+^ Treg cells, we labeled Treg cells in healthy 2-week-old and 8-week-old *Foxp3*^DTR-GFP^*Cd4*^creERT2^*R26*^Tom^ mice by 4-OHT treatment and assessed the frequencies of γREG^+^ Treg cells within tdTomato^+^ and tdTomato^−^ Treg subsets 4 months later. In mice treated as perinates, tdTomato^+^ Treg cells harbored higher frequencies of γREG^+^ Treg cells than their tdTomato^−^ counterparts (Fig. 6h). In contrast, tdTomato^+^ Treg cells time-stamped during adulthood were not enriched for γREG^+^ Treg cells over their tdTomato^−^ counterpart, and similar percentages of γREG^+^ cells were found among tdTomato^−^ Treg cells in perinatally labeled mice (Fig. 6h). These observations were independently confirmed by similar time-stamping of Treg cells in young vs. adult *Foxp3*^creERT2^*R26*^Tom^ mice (Fig. 6h). These results were consistent with the enrichment of γREG^+^ Treg cells among Treg populations in secondary lymphoid organs and non-lymphoid tissues in unmanipulated 2-week-old vs. 8-week-old mice (Extended Data Fig. 10g). Our results suggest γREG^+^ Treg cells, capable of persisting in peripheral lymphoid and non-lymphoid organs, are selectively overrepresented within the Treg population generated early in life.

## Discussion

The adaptive immune system is characterized by unlimited antigen recognition specificity, amplification of innate immune responses, novel effector functions, and memory formation, affording vertebrates with a versatile anticipatory defense against rapidly evolving infectious agents. This superior protection is confounded by a major fitness constraint due to the threat of autoimmune inflammation posed by the inherent self-reactivity of T cells. The importance of Treg cells in forestalling autoimmunity has been most vividly demonstrated by wide-ranging clinical manifestations of human monogenic disorders resulting from Treg deficiency or dysfunction due to *FOXP3*, *STAT5B, IL2RA,* and *LRBA* mutations or *CTLA4* haplo-insufficiency^46, 47^. In IPEX patients, these manifestations include endocrinopathies (diabetes, thyroiditis, pancreatitis, adrenal dysfunction), hepatitis, enteropathies (autoimmune gastritis, IBD, celiac disease), skin disorders (exudative dermatitis, alopecia), food allergy, hyper-IgE syndrome, autoimmune hematologic disorders (autoimmune thrombocytopenia, hemolytic anemia), myelo- and lymphoproliferation (splenomegaly, lymphadenopathy), polyneuropathy, as well as pulmonary and nephrotic syndromes^48^. In mice, Treg deficiency or depletion causes equally widespread and fatal autoimmune inflammatory disease^13^.

However, the potent immunosuppressive function of Treg cells indispensable for preventing autoimmune inflammation can in turn compromise protective immunity against infections. This provided rationale for the concept that Treg cells are ineffectual in the inflammatory settings of infections. Indeed, numerous studies showed that infection-associated inflammatory milieu can cause downregulation of Foxp3 expression by Treg cells, impede their suppressor and proliferative capacity, or even confer pro-inflammatory properties, i.e. effector cytokine production; furthermore, pro-inflammatory cytokines, IL-6 and IL-1 in particular, can make effector cells refractory to Treg-mediated suppression^14, 16, 18, 19, 49, 50^. On the other hand, some studies suggested that Treg cells are capable of modulating virus-specific immune responses and limiting associated pathologies^51, 52, 53, 54, 55, 56^. In all these studies, however, Treg cells were present from the onset of infection, making it impossible to discriminate their activity prior to, or after the onset of infection-induced inflammation. Thus, the ability of Treg cells to function in infection-induced inflammation remains an open question.

Since inflammation elicited by various infectious, metabolic, and genetic causes, including Treg deficiency, shares principal cellular and soluble mediators, a corollary to the above concept is the notion that in established autoimmune inflammation, Treg activity is also expected to be severely attenuated or even lacking. In this regard, autoimmune and inflammatory pathologies were reported to exert varying effects on Treg numbers. In contrast to the aforementioned monogenic Treg deficiency-linked disorders, many studies of polygenic autoimmune diseases have found unchanged or even increased frequencies of Treg cells at inflammatory sites and in circulation^57^. Meanwhile, analyses of Treg cells isolated from autoimmune patients suggested that their function is impaired in the inflammatory environment^21, 22, 23, 57, 58, 59^. However, considering numerous genetic polymorphisms linked to the pathophysiological manifestations of polygenic autoimmune diseases, the reported inferior Treg functionality can be one of these sequelae. Indeed, an enrichment for such autoimmunity-associated single nucleotide polymorphisms has been observed within Treg-specific cis-regulatory elements^10, 60, 61^. As a potential counterargument to the above findings, adoptive transfer of Treg cells after the initiation of T cell-induced colitis was shown to cause its amelioration over time in an IL-10-dependent manner, highlighting their potential to control local inflammation elicited upon homeostatic expansion of a relatively small number of naïve CD4 T cells in lymphopenic mice^62, 63^. Thus, it remained possible that the reparative activity of Treg cells observed in this setting may be specific to the colon aided by its continuous epithelial cell turnover, or particular to the adoptive transfer model.

By genetically introducing a limited Treg pool in *Foxp3*^LSL^ mice, we demonstrated that Treg cells are able to function in settings of systemic autoimmune inflammation, reverse the fatal disease and tissue pathology, and offer long-term protection. The reversal of inflammation was not a simple diversion of a large number of pro-inflammatory effector T cells into Treg cells because indistinguishable fatal autoimmunity observed in Foxp3-deficient mice harboring Treg “wannabes” and *Foxp3*^*DTR*^ neonates subjected to chronic ablation of Treg cells suggests that Treg “wannabes” do not provide notable non-redundant contribution to the disease progression^5, 8, 13^. It is noteworthy that upon generation of functional Treg cells in *Foxp3*^LSL^ mice, the reduction in myeloid cells was observed with a markedly slower kinetics than the decrease in activated T cell numbers and responses, suggesting that the reversal of myelo-proliferation was largely an indirect effect of suppression of T cell activation. Nevertheless, a parallel direct suppression of myeloid cell activation and survival by Treg cells may also contribute to the recovery of *Foxp3*^LSL^ mice from autoimmunity. The ability of Treg cells to suppress established inflammation was not limited to young mice but was also observed in adult animals. Notably, Treg cells introduced into the inflammatory environment suppressed Th2 autoimmunity and associated increased serum IgG1 and IgE levels, as efficiently as Th1 and Th17 responses, even though Th2 responses are known to be the most sensitive to diminished Treg numbers or functionality^26, 64^.

The observed normalization of lympho- and myeloproliferation, acute phase response, and reversal of tissue inflammation highlighted the ability of Treg cells to function in a cytokine storm. Rather than impeding functionality, we found that exposure to this highly inflammatory milieu endowed the newly generated Treg cells with heightened suppressor activity in comparison to Treg cells from healthy control mice, while the latter and Treg cells generated upon a similar conversion of Treg “wannabes” in healthy heterozygous female mice had indistinguishable suppressor activity. Treg cells employ multiple and partially redundant modes of suppression, including secreted immunomodulatory factors, IL-2 consumption, and ATP-to-adenosine conversion, and may directly partake in tissue regeneration and repair via the production of amphiregulin^65, 66^. Accordingly, redeemed Treg cells in *Foxp3*^LSL^ mice exhibited increased expression of IL-2R, IL-10, galectin-1 and –3, Fgl2, CTLA4, CD39, ST2, and amphiregulin. 

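In the bulk libraries of day 7, the IL-2 receptor chains did not rise at the mRNA level. *Il2ra*, which encodes CD25, had 14652 ± 2902 normalized counts in rescued and 20423 ± 173 in control Treg cells (SD, n = 3 each), a log2 fold change of −0.48 (standard error 0.15, adjusted p = 0.142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il2rb* (0.13) and *Il2rg* (0.05) had log2 fold changes within the spread between replicates. *Il1rl1*, which encodes ST2, rose from 2522 ± 280.0 to 5952 ± 537 (SD, n = 3 each), a log2 fold change of 1.24 (adjusted p = 0.00389 from the same test), and passed the threshold with any single library left out. *Areg*, which encodes amphiregulin, rose from 49.8 ± 19.1 to 316 ± 121 (SD, n = 3 each), a log2 fold change of 2.66, with every rescued library above every control library. Its adjusted p was 0.0647 from the same test and 0.0012 with DESeq2. These are mRNA counts; the protein levels are not analysed here.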

While we cannot unambiguously pinpoint the inflammation-sensing pathways responsible for the potentiation of their function, prominent STAT5 activation gene signature in these cells implicates common γ-chain receptor signaling cytokines including IL-2. Accordingly, administration of therapeutic IL-2 formulations and expression of an active form of STAT5b in Treg cells promote their expansion and superior suppressor function^31, 67, 68^. Notably, the observed suppressor activity of Treg cells in inflammatory settings was not limited to recent thymic emigrants as efficient suppression of autoimmunity in systemically inflamed mice was observed upon pharmacological thymic export blockade. The reversal of inflammatory disease and long-term maintenance of health by a single pool of Treg cells was enabled by its stability, which may be aided by a subset of preferentially tissue-residing cells with increased expression of IFNγR, IL-4Rα, EpCAM, CD25, and GARP. Based on gene set enrichment and pseudo-time analyses, these cells may contribute to long-term Treg maintenance by giving rise to terminally differentiated progenies locally. Interestingly, time-stamped “old” peripheral Treg population in lymph nodes of adult mice was enriched for γREG^+^ Treg cells in comparison to other sites such as the spleen or liver, raising the possibility of specific niches that favor their generation or maintenance.

Collectively, we show that Treg cells can function in established severe inflammation and reverse all known types of inflammation, and that a single cohort of Treg cells can afford long-lasting protection against autoimmunity. Our findings provide general rationale and support for the emerging efforts to develop adoptive Treg therapy not only for intrauterine and neonatal IPEX syndrome and other monogenic Treg deficiencies, but also for a broad spectrum of autoimmune and inflammatory disorders.

## Methods

### Mice

Experiments in this study were approved by the Sloan Kettering Institute (SKI) Institutional Animal Care and Use Committee under protocol 08–10-023 and conducted in compliance with institutional ethics guidelines. Mice were housed at the SKI animal facility under SPF conditions on a 12-hour light/dark cycle with free access to water and regular chow diet. The average ambient temperature is 21.5°C and the average humidity is 48%. All control and experimental animals were age-matched, and littermates were used as controls unless otherwise indicated. Age, sex, and numbers of animals used in each experiment are indicated in the respective Figure Legends.

*Foxp3*^DTR-GFP 13^, *Foxp3*^GFP 6^, *Foxp3*^creERT2 28^,*Foxp3*^GFP-BirA-AVI-TEV/y^ (in preparation), *Cd4*^creERT2 69^, *Tcrb*^*−/−*^*Tcrd*^*−/−* 70^ and *Rosa26*^LSL-tdTomato 71^ mice were maintained in the the Sloan Kettering Institute animal facility. The *Rosa26*^LSL-tdTomato^ allele was bred to homozygosity for fate mapping studies.

### Generation of *Foxp3*^LSL^ mice

The targeting construct was made by first subcloning an 8.5 kb *SphI* fragment harboring the *Foxp3* genomic sequence from exon -1a to exon 7 obtained from the RP23–143D8 cosmid into a cloning vector carrying a Pgk-DTA-polyA cassette allowing for negative selection of random genomic integration. The FRT-PGK-neo-polyA-FRT positive selection cassette was then cloned into the *DraIII* site within the intron between exons -1b and 1, and the loxP-Thy1.1 coding sequence-triple-tandem SV40 polyA-eGFP coding sequence cassette was cloned into the *AvrII* site within exon 1. The Thy1.1 and eGFP sequences are preceded by a start codon (ATG). The targeting construct was then electroporated into albino C57BL/6 ES cells. After neomycin selection, Southern blotting and karyotyping, correctly targeted clones were injected into WT C57BL/6 blastocysts. The resulting chimeric mice were bred to albino C57BL/6 mice. Founders identified based on the coat color and genotyping were mated to a Flp deleter strain of mice to remove the neo cassette.

### 4-hydroxytamoxifen, diphtheria toxin, tamoxifen, and FTY720 treatment

4-hydroxytamoxifen (4-OHT, Sigma-Aldrich, H7904) stock solution was made by reconstituting in ethyl alcohol 200 proof (Sigma-Aldrich, E-7023) at a concentration of 20 mg/mL, then diluting 1:1 (v/v) with Cremophor EL (Sigma-Aldrich, 238470). 20 μg/g body weight of 4-OHT diluted in PBS was administered intraperitoneally.

Diphtheria toxin (DT, List Biological Laboratories, 150) was dissolved in PBS. 1μg (first dose) or 250 ng (subsequent doses) was injected intraperitoneally for each mouse. For tamoxifen administration, 20 mg of tamoxifen (Sigma-Aldrich, T5648) was resuspended in 1 mL corn oil (Sigma-Aldrich, C8267) by rotating and tilting at 37°C until fully dissolved. Each mouse was orally gavaged with 4 mg of tamoxifen per treatment.

4-OHT was used whenever possible because it bypasses the conversion of tamoxifen to 4-hydroxytamoxifen in the liver. Compared to tamoxifen, 4-OHT offers a much sharper pharmacokinetics and enables a highly synchronized labeling of cells. In addition, 4-OHT has a much shorter half-life than tamoxifen, particularly in adults. Therefore, tamoxifen instead of 4-OHT was used for *in vivo* suppression assays (Extended Data Fig. 1g) and in studies of adult female mice (Fig. 2, Fig. 3 h–j, and Extended Data Fig. 5) to achieve sufficient recombination of the *Foxp3*^LSL^ allele.

FTY720 (Sigma-Aldrich, SML0700–5MG) stock solution was made by reconstituting in dimethyl sulfoxide (Sigma-Aldrich, D8418–250ML) at a concentration of 20 mg/ml. 0.8 μg/g body weight of FTY720 diluted to 0.1 mg/ml in 2% β-hydroxypropanylcyclodextrin (Sigma-Aldrich, H5784–10ML) was administered intraperitoneally.

### Reagents and antibodies

The following antibodies and streptavidin were used in this study for flow cytometry, with clones, venders, catalog numbers, and dilutions indicated in the parentheses: anti-Siglec-F (E50-2440, BD, 562681, 400), anti-I-A/I-E (M5/114.15.2, BioLegend, 107641, 1000), anti-NK1.1 (PK136, ThermoFisher, 47-5941-82, 200), anti-CD45 (30-F11, BioLegend, 103136, 600), anti-CD11b (M1/70, BioLegend, 101257, 800), anti-CD3ε (17A2, BioLegend, 100237, 500), anti-Ly-6C (HK1.4, BioLegend, 128037, 1000), anti-CD90.2 (30-H12, BioLegend, 105331, 1000), anti-Foxp3 (FJK-16s, ThermoFisher, 17-5773-82, 400), anti-CD19 (6D5, BD, 563557, 400), anti-Ly-6G (1A8, BioLegend, 127618, 500), anti-TCRβ (H57-597, ThermoFisher, 61-5961-82, 400), anti-F4|80 (BM8, ThermoFisher, 61-4801-82, 200), anti-CD90.1 (HIS51, ThermoFisher, 17-0900-82, 200), anti-CD4 (RM4-5, BioLegend, 100553, 400), anti-CD8α (53-6.7, BioLegend, 100759, 400), anti-GITR (DTA-1, ThermoFisher, 48-5874-82, 400), anti-CD73 (TY/11.8, BioLegend, 127215, 400), anti-CD44 (IM7, BD, 563971, 400; ThermoFisher, 48-0441-82, 400; BioLegend, 103049, 400), anti-CD103 (M290, BD, 564322, 200), anti-CD62L (MEL-14, BioLegend, 104438, 1600; BioLegend, 104441, 400), anti-CTLA4 (UC10-4B9, BioLegend, 106314, 600), anti-Helios (22F6, BioLegend, 137218, 400), anti-Ki-67 (16A8, BioLegend, 652420, 400), anti-CD25 (PC61.5, ThermoFisher, 47-0251-82, 400; ThermoFisher, 17-0251-82, 400), anti-PD-1 (29F.1A12, BioLegend, 135225, 400), anti-ICOS (7E.17G9, ThermoFisher, 12-9942-82, 400), anti-CD45.1 (A20, BioLegend, 110738, 100), anti-CD45.2 (104, BD, 612778, 200), anti-IL-2 (JES6-5H4, BioLegend, 503818, 400), anti-IL-17A (17B7, ThermoFisher, 48-7177-82), anti-IFNγ (XMG1.2, ThermoFisher, 17-7311-82, 500), anti-IL-4 (BVD6-24G2, ThermoFisher, 25-7042-82, 400), anti-GARP (YGIC86, ThermoFisher, 25-9891-82, 200), anti-CD119 (2E2, BD, 550482, 100; GR20, BD, 740032, 100), anti-EpCAM (G8.8, BioLegend, 118227, 100; BD, 740281, 100), anti-CD124 (mIL4R-M1, BD, 742172, 100), anti-TCR Vβ5.1, 5.2 (MR9-4, BioLegend, 139508, 400), anti-TCR Vβ6 (RR4-7, ThermoFisher, 46-5795-82, 300), anti-TCR Vβ8 (F23.1, BD, 553860, 400), streptavidin (BioLegend, 405225, 4000; ThermoFisher, 61-4317-82, 4000), anti-CD45R/B220 (RA3-6B2, ThermoFisher, 47-0452-82, 400).

The following antibodies were used to capture antigens for ELISA in this study: purified anti-mouse IgE (R35-72, BD Pharmingen, 553413), Goat Anti-Mouse IgG1 (RRID: AB_2794408, SouthernBiotech, 1070-01), Goat Anti-Mouse IgG3 (RRID: AB_2794567, SouthernBiotech, 1100-01), Goat Anti-Mouse IgG2a (RRID: AB_2794475, SouthernBiotech, 1080-01), Goat Anti-Mouse IgG2b (RRID: AB_2794517, SouthernBiotech, 1090-01), Goat Anti-Mouse IgG2c (RRID: AB_2794464, SouthernBiotech, 1079-01), Goat Anti-Mouse IgA (RRID: AB_2314669, SouthernBiotech, 1040-01), Goat Anti-Mouse IgM (RRID: AB_2794197, SouthernBiotech, 1020-01), Mouse Pentraxin 2/SAP Antibody (R & D Systems, MAB2558).

The following antibodies were used to detect antigens for ELISA in this study: Goat Anti-Mouse Ig-HRP (RRID: AB_2728714, SouthernBiotech, 1010-05), Biotin Rat Anti-Mouse IgE (R35-118, BD Pharmingen, 553419), Biotinylated Pentraxin 2/SAP Antibody (R & D Systems, BAF2558).

The following reagents were used to construct standard curves for ELISA in this study: Purified Mouse IgE, kappa, Isotype Control (C38-2, BD Pharmingen, 557079), Purified Mouse IgA, kappa, Isotype Control (M18-254, BD Pharmingen, 553476), Purified Mouse IgG3, kappa, Isotype Control (A112-3, BD Pharmingen, 553486), Purified Mouse IgG1, kappa, Isotype Control (15H6, SouthernBiotech, 0102-01), Purified Mouse IgG2a, kappa, Isotype Control (UPC-10, Sigma, M5409), IgM Isotype Control from murine myeloma (MOPC 104E, Sigma, M5909), IgG2b Isotype Control from murine myeloma (MOPC-141, Sigma, M5534), Mouse IgG2c (6.3, RRID: AB_2794064, SouthernBiotech, 0122-01), Recombinant Mouse Pentraxin 2 (R & D Systems, 2558-SA-050).

### Enzyme-linked immunosorbent assay (ELISA)

ELISA experiments were conducted as previously described^36^. Briefly, mouse peripheral blood was collected via cardiac puncture immediately after euthanasia into BD SST microcontainer tubes (02-675-185) and sera were harvested after centrifugation. Flat-bottom 96-well plates were coated with capturing antibodies in 50 μL 0.1 M NaHCO_3_ solution at pH 9.5 O/N at 4°C. The plates were then emptied, blocked with 200 μL 1% bovine serum albumin (VWR, 97061-422) in PBS, and washed 3 times with PBS containing 0.05% Tween-20 (Sigma-Aldrich, P1379). 50 μL of sera at appropriate dilutions was added and incubated O/N at 4°C. The plate was then incubated in sequential orders with 50 μL of biotinylated detection antibodies for 2–3 hours, 50 μL of avidin-HRP (ThermoFisher, 18-4100-51) for 30 minutes, and 100 μL of TMB solution (ThermoFisher, 00-4201-56) at 25°C, with 3–4 washes with PBS-Tween in between each incubation steps. The colorimetric reaction was stopped with 100 μL of 1M H_3_PO_4_ (Sigma-Aldrich, P5811) after 5–10 minutes of adding TMB and absorbance at 450 nm was measured with a Synergy HTX plate reader (BioTek). Concentrations of antigens were determined using standard curves constructed with purified recombinant proteins and calculated with Gen5 3.02.2 (BioTek).

### Isolation of cells from lymphoid organs, livers, lungs, and colonic lamina propria

For flow cytometric analyses, animals were perfused with a total of 20 mL PBS into both left and right ventricles immediately after euthanasia. Cells were retrieved from spleens, peripheral (brachial, axillary and inguinal) lymph nodes, mesenteric lymph nodes, thymuses, and livers by meshing the organs through a 100 μm strainer (Corning, 07-201-432) with a syringe plunger. Cells in the colonic lamina propria were isolated as previously described^72^. Briefly, colons were cleaned by flushing the luminal content out with PBS using a syringe, defatted, opened up longitudinally and diced into 1–2 cm pieces. Tissues were then incubated in 25 mL IEL solution [1× PBS w/ 2% FBS (ThermoFisher, 35010CV), 10 mM HEPES buffer (ThermoFisher, MT 25-060-CI), 1% penicillin/streptomycin (ThermoFisher, MT 30-002-CI), 1% L-glutamine (ThermoFisher, MT 25-005-CI), plus 1 mM EDTA (Sigma-Aldrich, E4884) and 1 mM DTT (Sigma-Aldrich, D9779) added immediately before use] for 15 minutes at 37°C with vigorous shaking (250 rpm) to remove the epithelial fraction. Tissues were then retrieved, washed extensively, and digested in 25 mL LPL solution [1× RPMI 1640 w/2% FBS, 10 mM HEPES buffer, 1% penicillin/streptomycin, 1% L-glutamine, 0.2 U/mL collagenase A (Sigma, 11088793001) and 1 U/mL DNase I (Sigma-Aldrich, 10104159001)] for 30 minutes at 37°C with vigorous shaking (250 rpm). ¼inch ceramic beads (MP Biomedicals, 116540034) were added during this step (3–4 per sample) to facilitate tissue dissociation. The digested samples were passed through a 100 μm strainer, pelleted at 450 g for 5 minutes and washed extensively. Lungs were digested in the same fashion as the lamina propria fraction of the colons but for 45 minutes. Cells from non-lymphoid organs were centrifugated in 40% PBS-adjusted Percoll (v/v, ThermoFisher, 45-001-747) in PBS to enrich for lymphocytes. Erythrocytes in the spleen, lung, and liver samples were lysed with ACK lysis buffer [150 mM NH_4_Cl (Sigma-Aldrich, A9434), 10 mM KHCO_3_ (Sigma-Aldrich, P7682), 0.1 mM Na_2_EDTA, pH 7.4].

For fluorescence-activated cell sorting, cell suspension was made from pooled secondary lymphoid organs (spleen; peripheral and mesenteric lymph nodes) as above and CD4 T cells were enriched with the Dynabeads Flowcomp Mouse CD4 Kit (ThermoFisher, 11461D) according to manufacturer’s instructions, stained with antibodies, washed extensively, resuspended in isolation buffer (PBS w/ 2% FBS, 10 mM HEPES buffer, 1% L-glutamine, and 2 mM EDTA) containing 0.01% SYTOX Blue dead cell stain (ThermoFisher, S34857) to facilitate dead cell exclusion, and sorted on a FACSAria (BD) instrument. Treg cells (TCRβ^+^CD4^+^CD8^−^NK1.1^−^Foxp3^+^Thy1.1^−^), Treg “wannabes” (TCRβ^+^CD4^+^CD8^−^NK1.1^−^Thy1.1^+^Foxp3^−^) and naïve conventional CD4 T cells (TCRβ^+^CD4^+^CD8^−^NK1.1^−^Foxp3^−^Thy1.1^−^CD44^lo^CD62L^hi^) were sorted by gating on the respective populations.

### Histology and TUNEL assay

Sample embedding, sectioning, haematoxylin and eosin staining, pathology grading, and TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay were conducted at HistoWiz (Brooklyn, NY). Tissues were fixed in 10% neutral buffered formalin and embedded in paraffin before sectioned into 5-micron slices. Lymphocytic and acute (neutrophils) or chronic (monocytes) myeloid inflammation was blindly scored with the following criteria: 0-normal, 1-mild increase, 2-moderate increase, 3-medium increase, 4-sever increase.

For TUNEL assay, liver sample sections were processed under standardized conditions using the DeadEnd Fluorometric Detection System (Promega, G3250), and subsequent immunohistochemistry was carried out using BOND Polymer Refine Detection Kit (Leica, DS9800) according to manufacturers’ instructions. TUNEL^+^ cells were quantified with ImageJ v2.0.0-rc-69/1.52p.

### Measurement of serum albumin

Serum albumin level was measured by Laboratory of Comparative Pathology, SKI, using the Albumin kit (Beckman Coulter, OSR6102), according to manufacturer’s instruction.

### Flow cytometric analysis of cytokine production

To measure cytokine production after *ex vivo* restimulation, single cell suspensions were incubated at 37°C for 3–4 hours with 5% CO_2_ in 96-well flat-bottom plates in the presence of 50 ng/mL phorbol-12-myristate-13-acetate (PMA, Sigma-Aldrich, P8139) and 500 ng/mL ionomycin (Sigma-Aldrich, I0634) with 1 μg/mL brefeldin A (Sigma-Aldrich, B6542) and 2 μM monensin (Sigma-Aldrich, M5273) to inhibit ER and Golgi transport. Cells were then stained with Ghost Dye Violet 510 (Tonbo, 13–0870), Ghost Dye Red 780 (Tonbo, 13–0865), or Zombie NIR Flexible Viability Kit (Biolegend, 423106) in PBS for 10 minutes at 4°C to help identify dead cells and then with purified anti-Mouse CD16/CD32 (2.4G2, Tonbo, 70–0161) in staining buffer [0.5% (w/v) BSA, 2 mM EDTA, 10 mM HEPES, 0.02% NaN_3_ (Sigma-Aldrich, S2002) in 1× PBS] for 10 minutes at 4°C to block the Fc receptors. Samples were then incubated with fluorescently conjugated antibodies against cell surface antigens in staining buffer for 25 minutes at 4°C and then washed extensively. For accessing intracellular antigens, cells were fixed and permeabilized with the BD Cytofix/Cytoperm Kit for measuring cytokine production, or with the ThermoFisher Transcription Factor Fix/Perm Kit for staining cytosolic and nuclear antigens, according to manufacturers’ instructions. Samples were recorded on an LSR II cytometer (BD) using the BD FACS DIVA software v8.0 or an Aurora cytometer (Cytek) using the SpectroFlo software v2.2.0.3 and analyzed with FlowJo v10.6.1 (BD).

### *In vitro* suppression assay

A 2-fold titration series of FACS-sorted Treg cells starting from 40,000 cells/well was set up in U-bottom 96-well plates. 40,000 FACS-sorted, CellTrace Violet (ThermoFisher, C34571)-labeled naïve CD4 T cells and 100,000 erythrocyte-lysed splenocytes from *Tcrb*^*−/−*^*Tcrd*^*−/−*^ mice as antigen-presenting cells were then added to each well. α-mouse CD3 (145-2C11, BioXCell, BE0001-1) was then added to a final concentration of 1 μg/mL. Cells were incubated in a final volume of 200 μL complete RPMI w/ 10% FBS and with 5% CO_2_ at 37°C for 72 hours before analysis. Cells that have had more than 4 rounds of CTV dilution were considered divided for calculating Treg cell-mediated suppression using the following formula:

$$\%Suppression\;(Sample\;X)=\frac{\%divided\;\left(no\;Treg\right)-\%divided\;(Sample\;X)}{\%divided\;\left(no\;Treg\right)}$$

### Bulk RNA sequencing and data analysis

Doubly sorted cells were directly placed into TRIzol reagent (ThermoFisher, 15596–018) for subsequent RNA extraction. RNA was precipitated with isopropanol and linear acrylamide, washed with 75% ethanol, and resuspended in RNase-free water. After RiboGreen quantification and quality control by Agilent BioAnalyzer, 2ng of total RNA underwent amplification using the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 63488), with 12 cycles of amplification. 3.8 – 4 ng of amplified cDNA was then used to prepare libraries with the KAPA Hyper Prep Kit (Kapa Biosystems, KK8504) using 8 cycles of PCR. Barcoded samples were run on a HiSeq 4000 instrument in a 50bp/50bp paired-end run, using the HiSeq 3000/4000 SBS Kit (Illumina). An average of 41 million paired reads were generated per sample with % mRNA bases per sample ranging from 67% to 77%. In experiments shown in Fig. 3, Treg cells (TCRβ^+^CD4^+^Foxp3^+^) from *Foxp3*^DTR-GFP/y^ and *Foxp3*^LSL/y^*Cd4*^creERT2*/+*^ mice and Treg “wannabe” (TCRβ^+^CD4^+^Foxp3^−^Thy1.1^+^) cells from *Foxp3*^LSL/y^*Cd4*^*+/+*^ mice were analyzed (2–3 biological replicates). In experiments shown in Extended Data Fig. 6, Treg “wannabes” from 3 *Foxp3*^LSL*/+*^ mice and 2 *Foxp3*^LSL*/*DTR-GFP^ mice were analyzed. RNA-seq reads from fastq files were aligned to the reference mouse genome GRCm38 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) using the STAR aligner v2.7.3a^73^, and local realignment was performed using the Genome Analysis Toolkit v4.1.4.1^74^. For each sample, raw count of reads per gene was measured using R v4.0.2, and the DESeq2 R package v1.28.1^75^ was used to perform differential gene expression analysis across different conditions. A cutoff of 0.05 was set on the obtained FDR-adjusted p-values to get the significant genes of each comparison. All detectable genes were rlog-normalized and then used for the principal component analysis.

### Single cell RNA sequencing and data analysis

#### Library Preparation and sequencing

Library preparation and sequencing for the scRNA-Seq of doubly-FACS-sorted Treg cells isolated from the secondary lymphoid organs of 7 months post-4-OHT treatment *Foxp3*^DTR-GFP^ (cells pooled from 5 mice) and *Foxp3*^LSL^*Cd4*^creERT2*/+*^ mice (cells pooled from 4 mice) were performed by the Single Cell Research Initiative, SKI, using 10× genomics Chromium Single Cell 3’ Library & Gel bead Kit V3 according to manufacturer’s protocol. Cells, with a mean viability of 75%, were encapsulated in microfluidic droplets at a dilution of ~60 cells/μL with the multiplet fraction being 3.5%. After the RT step, the barcoded-cDNA was purified with DynaBeads, followed by 12-cycles of PCR-amplification (98°C for 180 s; [98°C for 15 s, 67°C for 20 s, 72°C for 60 s] x 12-cycles; 72°C for 60 s). Next, 50 ng of PCR-amplified barcoded cDNA was fragmented with the reagents provided in the kit and purified with SPRI beads to obtain an average fragment size of 600 bp. The fragmented DNA was ligated to sequencing adapters which was then indexed with PCR (98°C for 45 s; [98°C for 20 s, 54°C for 30 s, 72°C for 20 s] x 10 cycles; 72°C for 60 s). The resulting DNA library was double-size purified (0.6–0.8X) with SPRI beads and sequenced on an Illumina NovaSeq 6000 System (R1 – 26 cycles, i7 – 8 cycles, R2 – 96 cycles) at a depth of 210 million reads per sample (average reads per single cell being 31,000 and average reads per transcript 3.96 – 4.10), with a median sequencing saturation of 74%.

#### Data Pre-processing

Fastq files were processed using Cell Ranger v3.0 (10x Genomics) and reads were aligned to the mouse genome mm10 from ENSEMBL GRCm38 that was modified to include sequences corresponding to the coding region and the 3’UTR of the *R26*^Tom^ allele. Cells containing over 5% mitochondria-derived transcripts were filtered out, resulting in 3,634 *Foxp3*^DTR-GFP^ cells and 3,390 *Foxp3*^LSL^ cells that passed QC metrics, with a median of 3,580 molecules/cell. Cells with total molecule counts below 1000, as determined by the lower mode of the distribution of total molecules per cell, were additionally filtered out to remove putative empty droplets. Genes that were expressed in more than 10 cells were retained for further analysis. The resulting count matrices from both samples were then combined, resulting in a final set of 7,024 cells x 12,432 genes, and normalized to median library size, where library size is defined as total molecule counts per cell. The normalized data are then log transformed as log (counts + 1) for downstream analysis.

#### Principal component analysis

For dimensionality reduction and visualization of data, we further excluded genes with very low or very high expression of transcripts (log average expression <0.02 or >3 and dispersion >0.15), and principal component analysis was then performed on the log-transformed normalized data. Using 40 principal components, where the number of principal components was determined by the knee-point in eigenvalues, yielded a good representation of the variability in the data.

#### MAGIC imputation

To account for missing values in scRNA-seq due to a high dropout rate, we employed MAGIC v0.1.1, a method of “de-noising” and imputing missing expression values through data diffusion between cells with similar covariate gene relationships^76^. We constructed the diffusion map matrix using k = 30, ka = 10, and t = 6 as input parameters, where t specifies the number of times the affinity matrix is powered for diffusion.

#### Diffusion components and pseudotime calculation

Instead of constructing a tSNE map using 40 PCs, we followed the strategy outlined by Setty et al.^41^ In order to characterize potential pseudotime non-linear trajectories and to visualize single-cell gene expression in a UMAP embedding of diffusion components. Based on the eigen gap, we chose to use 15 diffusion components for downstream analysis in Palantir v1.0.0 and for calculating diffusion distances. We scaled each included diffusion component by the factor λ/(1-λ) where λ is the associated eigenvalue, to reflect ‘multi-scale’ diffusion distances. Then, we calculate each cell position in pseudotime based on modeling cell fate in a continuous probabilistic model.

#### Clustering and gene ranking

Clustering of cells was performed using PhenoGraph v1.5.7^77^ setting k = 15 nearest neighbors. A cluster was removed because of its disparity with the rest of the data (t-SNE projected this cluster as a separate component that comprised cells from both populations), and those cells also had a relatively lower number of total molecules compared with other populations. Significant differentially expressed genes in each cluster were identified using *t*-test (where the variance of small groups is overestimated), which was implemented in Single-Cell Analysis in Python (Scanpy) v1.7.2^78^ with default parameters.

#### tdTomato expression and gene set module score calculation

Because of a high dropout rate of single cell sequencing, we performed MAGIC imputation of tdTomato expression (as described above) only for *Foxp3*^DTR-GFP^ cells since the overwhelming majority of the *Foxp3*^LSL^ cells were tdTomato^+^ which could potentially cause over-imputation. A cutoff of 1.04 was set for the imputed tdTomato expression where any cells with higher expression were categorized as tdTomato^+^(~15% of cells) and those with lower expression as tdTomato^−^ (~85% of cells) in agreement with flow cytometric measurements. Gene set module scores for Il2-Stat5 (GSEA HALLMARK_IL2_STAT5_SIGNALING) and Wnt/β-catenin (GSEA HALLMARK_WNT_BETA_CATENIN_SIGNALING) were calculated with the AddModuleScore function in Seurat v 3.1.5^79^ using the default parameters.

### TCR sequencing and data analysis

Bulk sequencing of the TCRα chain was performed using a 5’ RACE-based method as previously described^36^. Briefly, 70,000 rescued Treg cells (TCRβ^+^CD4^+^GFP^+^Thy1.1^−^) from *Foxp3*^LSL/y^*Cd4*^creERT2^ mice were FACS-sorted from pooled spleen and lymph nodes at different time points post 4-OHT administration. Total RNA was extracted using the RNAeasy Plus Micro Kit (Qiagen 74034) according to the manufacturer’s instructions. cDNA was synthesized using the SMARTScribe Reverse Transcriptase (Clontech 639537) with a mixture of oligo(dT)_24_ and primers targeting the mouse TCRα constant regions. A template switching DNA-RNA hybrid oligo containing 12 random nucleotides was used to hybridize onto the 3’ end of the first stand cDNA and to barcode the individual cDNA molecules. After removal of the hybrid oligo with Uracil-DNA glycosylase (New England Biolabs M0280), the cDNA was further PCR amplified to introduce sample barcodes, sequencing primer binding sites, as well as the Illumina P5 and P7 sequencing adaptors. The final PCR products were separated on a 1% agarose gel and a single band around 700 bp was cut and purified using the NucleoSpin Gel and PCR Clean-up Kit (Clontech 740609). After PicoGreen quantification and quality control by Agilent TapeStation, libraries were pooled in equimolar ratios and run on a MiSeq in a PE200 run, using the MiSeq Reagent Kit v3 (600 Cycles) (Illumina). The loading concentration was 7–18 pM and a 10–20% spike-in of PhiX was added to the run to increase diversity and for quality control purposes (libraries were sequenced 3 times; loading concentration and PhiX spike-in amounts were adjusted based on initial performance). The runs yielded an average of 815K reads per sample.

The fastq files containing the TCR sequencing reads were aligned using the MiXCR software v3.0.13 to reference the V, D and J genes of mouse T cell receptors^80^. MiXCR was also used to assemble clonotypes using alignments obtained from the previous step in order to extract the highly variable CDR3 region. The resulting clonotypes were pre-processed using VDJtools 1.2.1^81^ in two steps. The first is a frequency-based correction to eliminate erroneous clonotypes. The algorithm searched the sample for clonotype pairs that differ by up to 2 mismatches. In case the ratio of the smallest to the largest clonotype sizes was lower than a specified threshold of 0.05^(number of mismatches), correction was performed by discarding the smaller clonotypes. The second step was to filter non-functional clonotypes. Specifically, the ones that contained a stop codon or frameshift in their receptor sequences were discarded. The resulting clonotypes and clone sizes were used to calculate the Simpson index and Gini coefficient. Two different clonotype matching strategies were used: 1) V, J and CDR3 nucleotide sequences and 2) the CDR3 amino-acid sequence.

### Statistics

Statistical significance was determined using tests indicated in the respective figure legends. P-values for *t*-test and Mantel-Cox test on flow cytometric and survival data were calculated with GraphPad Prism 7 and had been corrected for multiple hypothesis testing using the Holm-Sidak method, when applicable. P-values for ANOVA were computed with R for Fig. 2b and GraphPad Prism 7 elsewhere and had been corrected for multiple hypothesis testing using the Tukey method (when using R and Prism), the Dunnett’s method or the Sidak method (when using Prism, according to its recommendations). P-values for Kolmogorov-Smirnov test were calculated with R. Throughout the entire study, error bars represent mean ± s.e.m., and the following notation was used to report statistical significance: ns, non-significant; *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

### Data availability

All sequencing data generated in this study can be accessed at GEO under accession number GSE179710. The custom mouse genome used for scRNA-seq analysis, which was generated by adding the tdTomato sequence to GRCm38 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/), is also available at GEO. The following GSEA gene sets were used for data analysis: GO_CELL_CYCLE_G1_S_PHASE_TRANSITION, GO_CELL_CYCLE_G2_M_PHASE_TRANSITION, GO_DNA_REPLICATION, HALLMARK_APOPTOSIS, HALLMARK_FATTY_ACID_METABOLISM, HALLMARK_G2M_CHECKPOINT, HALLMARK_GLYCOLYSIS, HALLMARK_IL2_STAT5_SIGNALING, HALLMARK_OXIDATIVE_PHOSPHORYLATION, HALLMARK_PI3K_AKT_MTOR_SIGNALING, HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY, HALLMARK_TGF_BETA_SIGNALING, HALLMARK_WNT_BETA_CATENIN_SIGNALING, KEGG_CITRATE_CYCLE_TCA_CYCLE, KEGG_PURINE_METABOLISM, REACTOME_EUKARYOTIC_TRANSLATION_INITIATION.

### Code availability

All custom scripts are available upon request to the corresponding authors.

## Extended Data

**Extended Data Figure 1 |:**
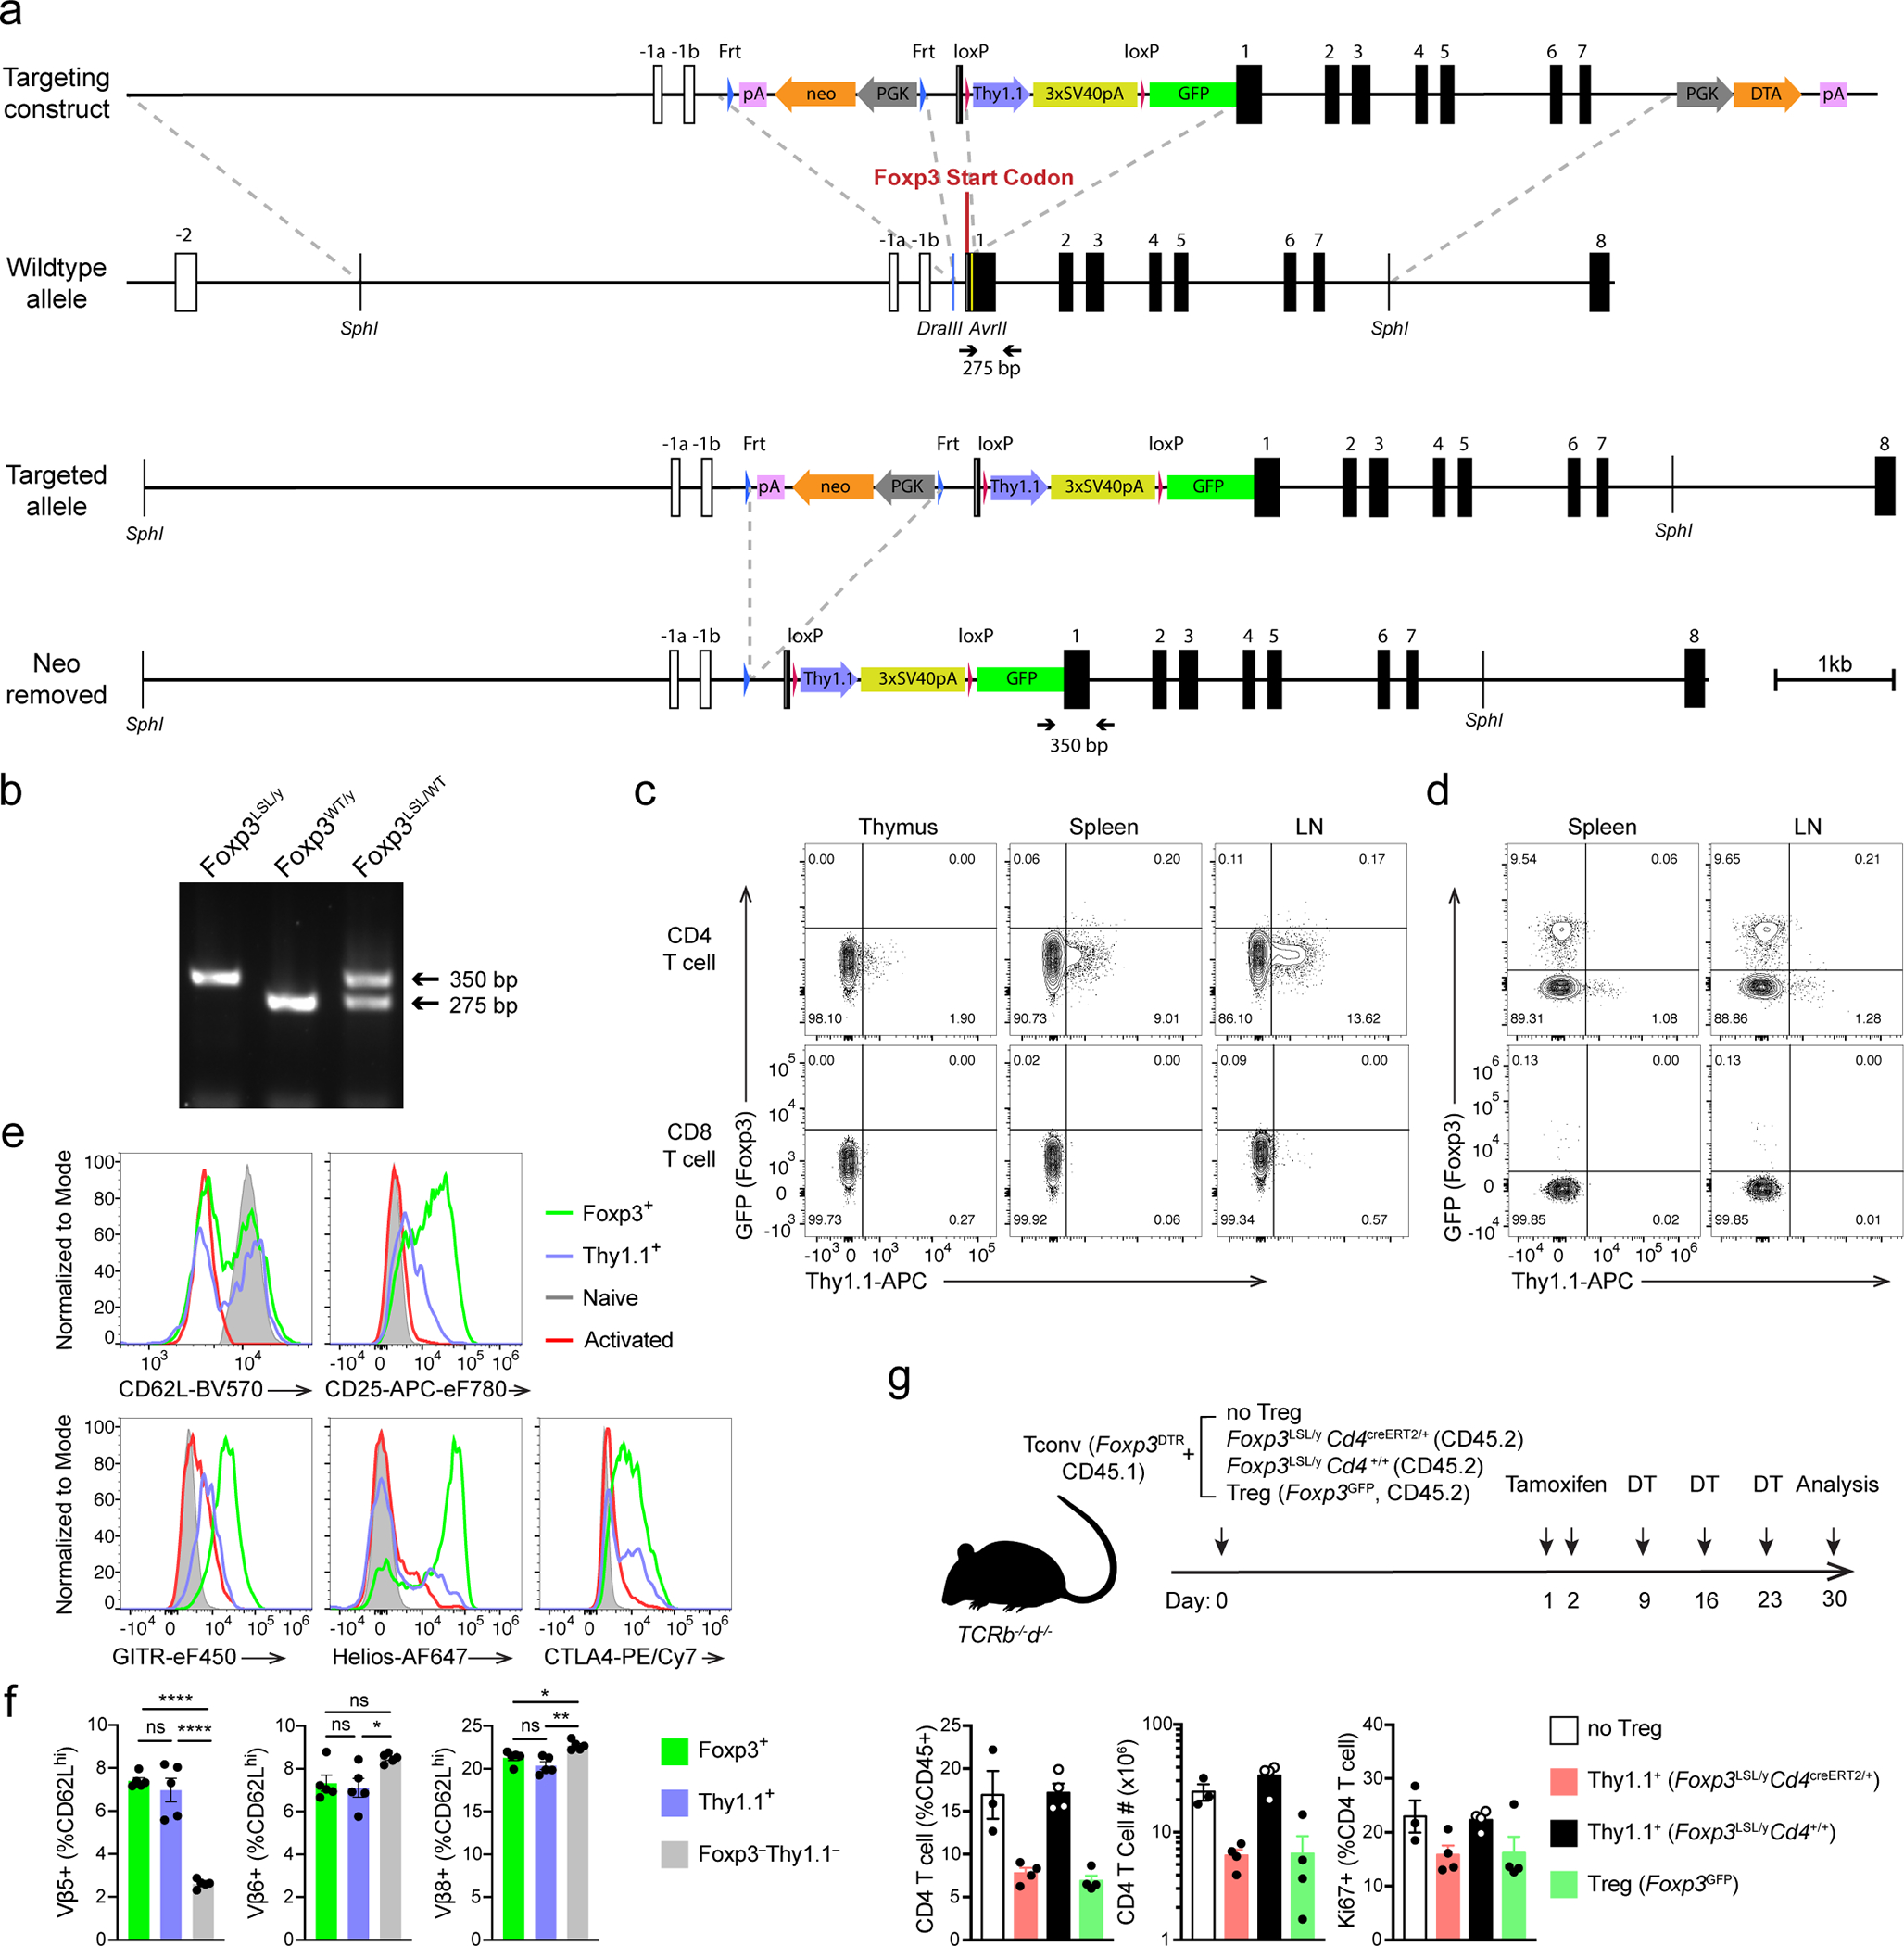
Generation and characterization of *Foxp3*^LSL^ mice. **a**, Schematics of the targeting construct and the *Foxp3*^LSL^ allele before and after Flp recombinase-mediated removal of the neo cassette. Homologous regions between the targeting construct and the WT allele are demarcated with dashed gray lines. Gene map is based on RefSeq record NM_001199347.1. pA, bovine growth hormone polyadenylation signal; neo, neomycin resistance gene; PGK, mouse phosphoglycerate kinase 1 promoter; 3xSV40pA, triple-tandem SV40 early polyadenylation signals (STOP cassette); DTA, diphtheria toxin A. **b**, Genotyping PCR showing the WT (275 bp) and knock-in-specific (350 bp) bands using primers labeled in **a**. **c, d**, Flow cytometric analysis of T cells and TCRβ^hi^ single positive thymocytes from 3-week-old male *Foxp3*^LSL/y^ (**c**) and 8–10-week-old female *Foxp3*^LSL*/*WT^ (**d**) mice. LN, lymph nodes. **e**, Expression of molecules associated with T cell activation in splenic Foxp3^+^ Treg and Thy1.1^+^ Treg “wannabes”, and naïve (CD44^lo^CD62L^hi^) and activated (CD44^hi^CD62L^lo^) conventional CD4 T cells shown in **d**. **f**, Percentages of TCRVβ5^+^, Vβ6^+^ and Vβ8^+^ cells among the indicated splenic CD4 T cell populations from 8–10-week-old female *Foxp3*^LSL*/*DTR-GFP^ mice. Cells are gated on the CD44^lo^CD62L^hi^ subset to avoid potential clonal expansion during activation. One way ANOVA. **g,** 2×10^6^ CD45.1^+^Foxp3^−^ conventional CD4 T cells were co-transferred with 2×10^5^ CD45.2^+^ Treg “wannabes” from 2–3-week-old *Foxp3*^LSL/y^ mice or Treg cells from 6–8-week-old *Foxp3*^*GFP*^ mice into *Tcrb*^*–/–*^*Tcrd*^*–/–*^ mice. Recipients were orally gavaged with tamoxifen and injected i.p. with diphtheria toxin (DT) at the indicated time points (top). DT was administered to deplete the few contaminating DTR-expressing Treg cells in the transferred FACS-purified conventional T cells or those induced to express Foxp3 after transfer. Cellularity and proliferation of CD45.1^+^ responder cells from lymph nodes were analyzed using flow cytometry (bottom). Data are representative of two independent experiments. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 2 |:**
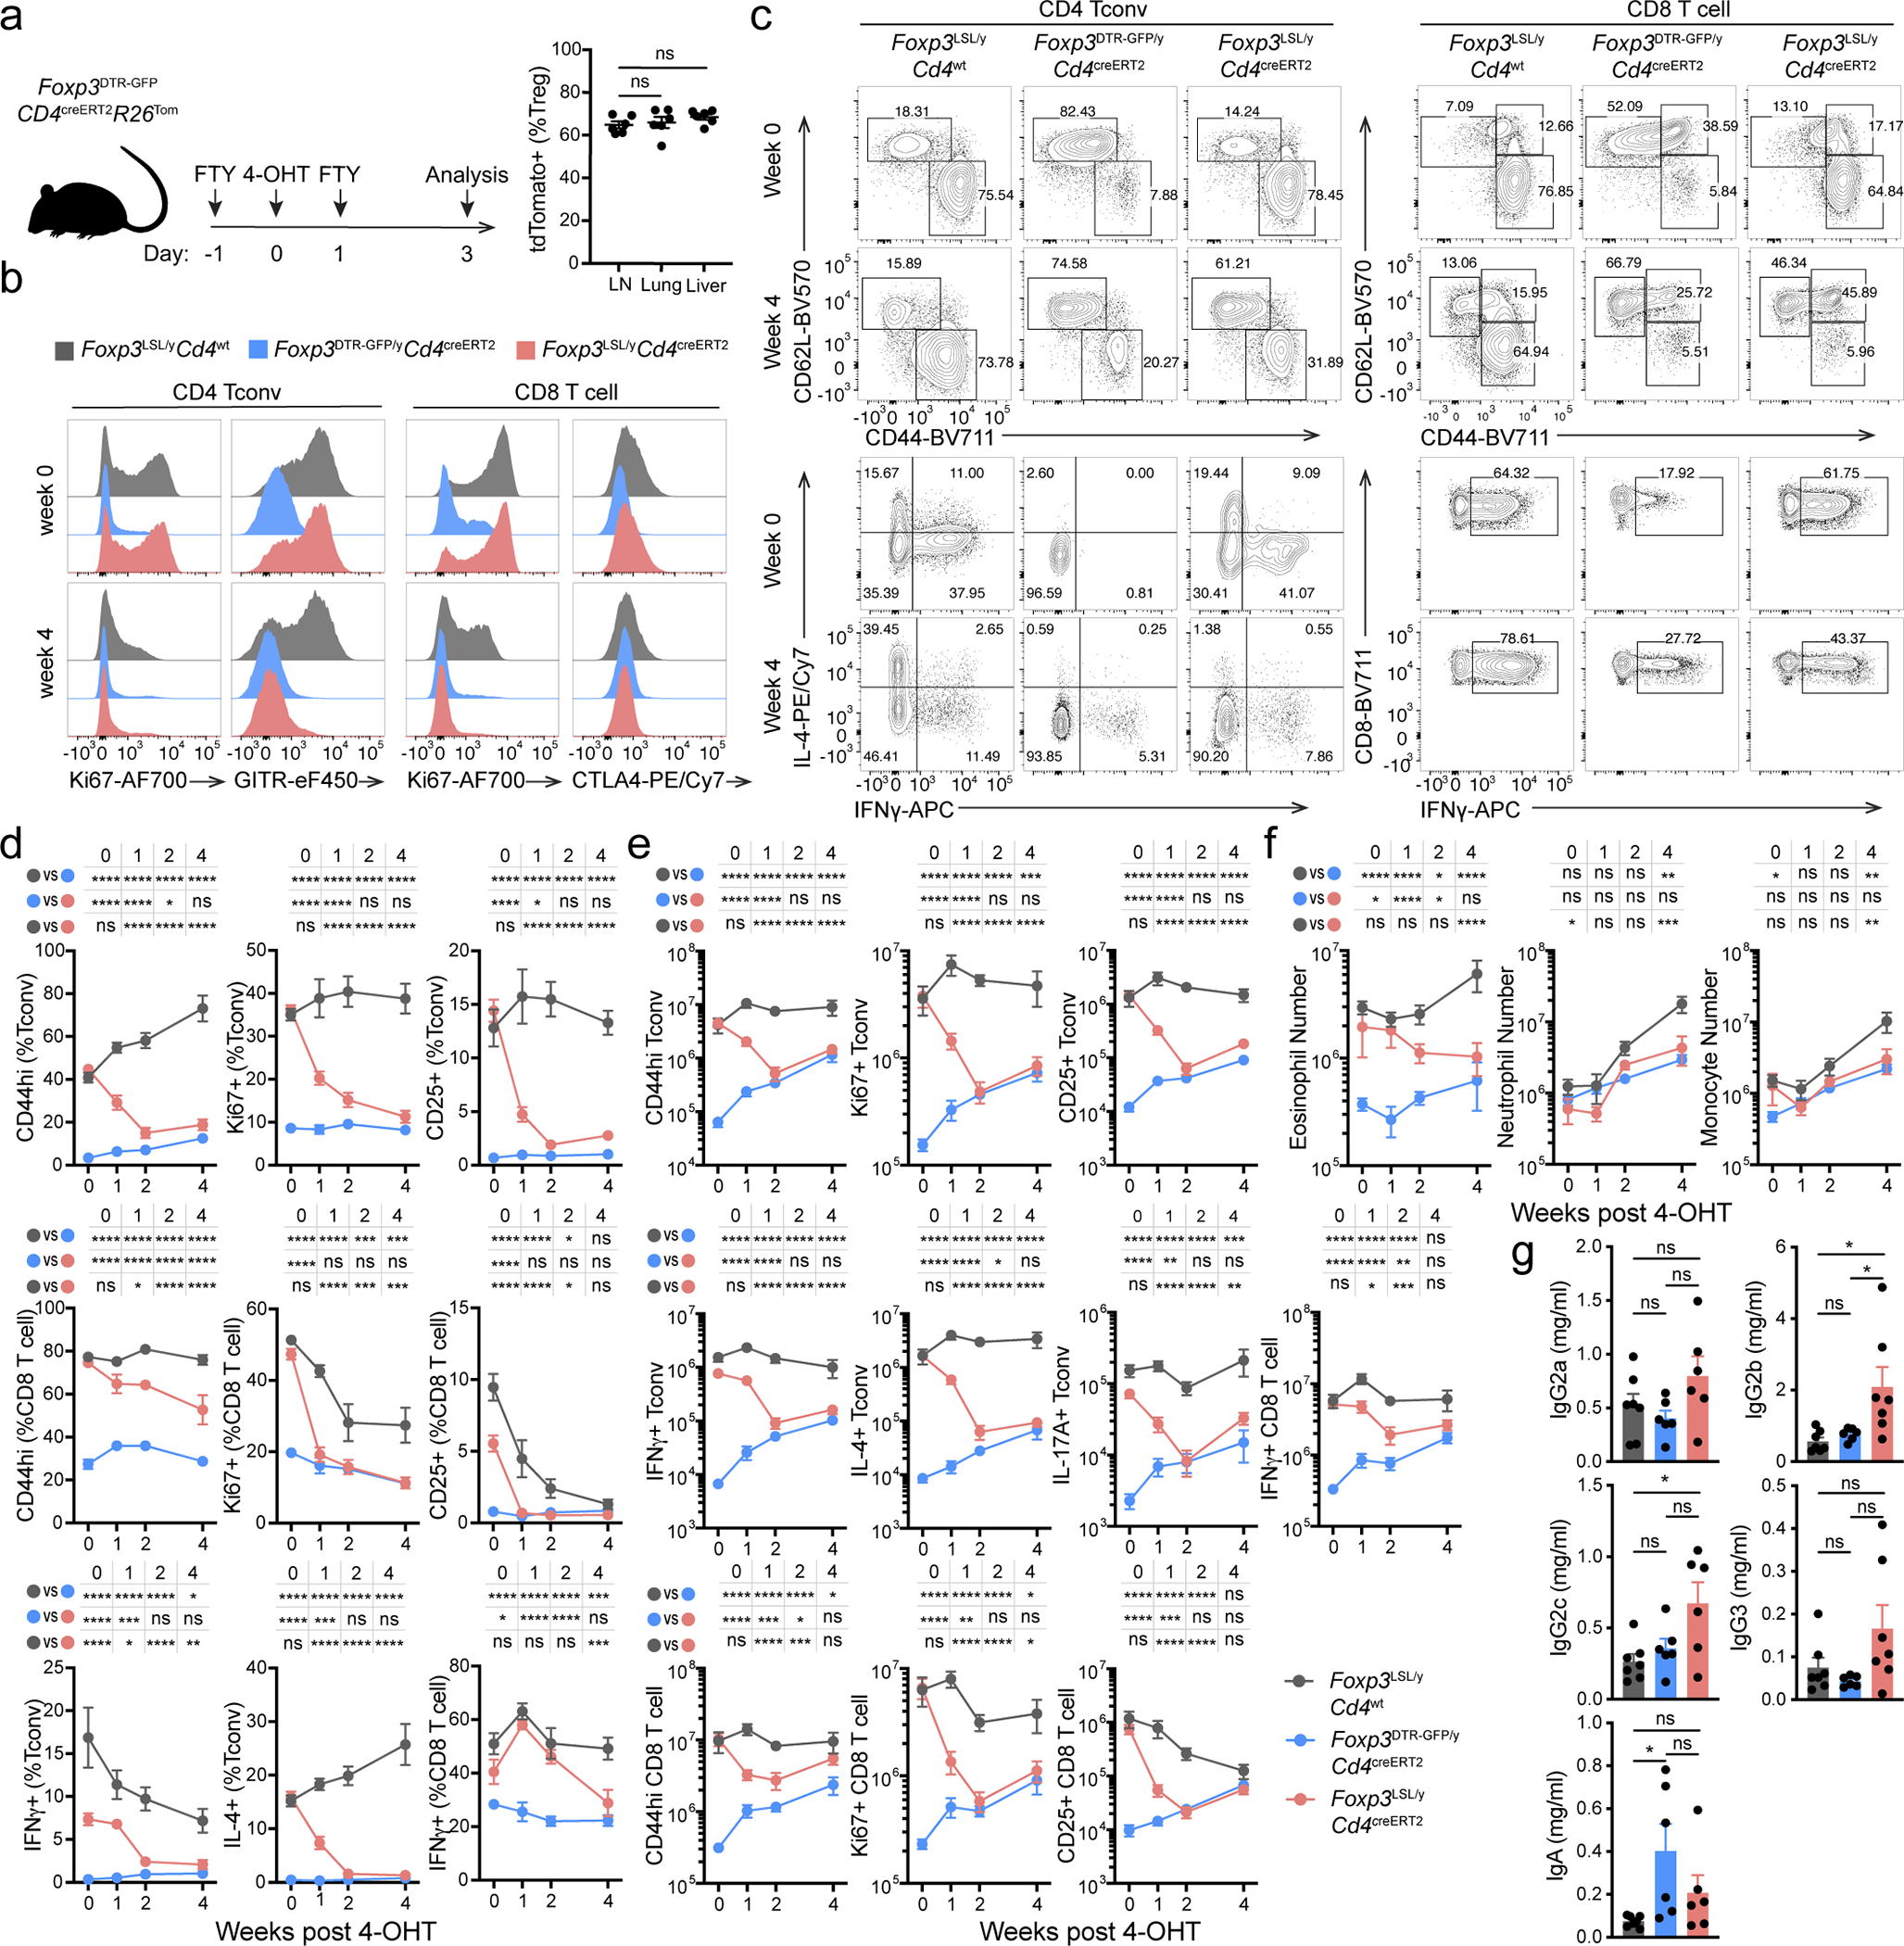
Restoration of *Foxp3* expression reverses spontaneous lymphocyte expansion, myelo-proliferation, and cytokine production, and normalizes circulatory Ig levels in male *Foxp3*^LSL^ mice. **a,** 4-OHT mediated recombination efficiency in lymphoid and non-lymphoid organs. Experimental scheme (left) and recombination efficiency of *Rosa26*^Tom^ in Treg cells from indicated organs (right). One-way ANOVA. LN, lymph nodes. **b-g,** Male *Foxp3*^LSL^ mice were treated with 4-OHT on postnatal day 14 and analyzed throughout the following 4 weeks. **b,** Representative histograms showing expression of proliferation and activation markers by splenic conventional CD4 and CD8 T cells at the indicated time points. **c,** Representative contour plots of flow cytometric analyses of activated and cytokine-producing splenic conventional CD4 and CD8 T cell populations. **d, e,** frequencies (**d**) and numbers (**e**) of activated, proliferating and cytokine-producing conventional CD4 and CD8 T cells from lymph nodes of mice of indicated genotypes at designated time points after 4-OHT treatment. Two-way ANOVA with Tukey’s multiple comparison correction. **f,** Numbers of splenic myeloid cell populations at indicated time points after 4-OHT treatment. Two-way ANOVA with Tukey’s multiple comparison correction. **g,** Serum antibody levels as in **Figure 1g.** One-way ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 3 |:**
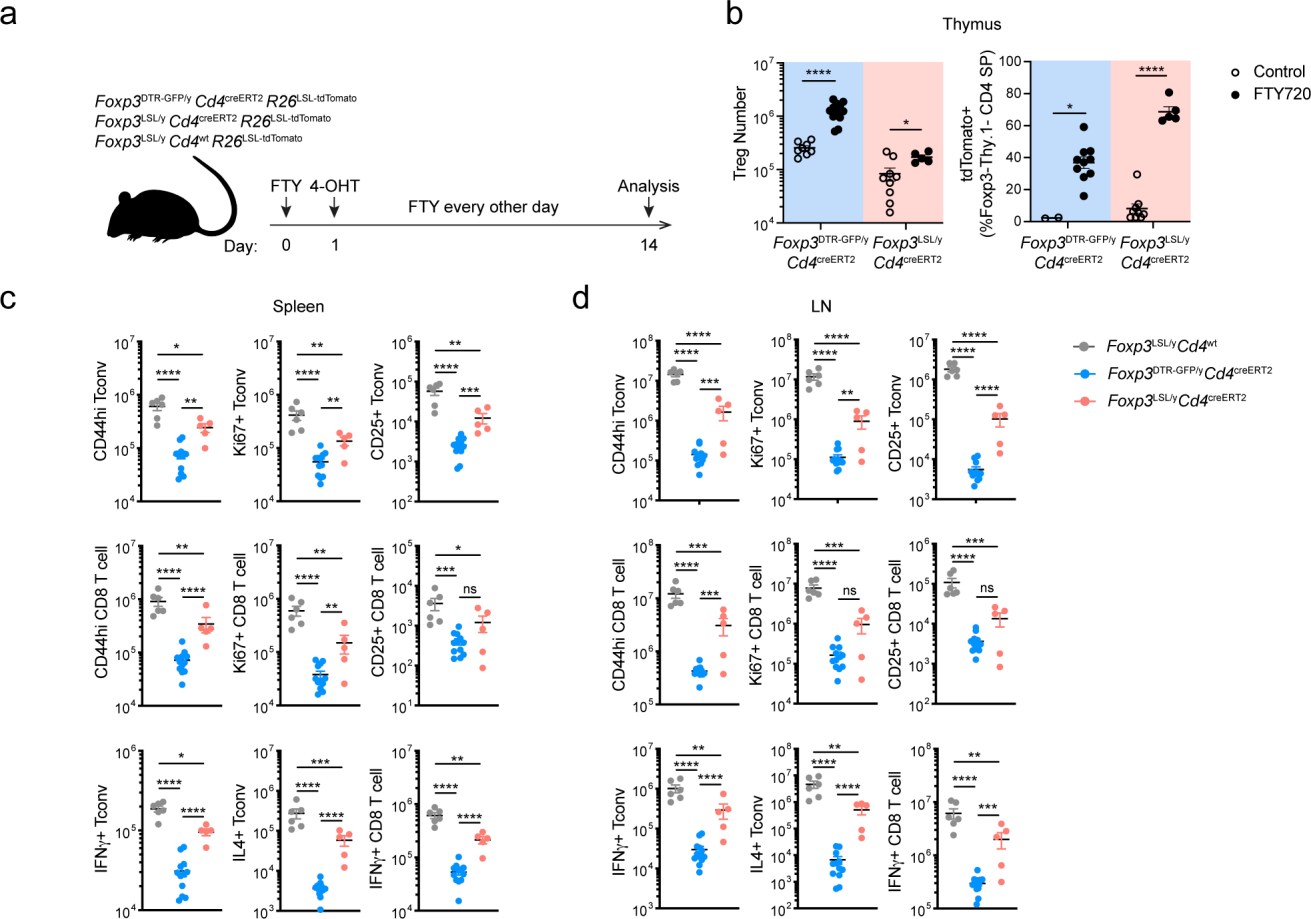
Restoration of *Foxp3* expression in peripheral Treg “wannabes” rescues immune activation in male *Foxp3*^LSL^ mice. **a,** Experimental Design. 2-week-old mice were treated with 4-hydroxytamoxifen (4-OHT) while being continuously treated with FTY720 to block thymic output. A *Rosa26*^*loxP-STOP-loxP-td*Tom*ato*^ (*R26*^LSL*-td*Tom*ato*^) recombination reporter allele was introduced to the mice to enable labeling of all CD4 T cells undergoing Cre-mediated recombination induced by 4-OHT. **b,** Number of Treg cells in the thymus (left), and percentage of tdTomato^+^ cells among Foxp3^−^Thy1.1^−^ CD4SP thymocytes (right), from FTY720-treated mice and untreated controls on day 14. Two-tailed unpaired *t*-tests with multiple hypothesis testing correction using the Holm-Sidak method. **c, d,** Numbers of activated, proliferating, and cytokine-producing conventional CD4 and CD8 T cells in the spleen (**c**) and lymph nodes (**d**). One-way ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 4 |:**
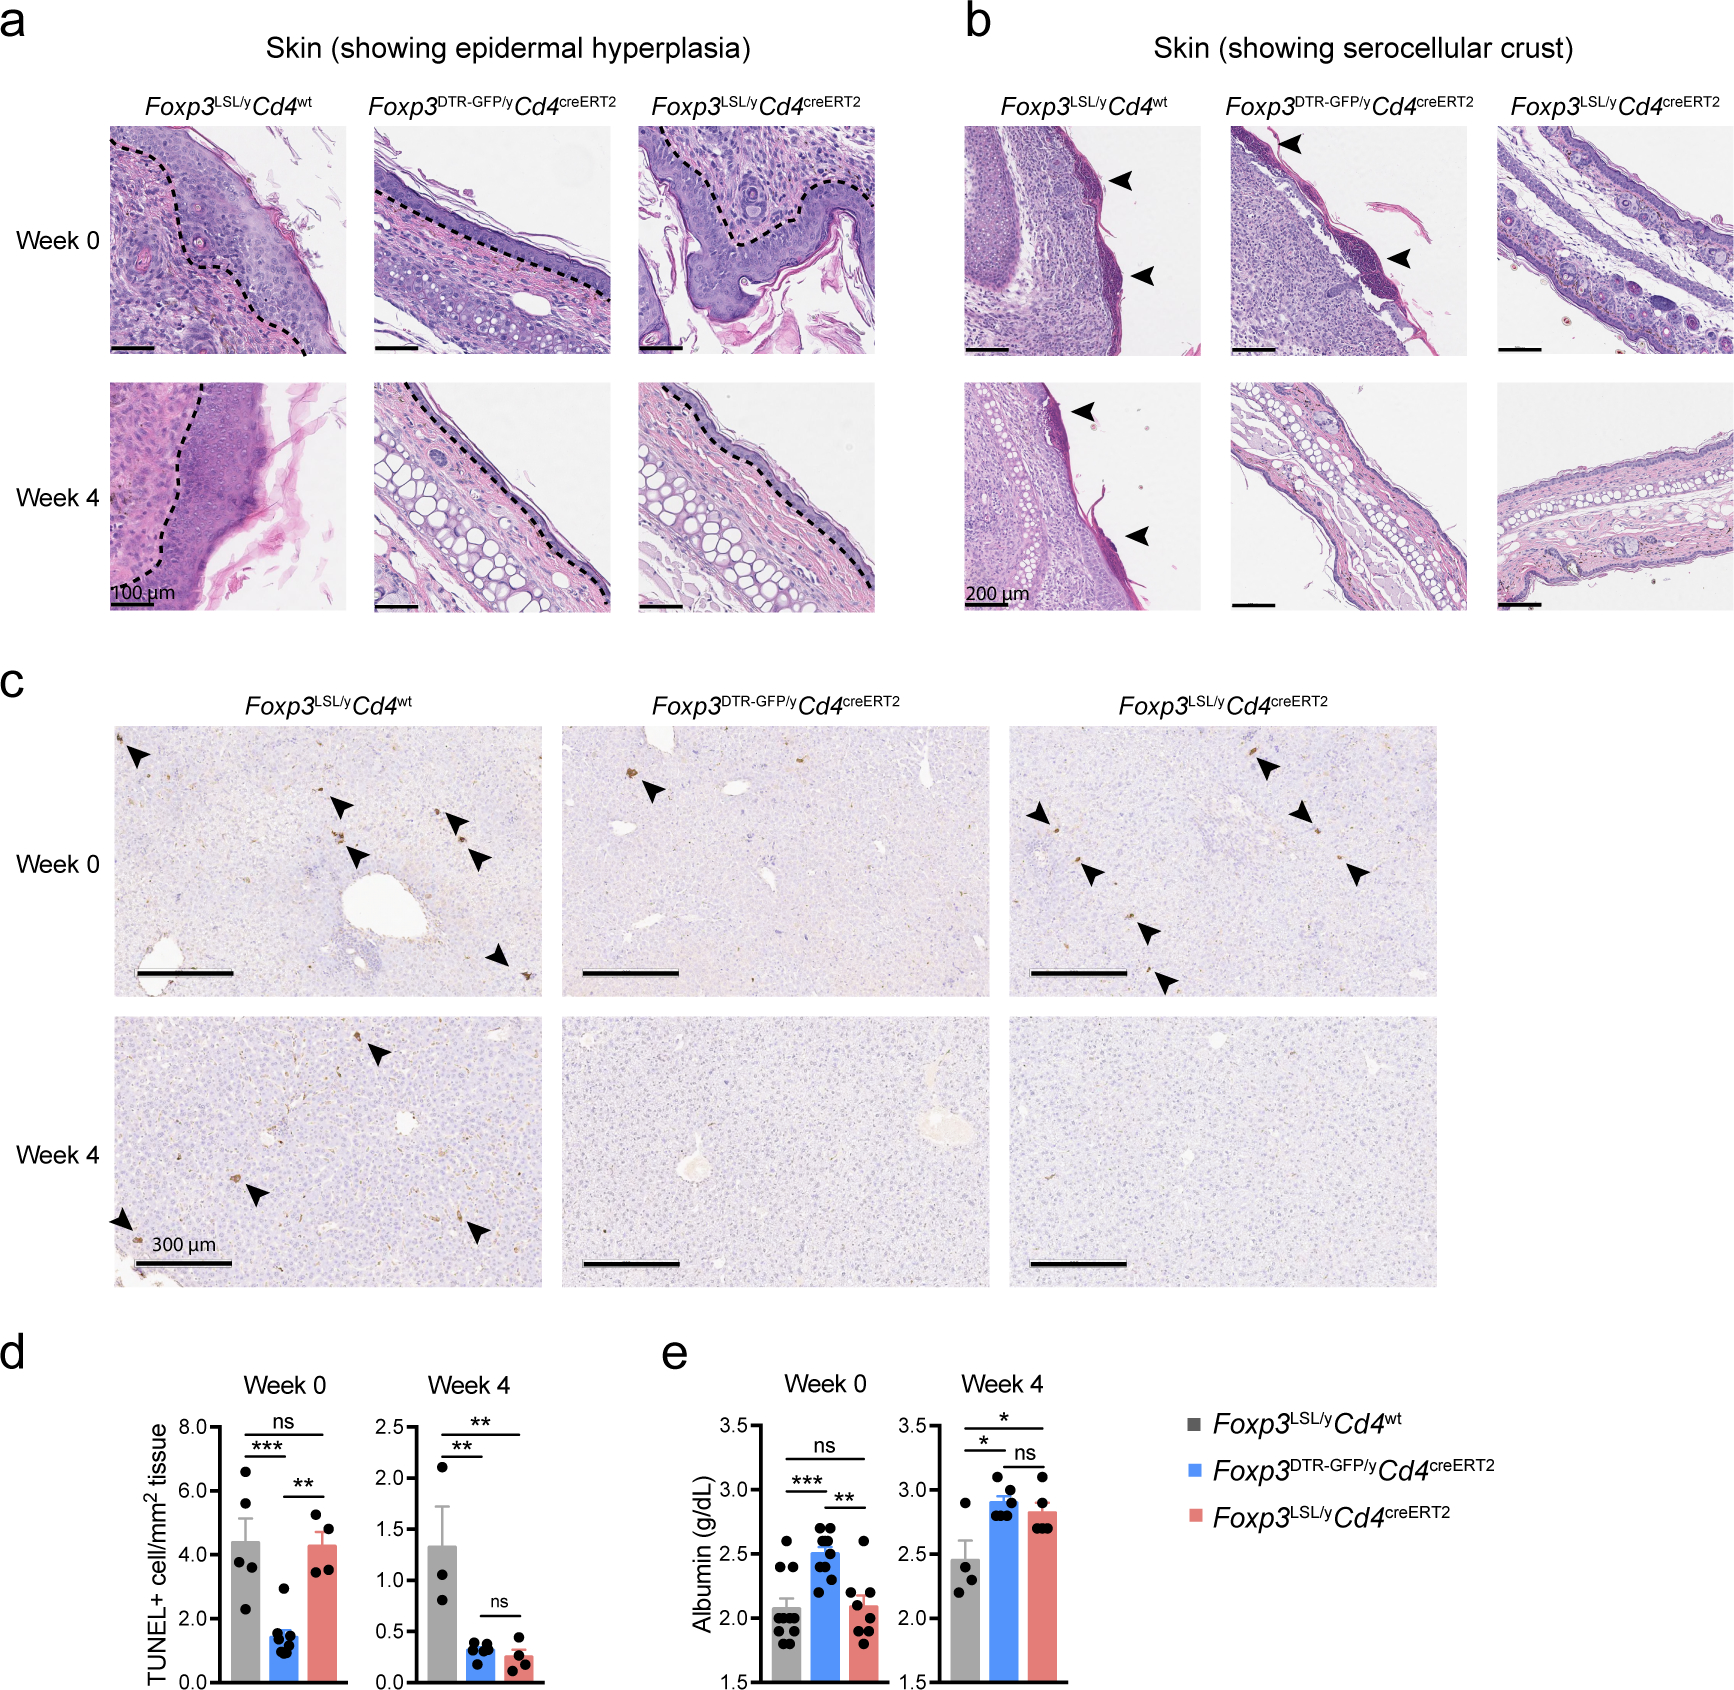
Restoration of *Foxp3* expression in Treg “wannabes” rescues tissue damage in the skin and liver of male *Foxp3*^LSL^ mice. Mice were treated with 4-OHT on postnatal day 14 and examined at the indicated time points post-treatment. **a, b,** H&E staining of skin sections showing epidermal hyperplasia and formation of serocellular crust (arrow heads). Dashed lines demarcate the boundary between epidermis and dermis. Images are representative of 4 *Foxp3*^LSL/y^*Cd4*^wt^, 4 *Foxp3*^LSL/y^*Cd4*^creERT2^ and 2 *Foxp3*^DTR-GFP/y^*Cd4*^creERT2^ mice. **c**, TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay followed by immunohistochemistry to visualize apoptotic cells (arrow heads) in H&E counter-stained liver sections from mice of indicated genotypes. **d,** Quantification of TUNEL^+^ cells. **e,** Measurement of serum albumin levels. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 5 |:**
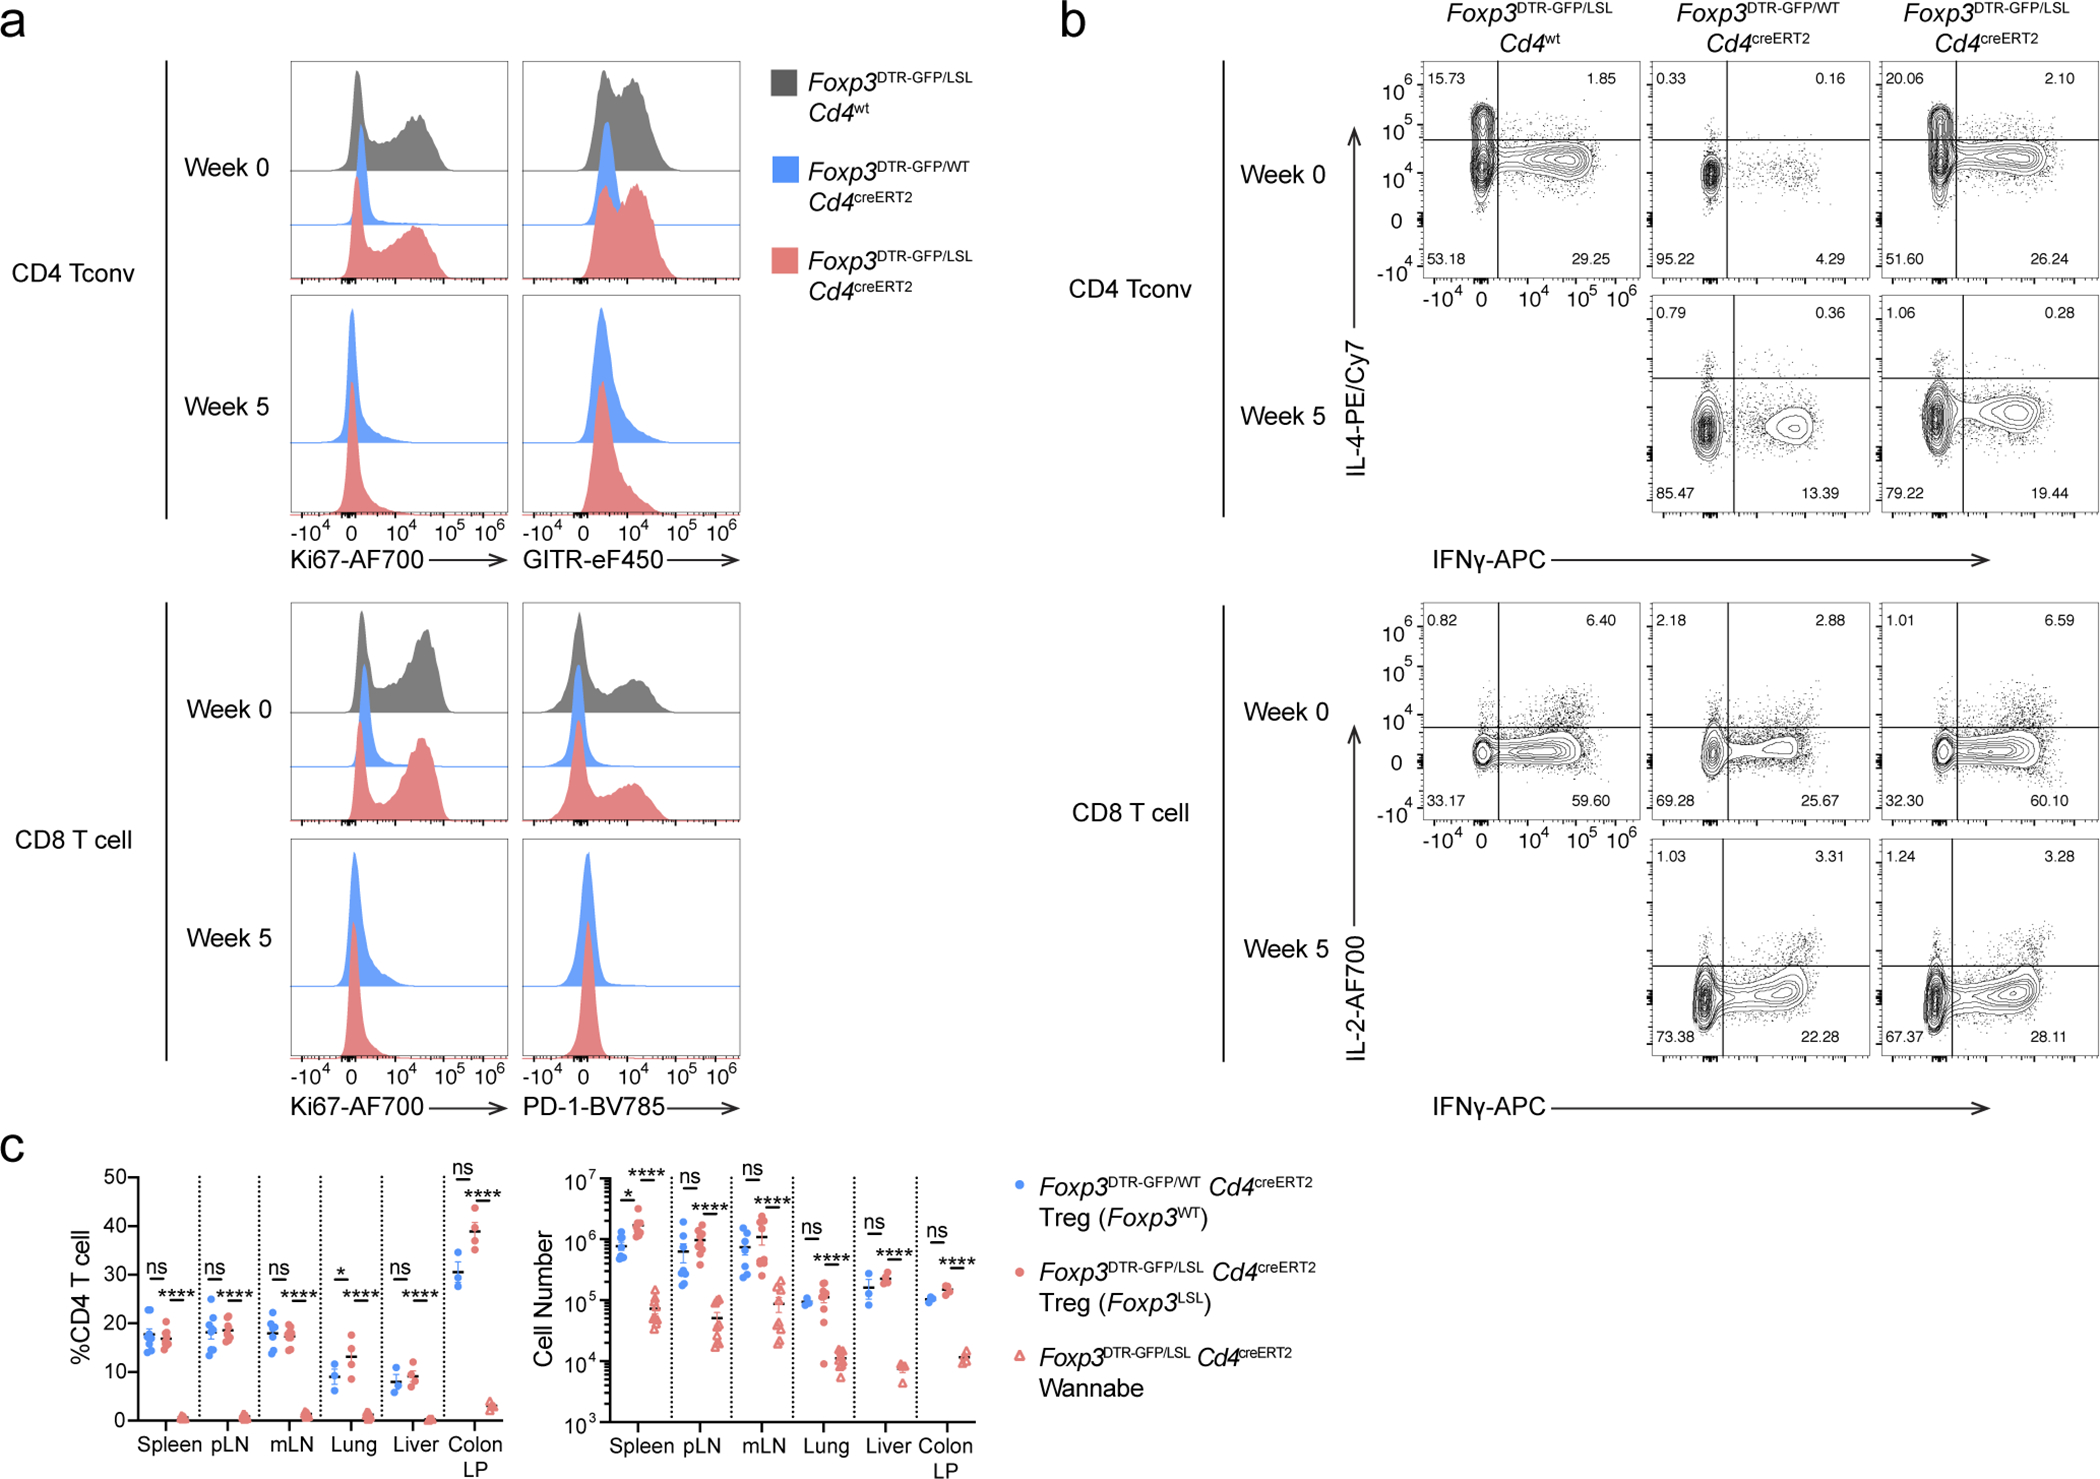
Restoration of *Foxp3* expression in Treg “wannabes” in mosaic adult female *Foxp3*^LSL*/*DTR-GFP^ mice suppresses immune activation caused by diphtheria toxin-mediated Treg cell ablation. Experimental scheme shown in Figure 2a. **a,** Representative histograms showing expression of activation and proliferation markers in splenic conventional T cell populations. **b,** Representative contour plots of splenic conventional CD4 and CD8 T cells showing cytokine production. **c,** Percentages (left) and numbers (right) of Treg and Treg “wannabes” from indicated tissues 5 weeks post 4-OHT administration. Two-way ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; LP, lamina propria.

**Extended Data Figure 6 |:**
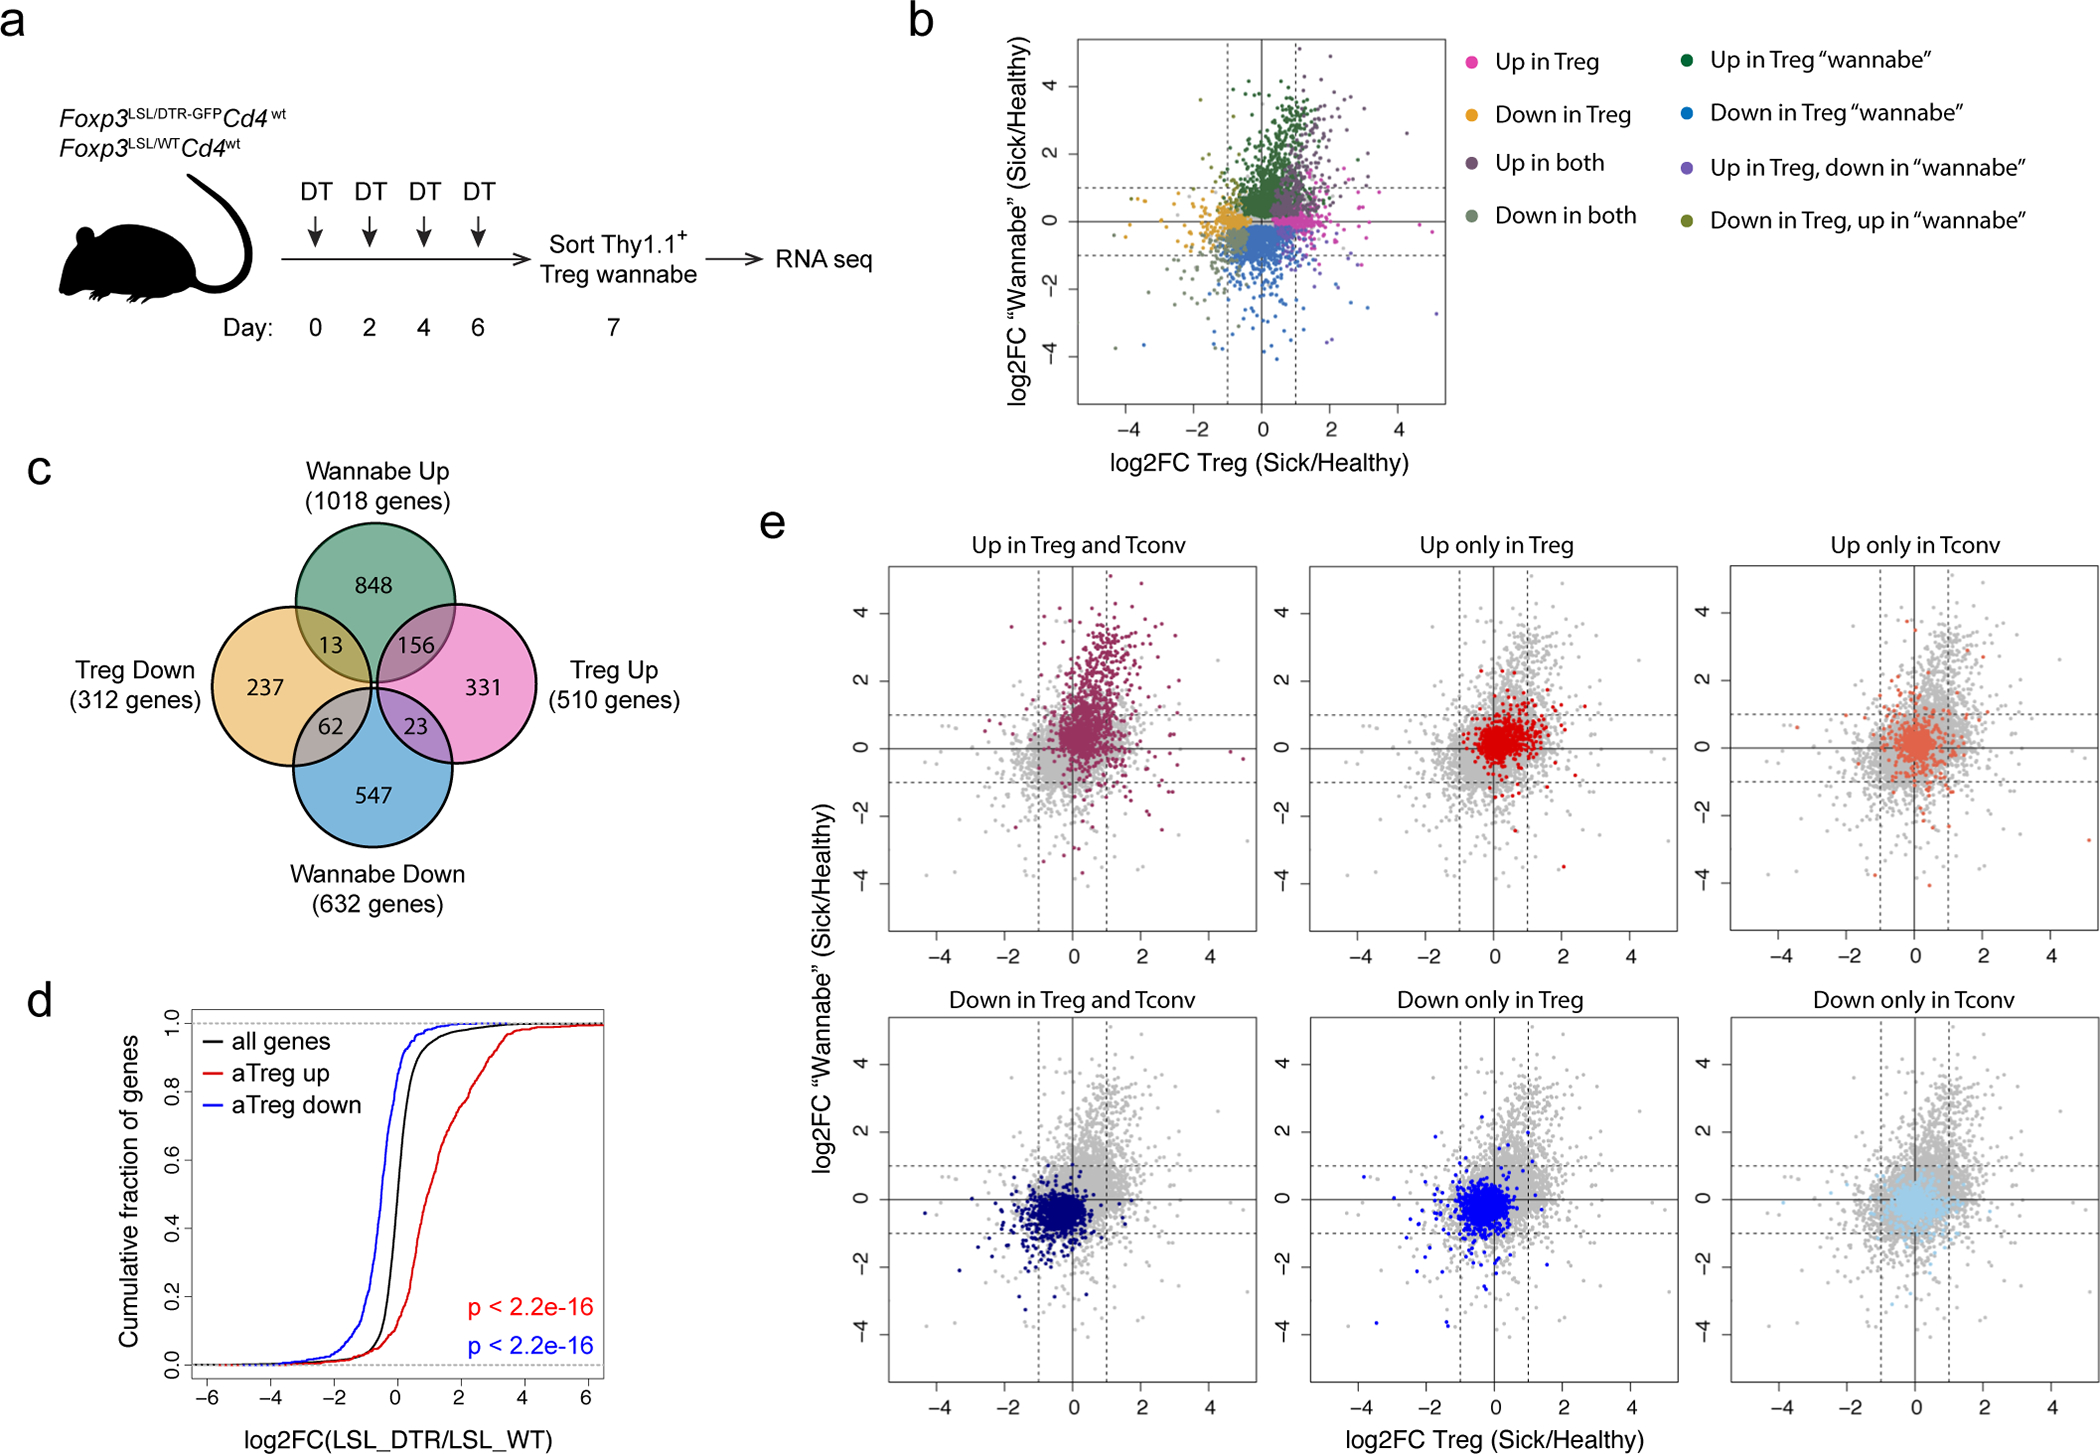
Analysis of gene expression changes in Treg “wannabes” induced upon activation. **a,** Experimental scheme. 8–10-week-old heterozygous female *Foxp3*^LSL*/*DTR-GFP^*Cd4*^wt^ mice were treated with diphtheria toxin (DT) on designated days to deplete *Foxp3*^DTR-GFP^-expressing Treg cells and induce activation of *Foxp3*^LSL^-expressing Treg “wannabes” which were sorted and analyzed by RNA-seq. **b,** FC-FC plot of activation-induced gene expression changes in Treg cells and “wannabes”. Genes with mean normalized counts of >100 are shown. Differentially expressed genes (*p*<0.05) are colored based on the direction of the change in either or both cell types. **c,** Venn diagram showing the numbers of genes with larger than a 2-fold change in activated Treg cells and “wannabes”. **d,** eCDF plots showing expression changes in activated Treg “wannabes” for all genes (black) and Treg activation signature genes that are up- (red) or down- (blue) regulated. Two-sided Kolmogorov-Smirnov test. **e,** FC-FC plots showing gene expression changes in Treg cells vs. “wannabes” isolated from sick and healthy mice. Signature genes that are up- or down-regulated in activated Treg and conventional CD4 T cells are highlighted in different colors.

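Over the 10240 genes with a mean normalized count over 100 in both experiments, the log2 fold changes of rescued against control Treg cells and of activated against resting “wannabes” had a Pearson correlation of 0.365 and a Spearman correlation of 0.356. These are correlations across genes, which are not independent replicates. With all genes tested in both experiments in place of these, the Pearson correlation was 0.277, and with any single library left out it lay between 0.297 and 0.414. Of these genes, 130 were differentially expressed in both comparisons, 111 in the same direction and 19 in opposite directions. Of the 311 called in Treg cells, 219 (70.4%) had a log2 fold change of the same sign in “wannabes”. The activated Treg and CD4 T cell gene signatures were not used here.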

**Extended Data Figure 7 |:**
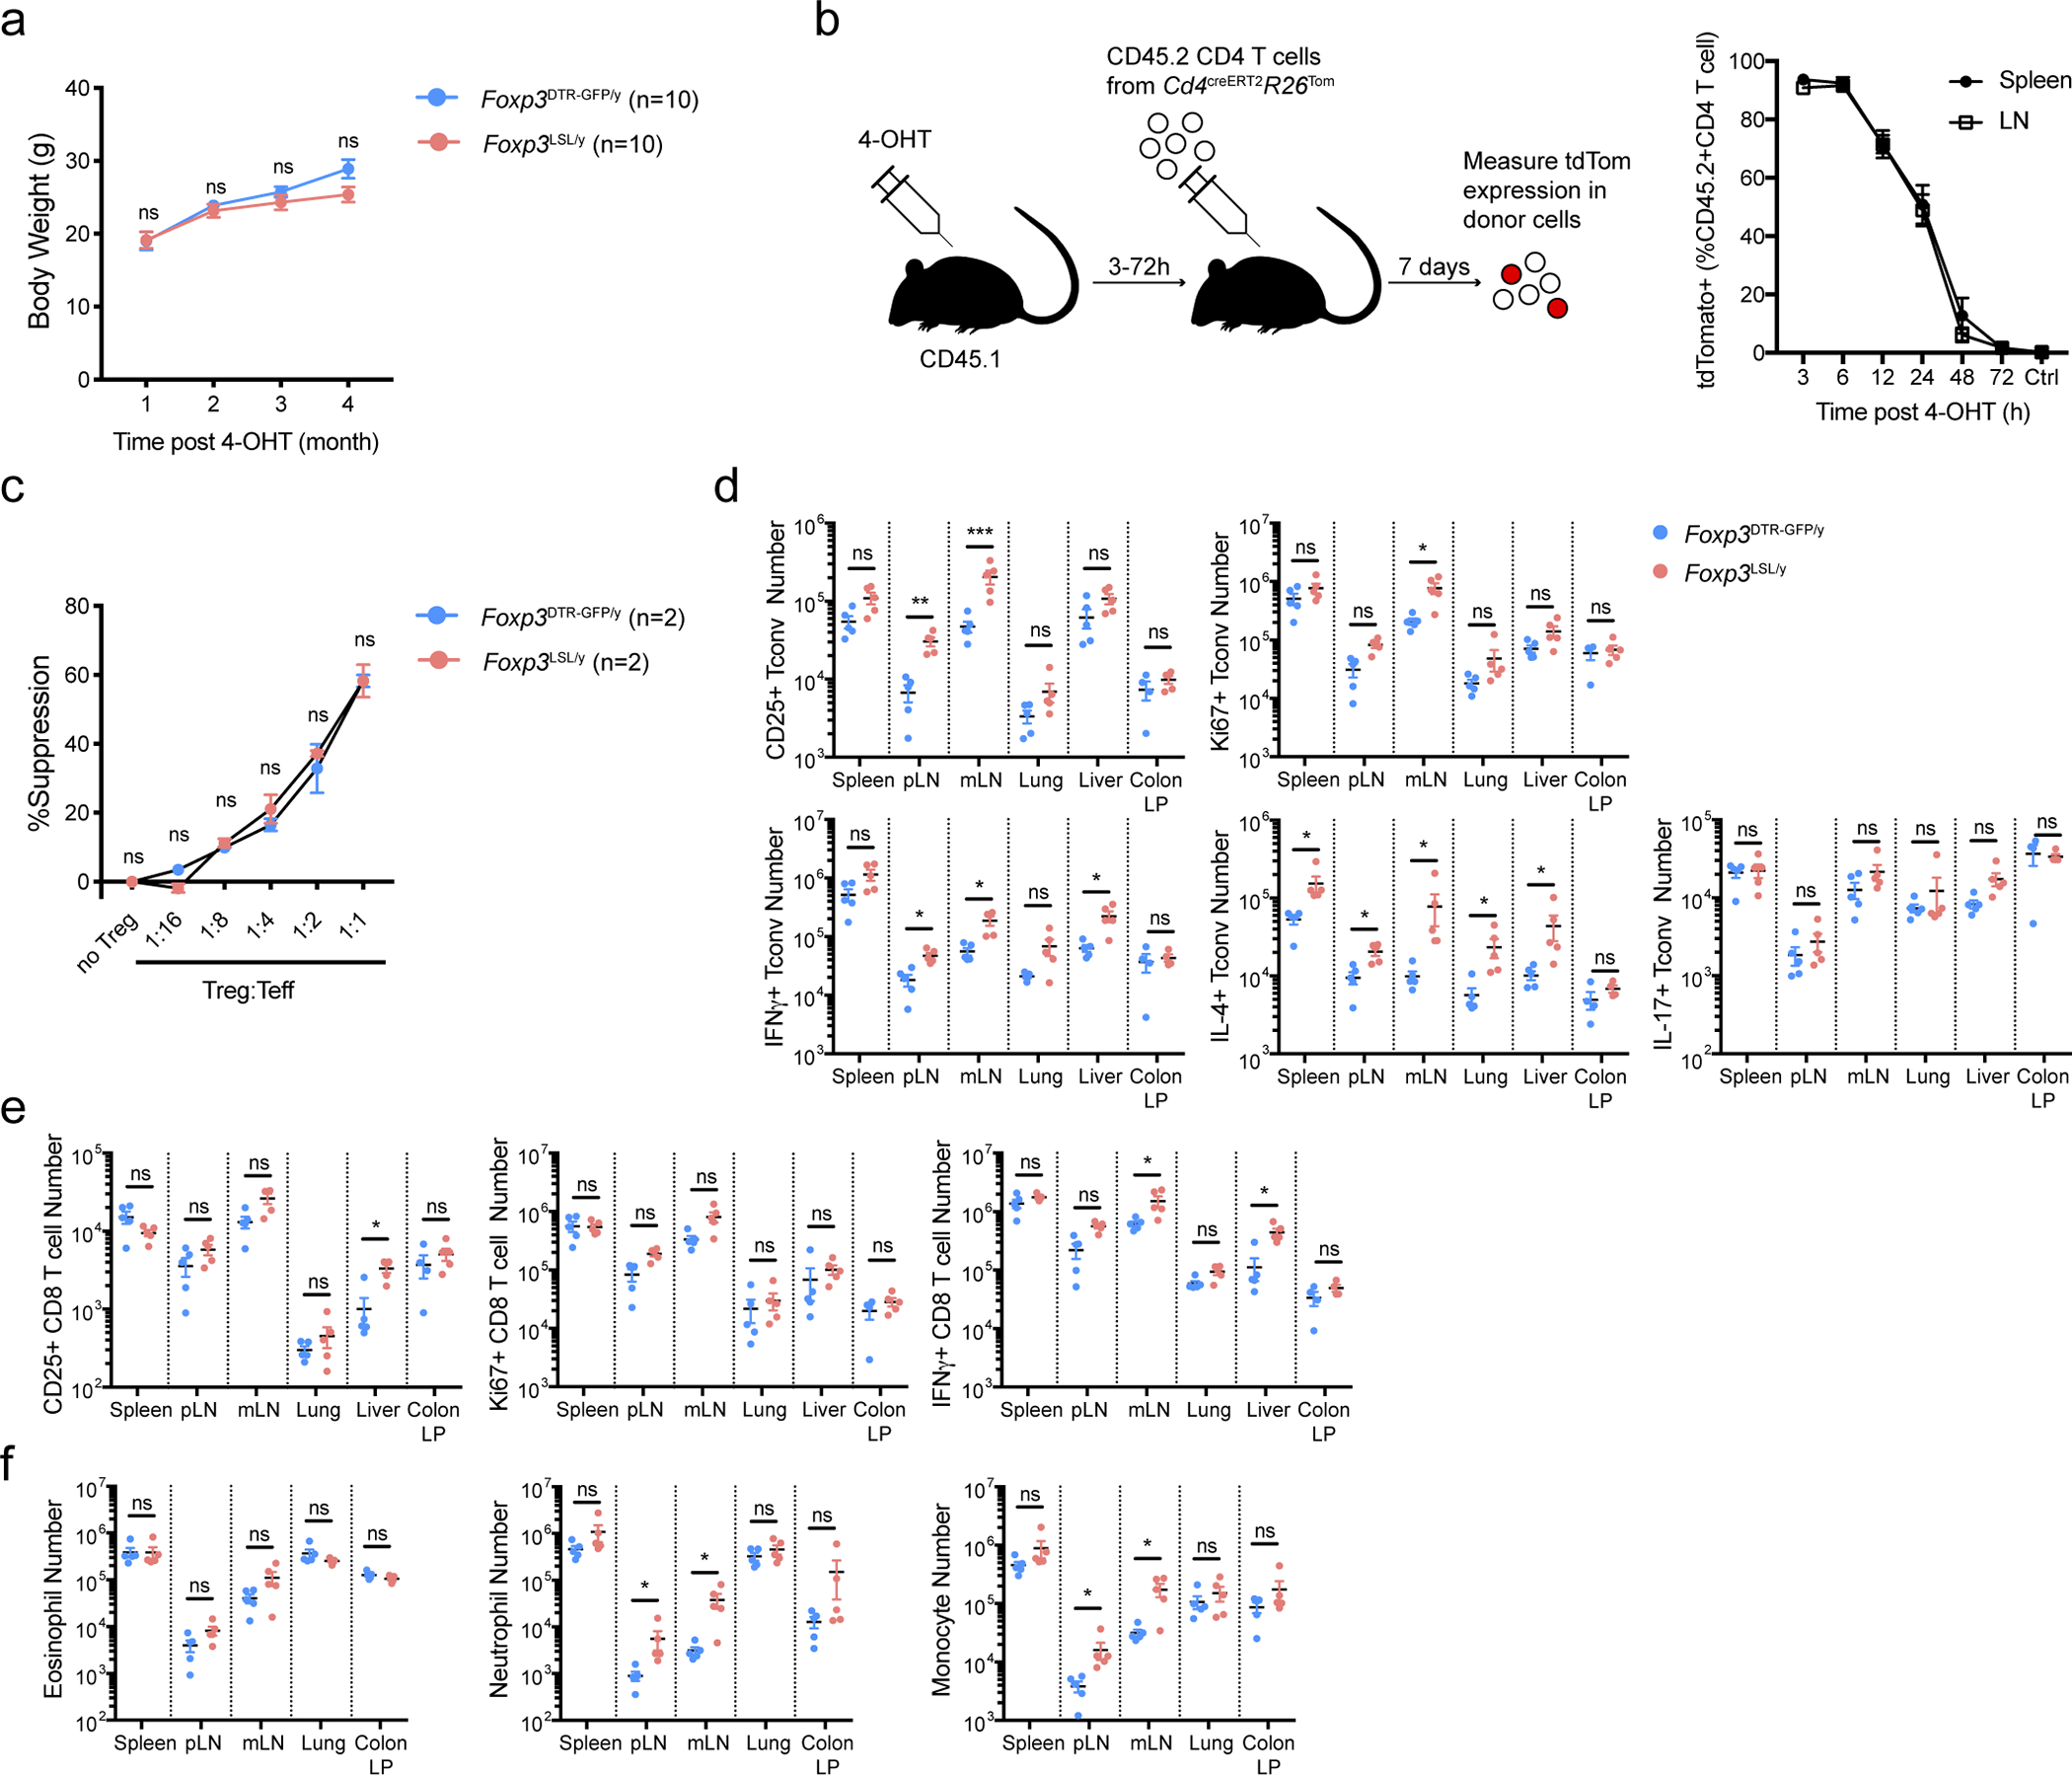
Rescued Treg cells in male *Foxp3*^LSL^ mice exert long-term control of adaptive and innate immune cells. Mice were treated with a single dose of 4-OHT at 2 weeks of age and analyzed 4 months later. **a,** Body weight of rescued *Foxp3*^LSL^*Cd4*^creERT2^ and control *Foxp3*^DTR-GFP^*Cd4*^creERT2^ mice over a 4-month time course. Two-way ANOVA with Sidak’s multiple comparison test. **b,** Analysis of 4-OHT “functional” pharmacokinetics in 2-week-old male mice. Mice were injected with 4-OHT 3–72 hours before transfer of congenically marked recombination-proficient CD4 T cells from *Cd4*^creERT2^*R26*^Tom^ mice. 4-OHT-induced recombination was assayed 7 days later by tdTomato expression among donor CD4 T cells as a readout for 4-OHT activity. Data are pooled from two independent experiments with 2 to 4 mice per time point each. Ctrl, no 4-OHT injection. **c,** Suppression of *in vitro* proliferation of conventional CD4 T cells induced by α-CD3 antibody and antigen-presenting cells by control Treg cells from *Foxp3*^DTR-GFP/y^ or rescued Treg cells from *Foxp3*^LSL/y^ mice. Two-way ANOVA with Tukey’s multiple comparison test. **d-f,** Numbers of activated, proliferating, and cytokine-producing conventional CD4 T cells (**d**), CD8 T cells (**e**) and myeloid populations (**f**) in indicated tissues. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; LP, lamina propria. Data are pooled from two independent experiments. Two-tailed *t*-tests with multiple hypothesis testing correction using the Holm-Sidak method. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 8 |:**
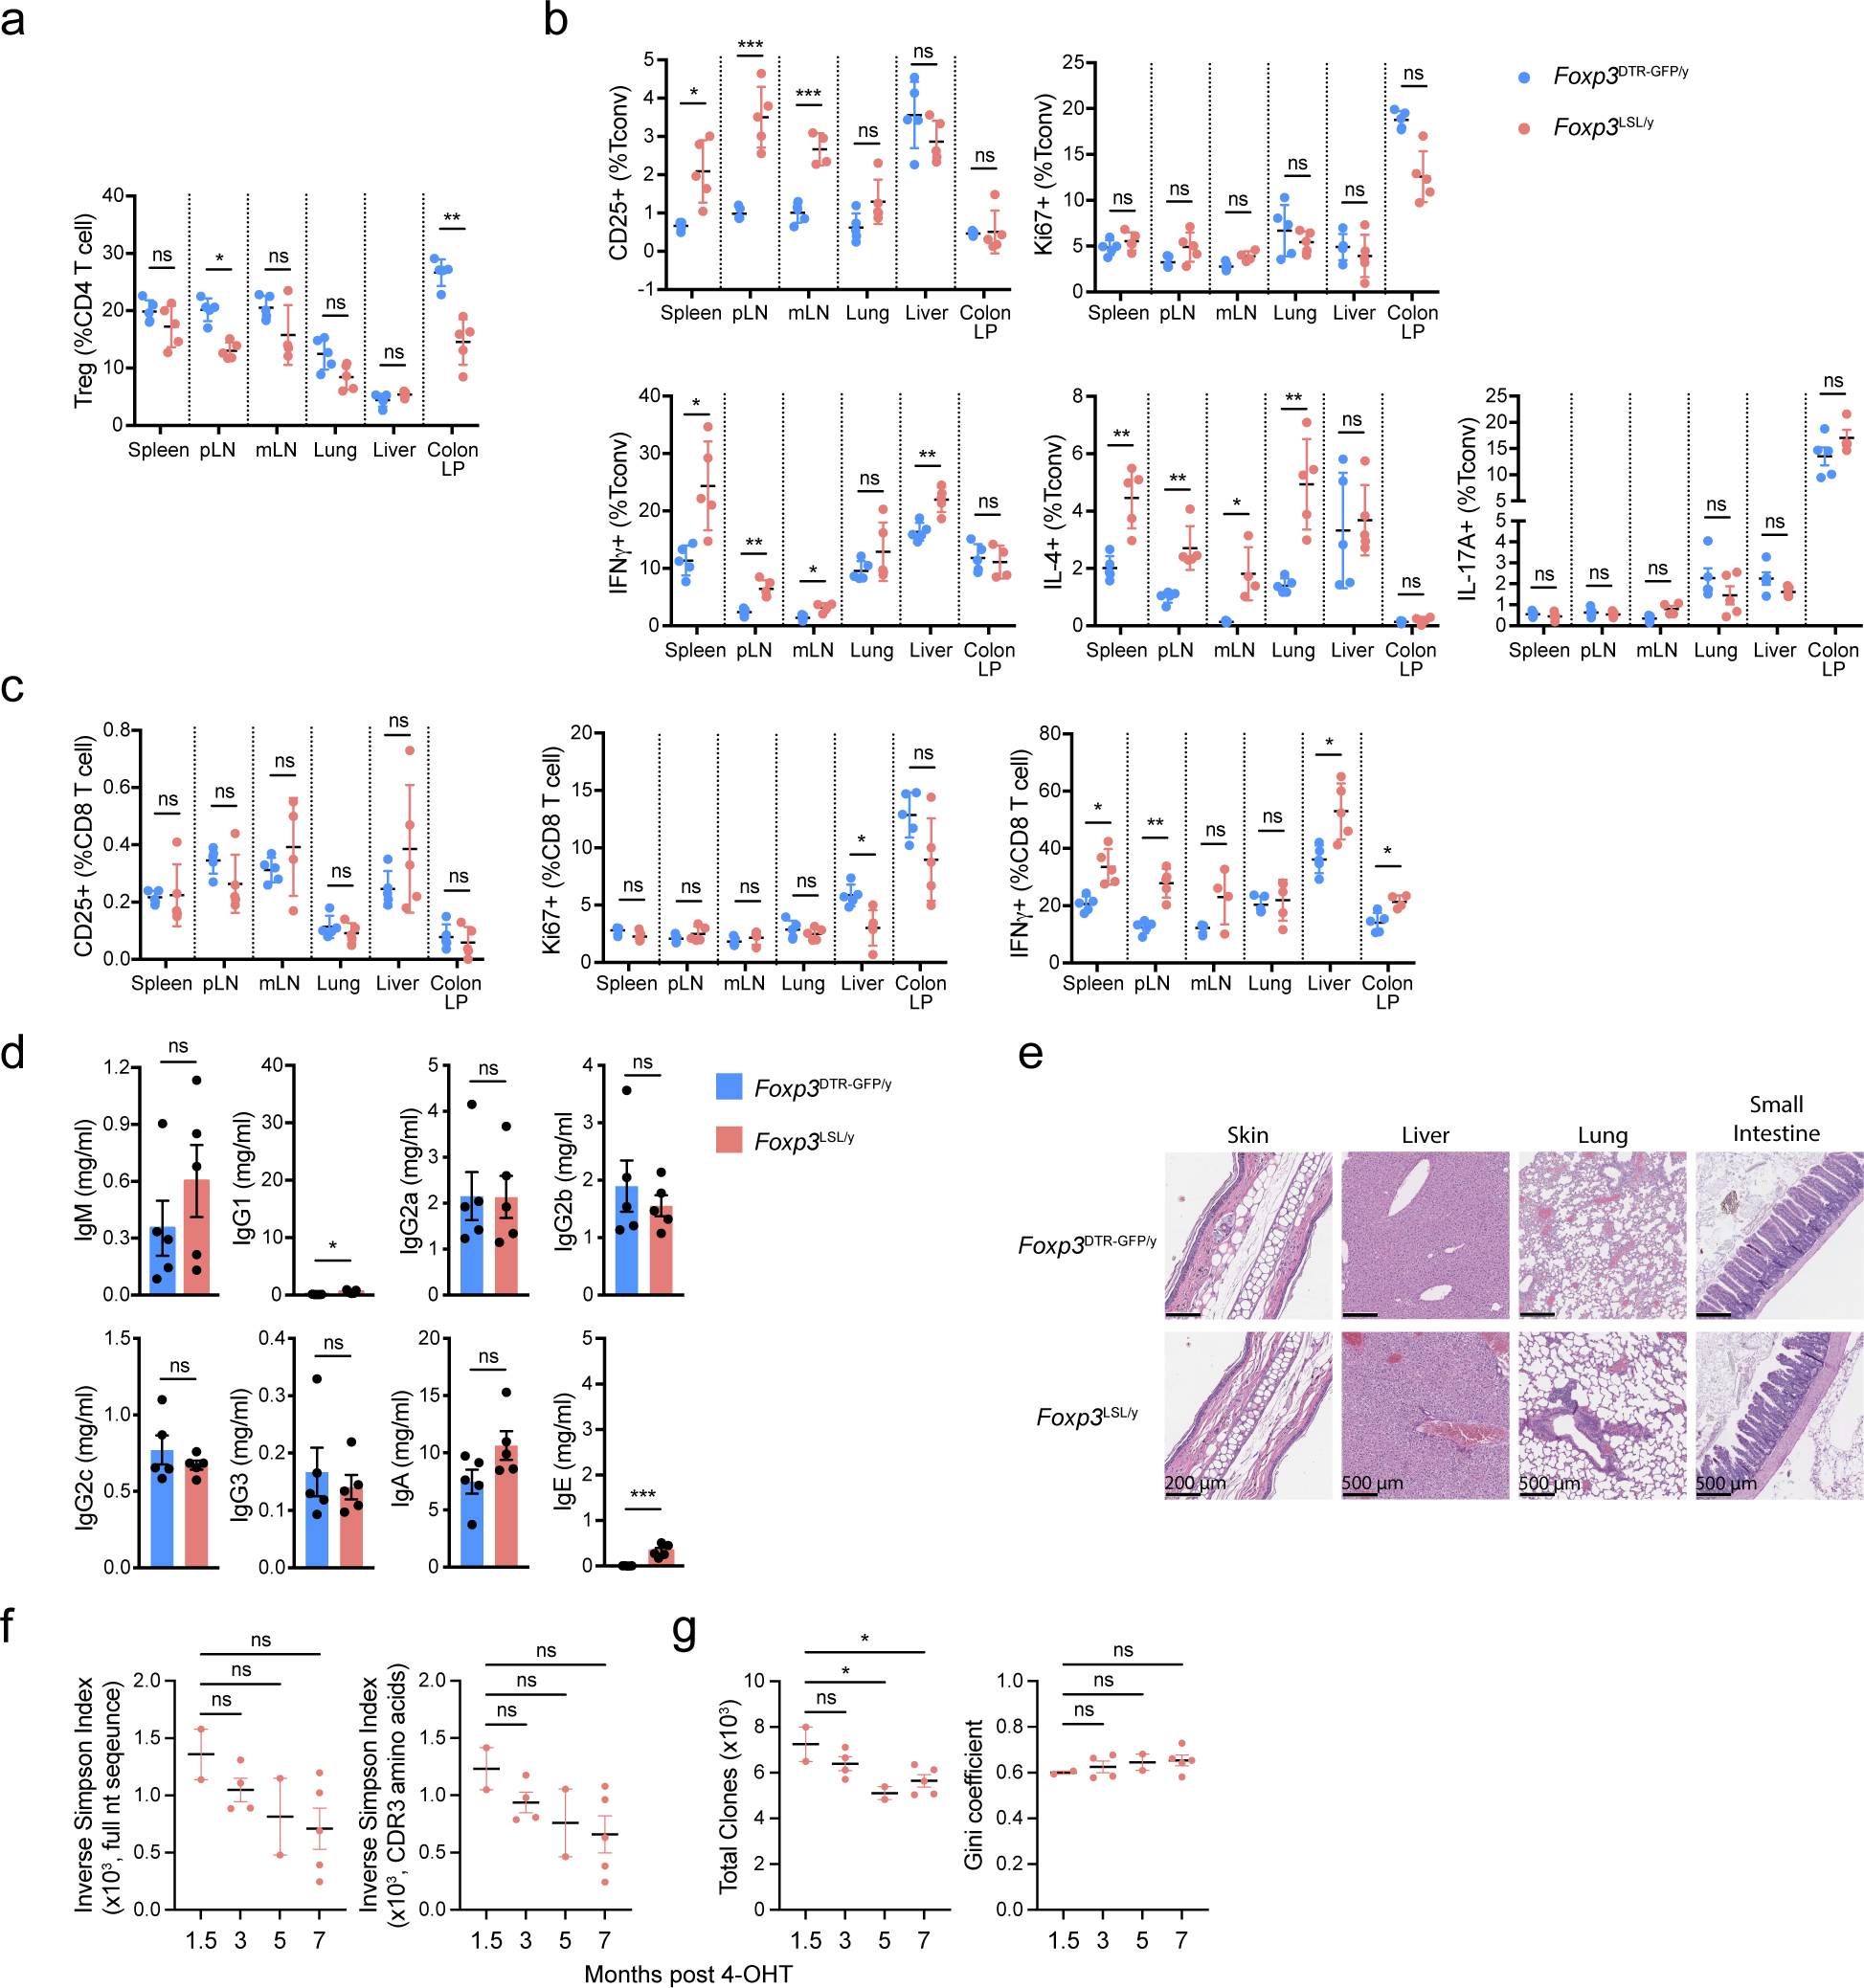
Rescued Treg cell population persisting for 7 months in male *Foxp3*^LSL^ mice prevents relapse of rampant autoimmunity. Mice were treated with 4-OHT on postnatal day 14 and analyzed 7 months later. **a-c,** Frequencies of Treg cells (**a**) and proliferating, activated, and cytokine-producing conventional CD4 (**b**) and CD8 (**c**) T cells. Two-tailed unpaired *t*-tests with multiple hypothesis testing correction using the Holm-Sidak method. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; LP, lamina propria. **d,** Serum antibody levels. Scales were kept the same as in Figure 1g. Two-tailed unpaired *t*-test. **e,** Representative images of haematoxylin and eosin-stained sections of the indicated organs. Images are representative of 5 *Foxp3*^DTR-GFP/y^ and 5 *Foxp3*^LSL/y^ mice. **f**, Clonal diversity of the TCRα repertoire of the long-lived “redeemed” Treg cells from *Foxp3*^LSL/y^ *Cd4*^creERT2^ mice at indicated time points after restoring Foxp3 expression upon 4-OHT treatment. The inverse Simpson Index was calculated based on the clone size distribution using clonotypes defined by full nucleotide sequence (left) or CDR3 amino acid sequence (right). **g**, Total number of unique clones (left) and Gini coefficient (right) of the TCRα repertoire of the long-lived “redeemed” Treg cells. Clonotypes were defined by using the full nucleotide sequence. One-way ANOVA with Dunnett’s multiple hypothesis test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 9 |:**
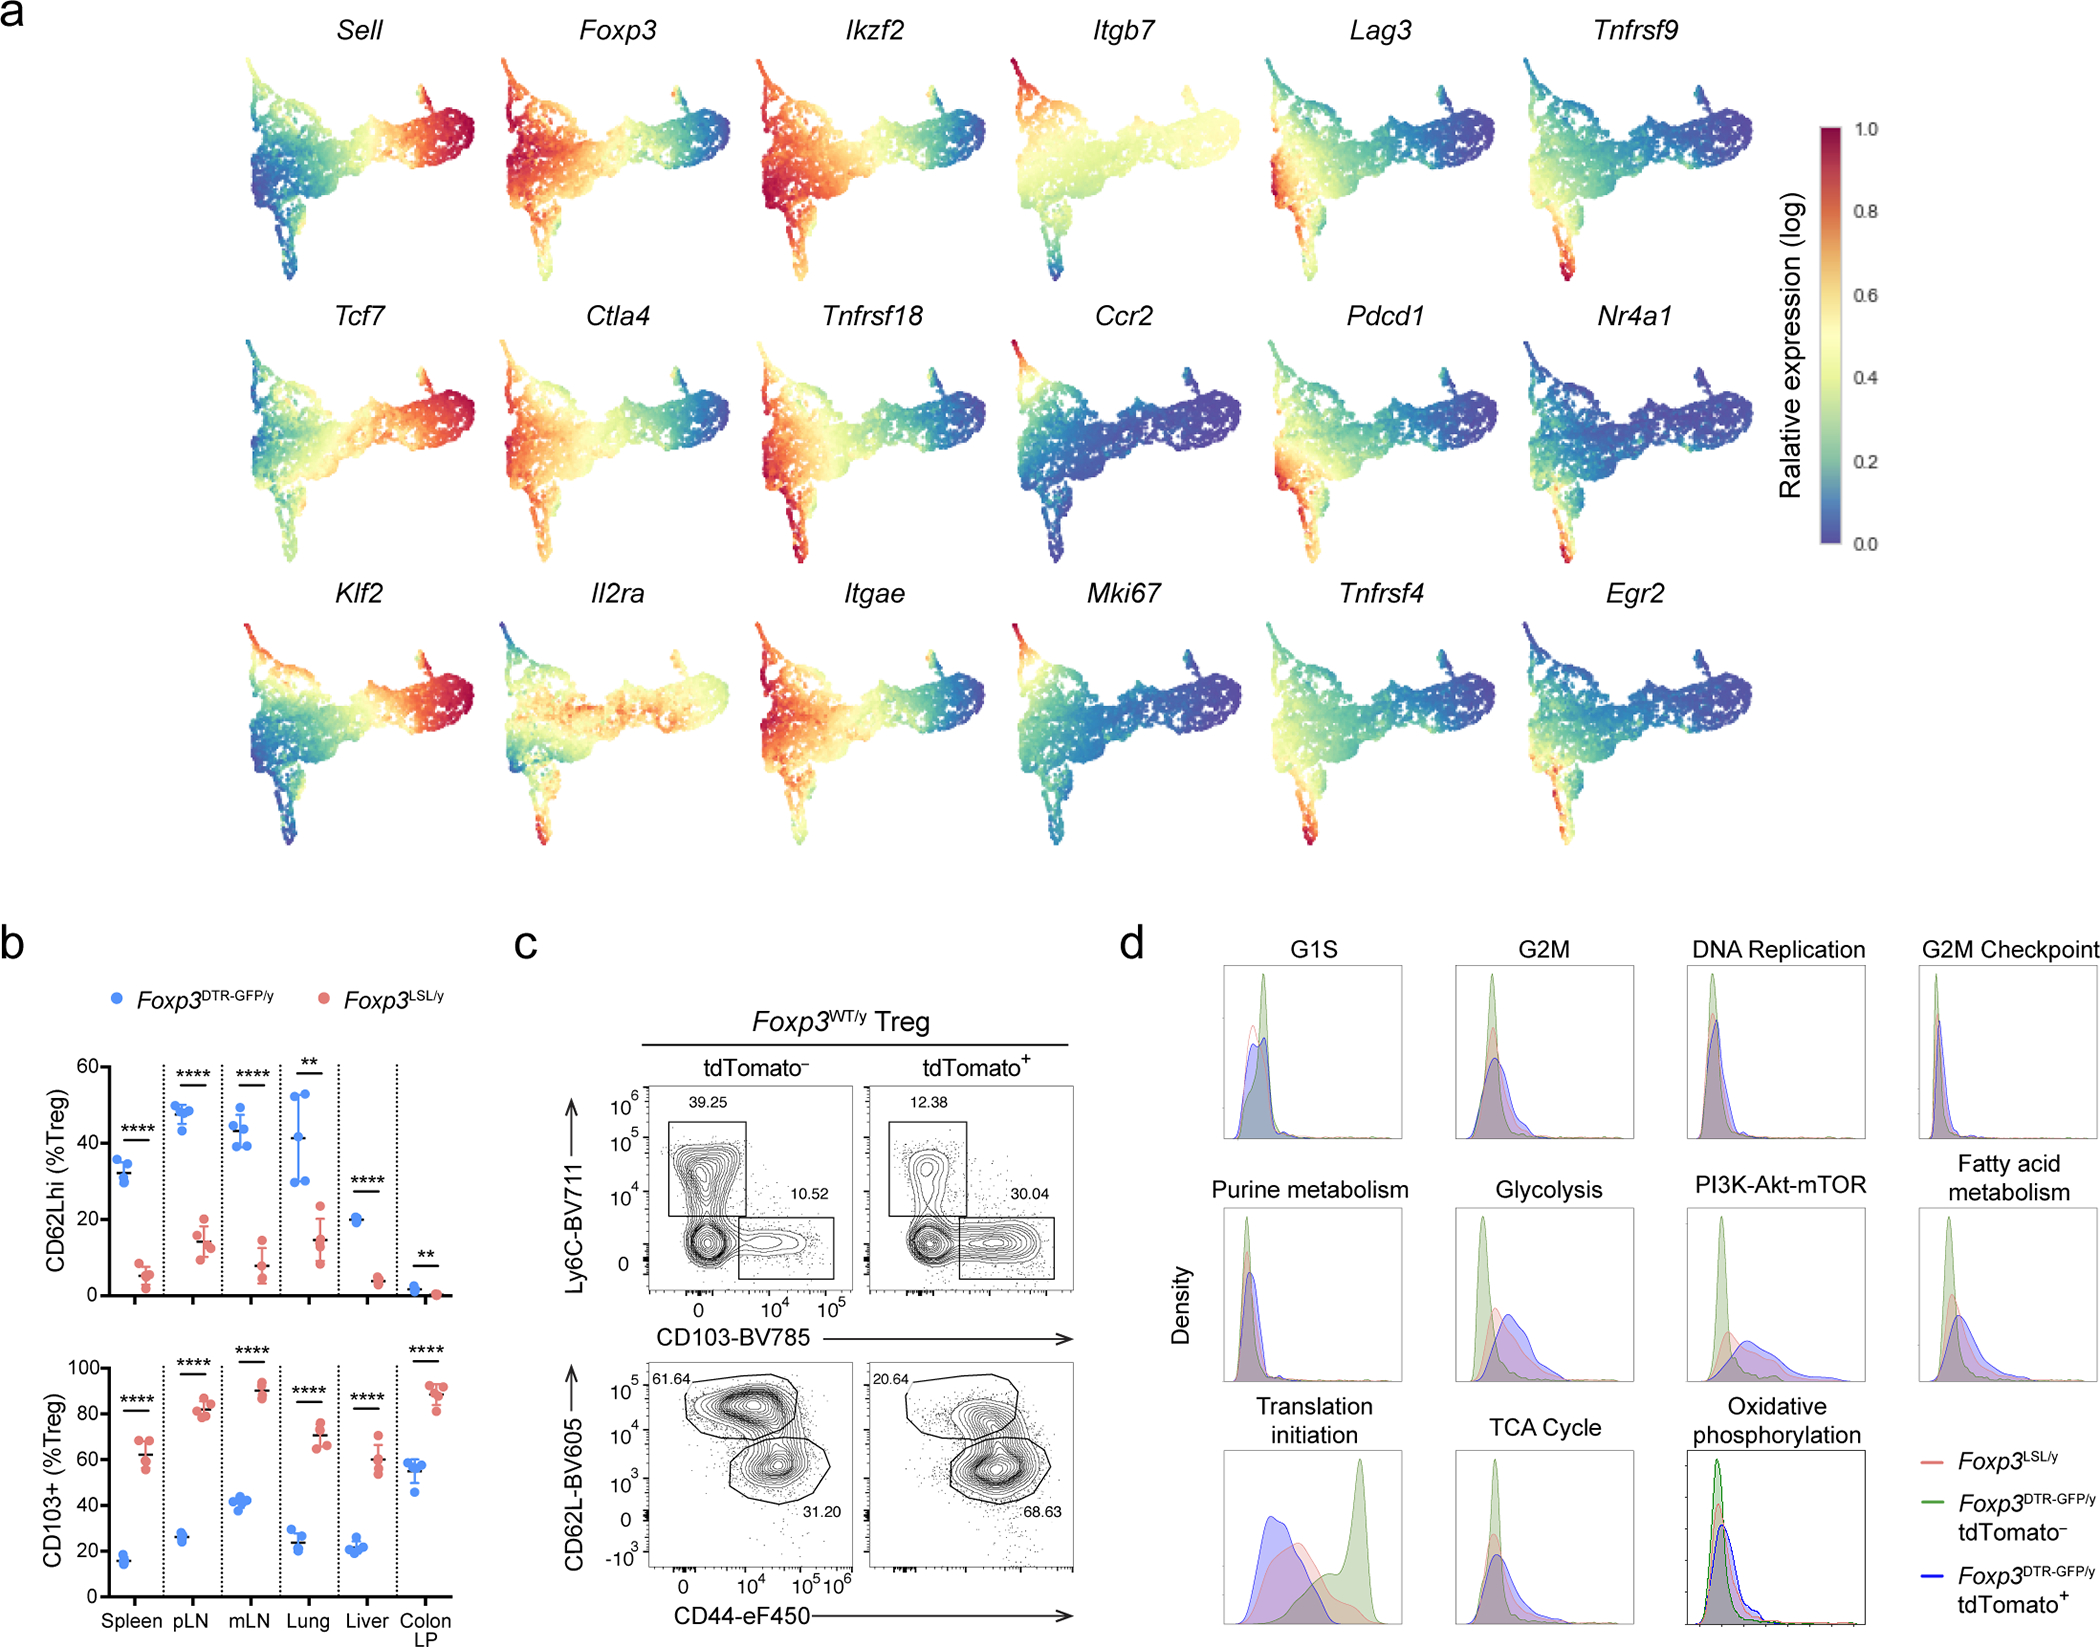
Analysis of long-lived Treg cells in *Foxp3*^LSL^ and control *Foxp3*^DTR-GFP^ mice. Mice were treated with 4-OHT on postnatal day 14 and analyzed 7 months later. **a,** UMAP visualization of the single-cell transcriptomes colored by imputed expression levels of representative genes. **b**, Frequencies of CD62L^hi^ and CD103^+^ cells among Treg cells in rescued *Foxp3*^LSL^*Cd4*^creERT2^ and control *Foxp3*^DTR-GFP^*Cd4*^creERT2^ mice. Two-tailed multiple *t*-tests. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; LP, lamina propria. **c,** *Foxp3*^WT^*Cd4*^creERT2^*R26*^Tom^ mice were treated with 4-OHT on postnatal day 14 and analyzed 4 months later. Representative contour plots show expression of activation markers by tdTomato^+^ and tdTomato^−^ Foxp3^+^ CD4 T cells. **d,** Histogram depicting the density of *Foxp3*^LSL^ and tdTomato^+^ or tdTomato^−^ *Foxp3*^DTR-GFP^ Treg cells along the average expression values for the indicated gene sets. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Extended Data Figure 10 |:**
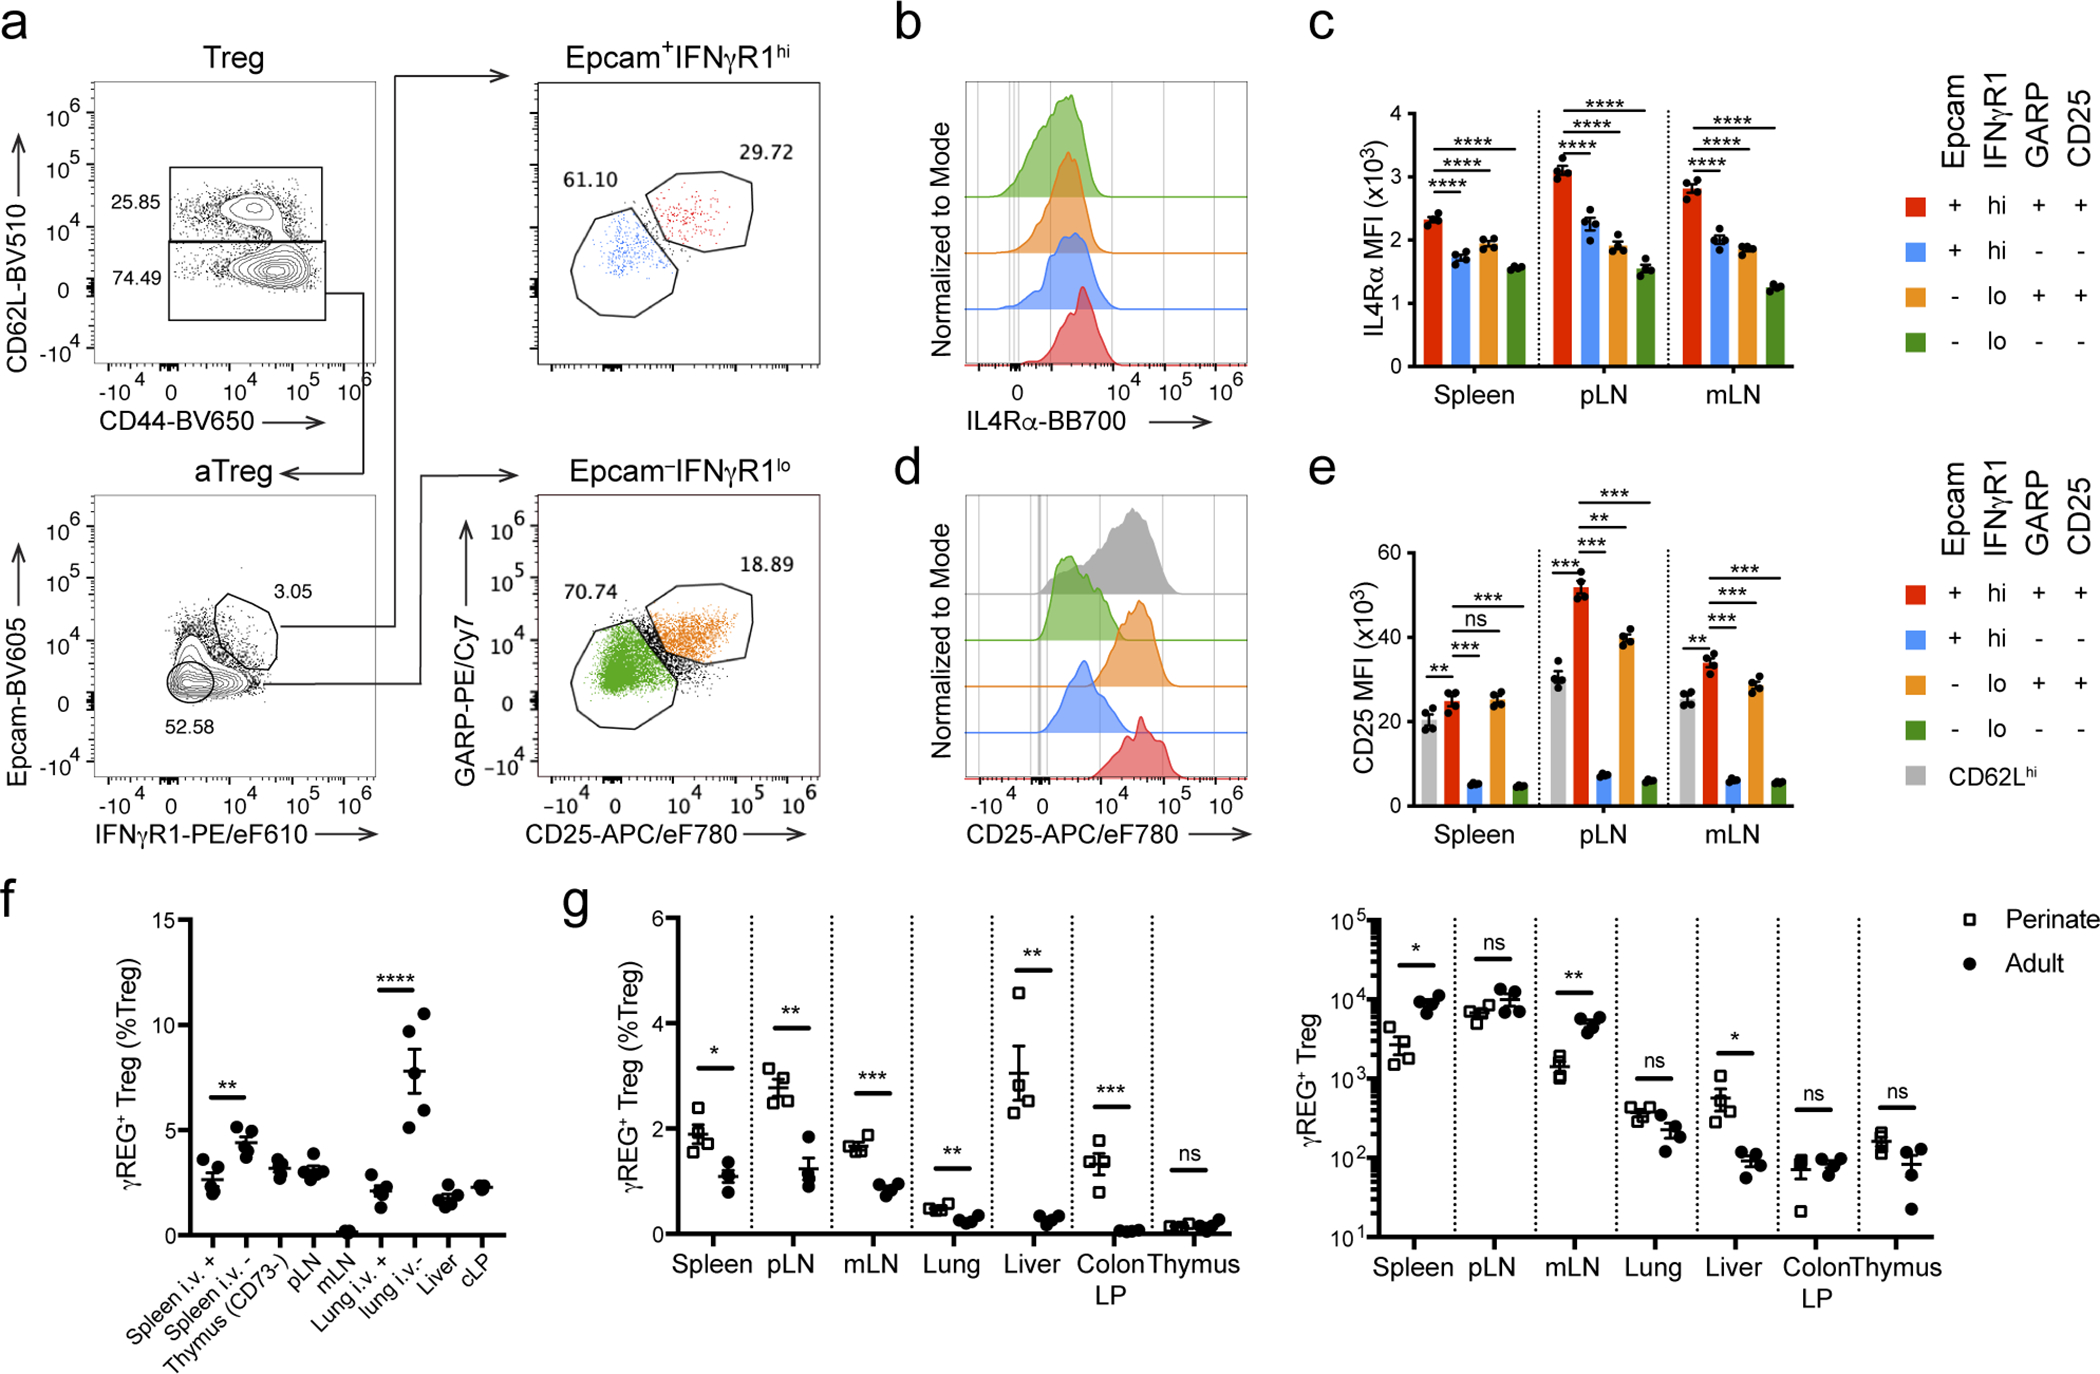
Flow cytometric analysis of γREG^+^ Treg cells. **a,** Gating strategy for γREG^+^ Treg cells in adult mice. **b, c,** Representative histogram (**b**) and quantification (**c**) of IL-4Rα expression in γREG^+^ and other Treg cell populations identified in **a**. Two-way ANOVA with Tukey’s multiple comparison correction. **d, e,** Representative histogram (**d**) and quantification (**e**) of CD25 expression in γREG^+^ and other Treg cell populations identified in **a**. Two-way ANOVA with Tukey’s multiple comparison correction. **f,** Percentages of γREG^+^ Treg cells in lymphoid organs and non-lymphoid tissues of CD45 i.v.-labeled 8–10-week-old *Foxp3*^*GFP*^ mice. One-way ANOVA with Sidak’s multiple comparison test. **g,** Percentages (left) and numbers (right) of γREG^+^ Treg cells in different organs of 2- or 8-week-old *Foxp3*^*GFP-BirA-AVI-TEV*^ mice. Two-sided unpaired *t*-tests with correction for multiple hypothesis testing using the Holm-Sidak method. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; cLP, colonic lamina propria.

## Supplementary Material

Supplementary Table 2

Supplementary Table 1

Supplementary Figure 1

## Figures and Tables

**Figure 1 |:**
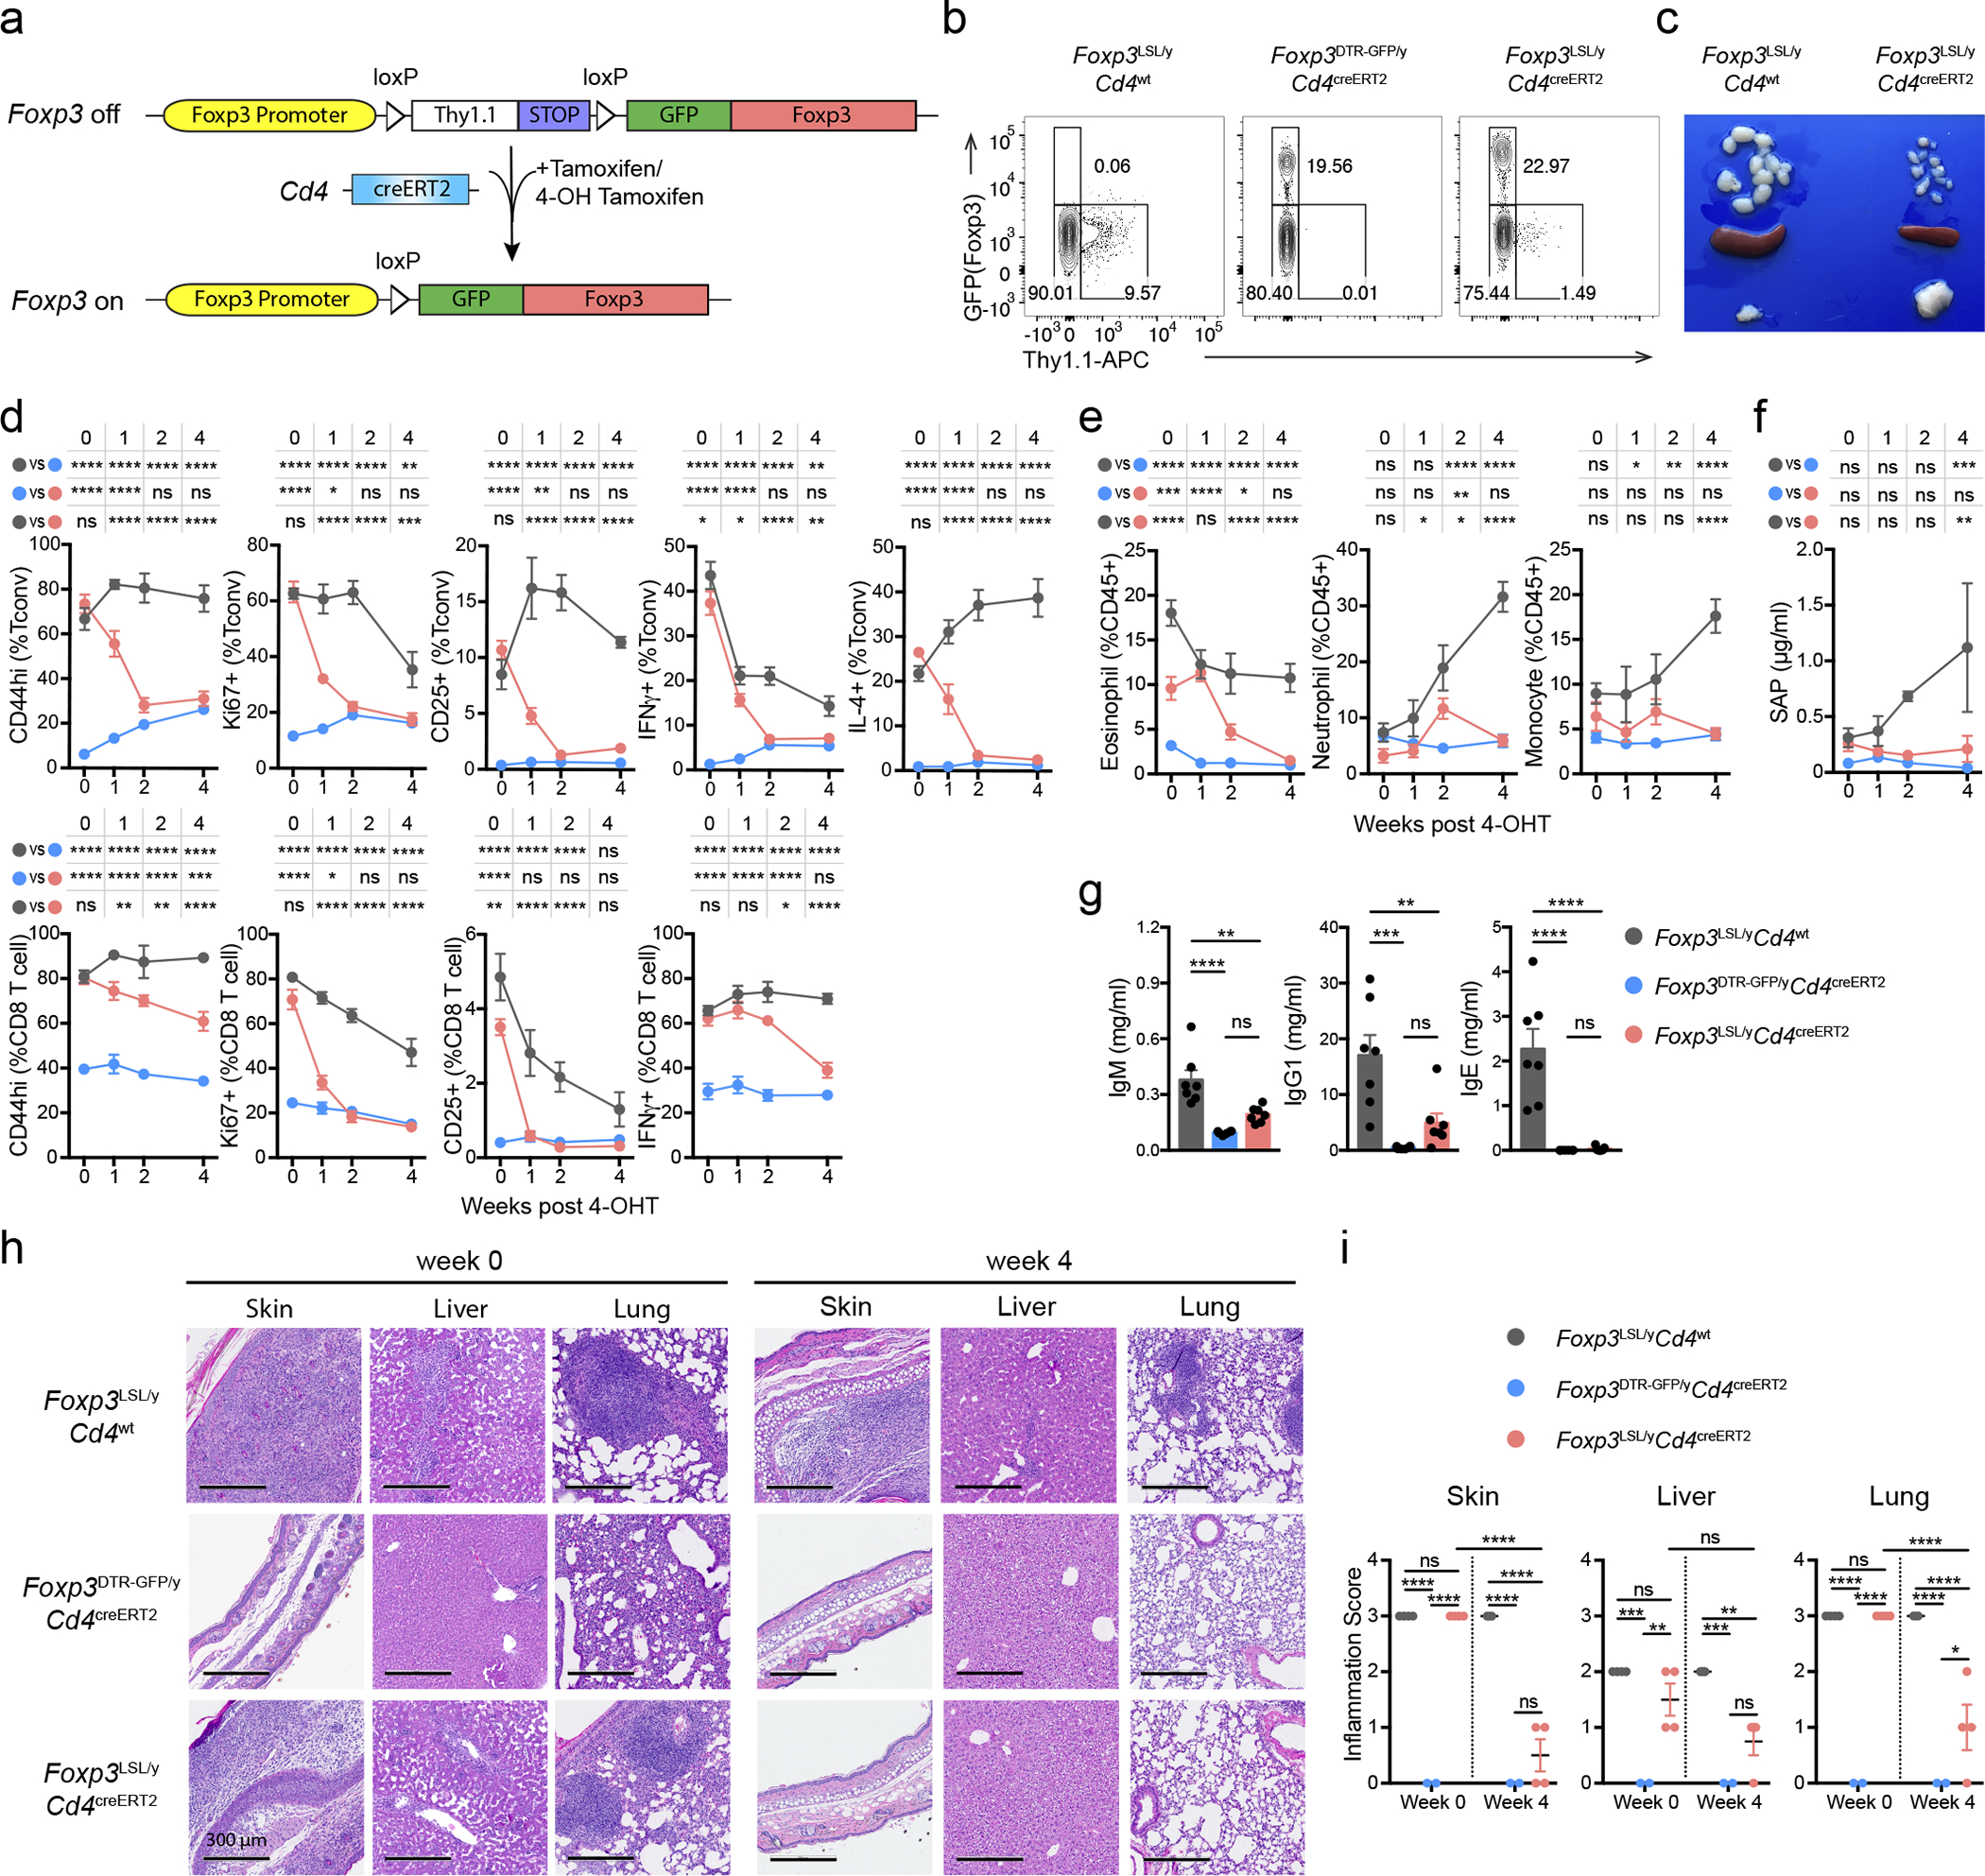
Restoration of *Foxp3* expression in Treg “wannabes” cures fulminant autoimmunity in male *Foxp3*^LSL^ mice. Mice were treated with 4-hydroxytamoxifen (4-OHT) on postnatal day 14. **a**, Schematic of the *Foxp3*^LSL^ allele. **b**, Flow cytometric analysis of splenic CD4 T cells 1 week post 4-OHT treatment. **c**, Lymph nodes (top), spleens (middle), and thymi (bottom) of mice of indicated genotypes 4 weeks after 4-OHT treatment. **d-f**, Percentages of activated, proliferating, and cytokine-producing splenic T cells (**d**), frequencies of splenic myeloid cell populations (**e**), and serum amyloid P (SAP) levels (**f**) at indicated time points after 4-OHT treatment. **g**, Levels of antibodies in the serum 4 weeks post-4-OHT treatment. **h,** Haematoxylin and eosin staining of indicated tissues before and 4 weeks after 4-OHT treatment. **i**, Histology scores of indicated tissues before and 4 weeks after 4-OHT treatment. For **d**-**g**, data are combined from three independent experiments with 3 to 12 mice per group per time point. Two-way (**d-f, i**) or one-way (**g**) ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001

**Figure 2 |:**
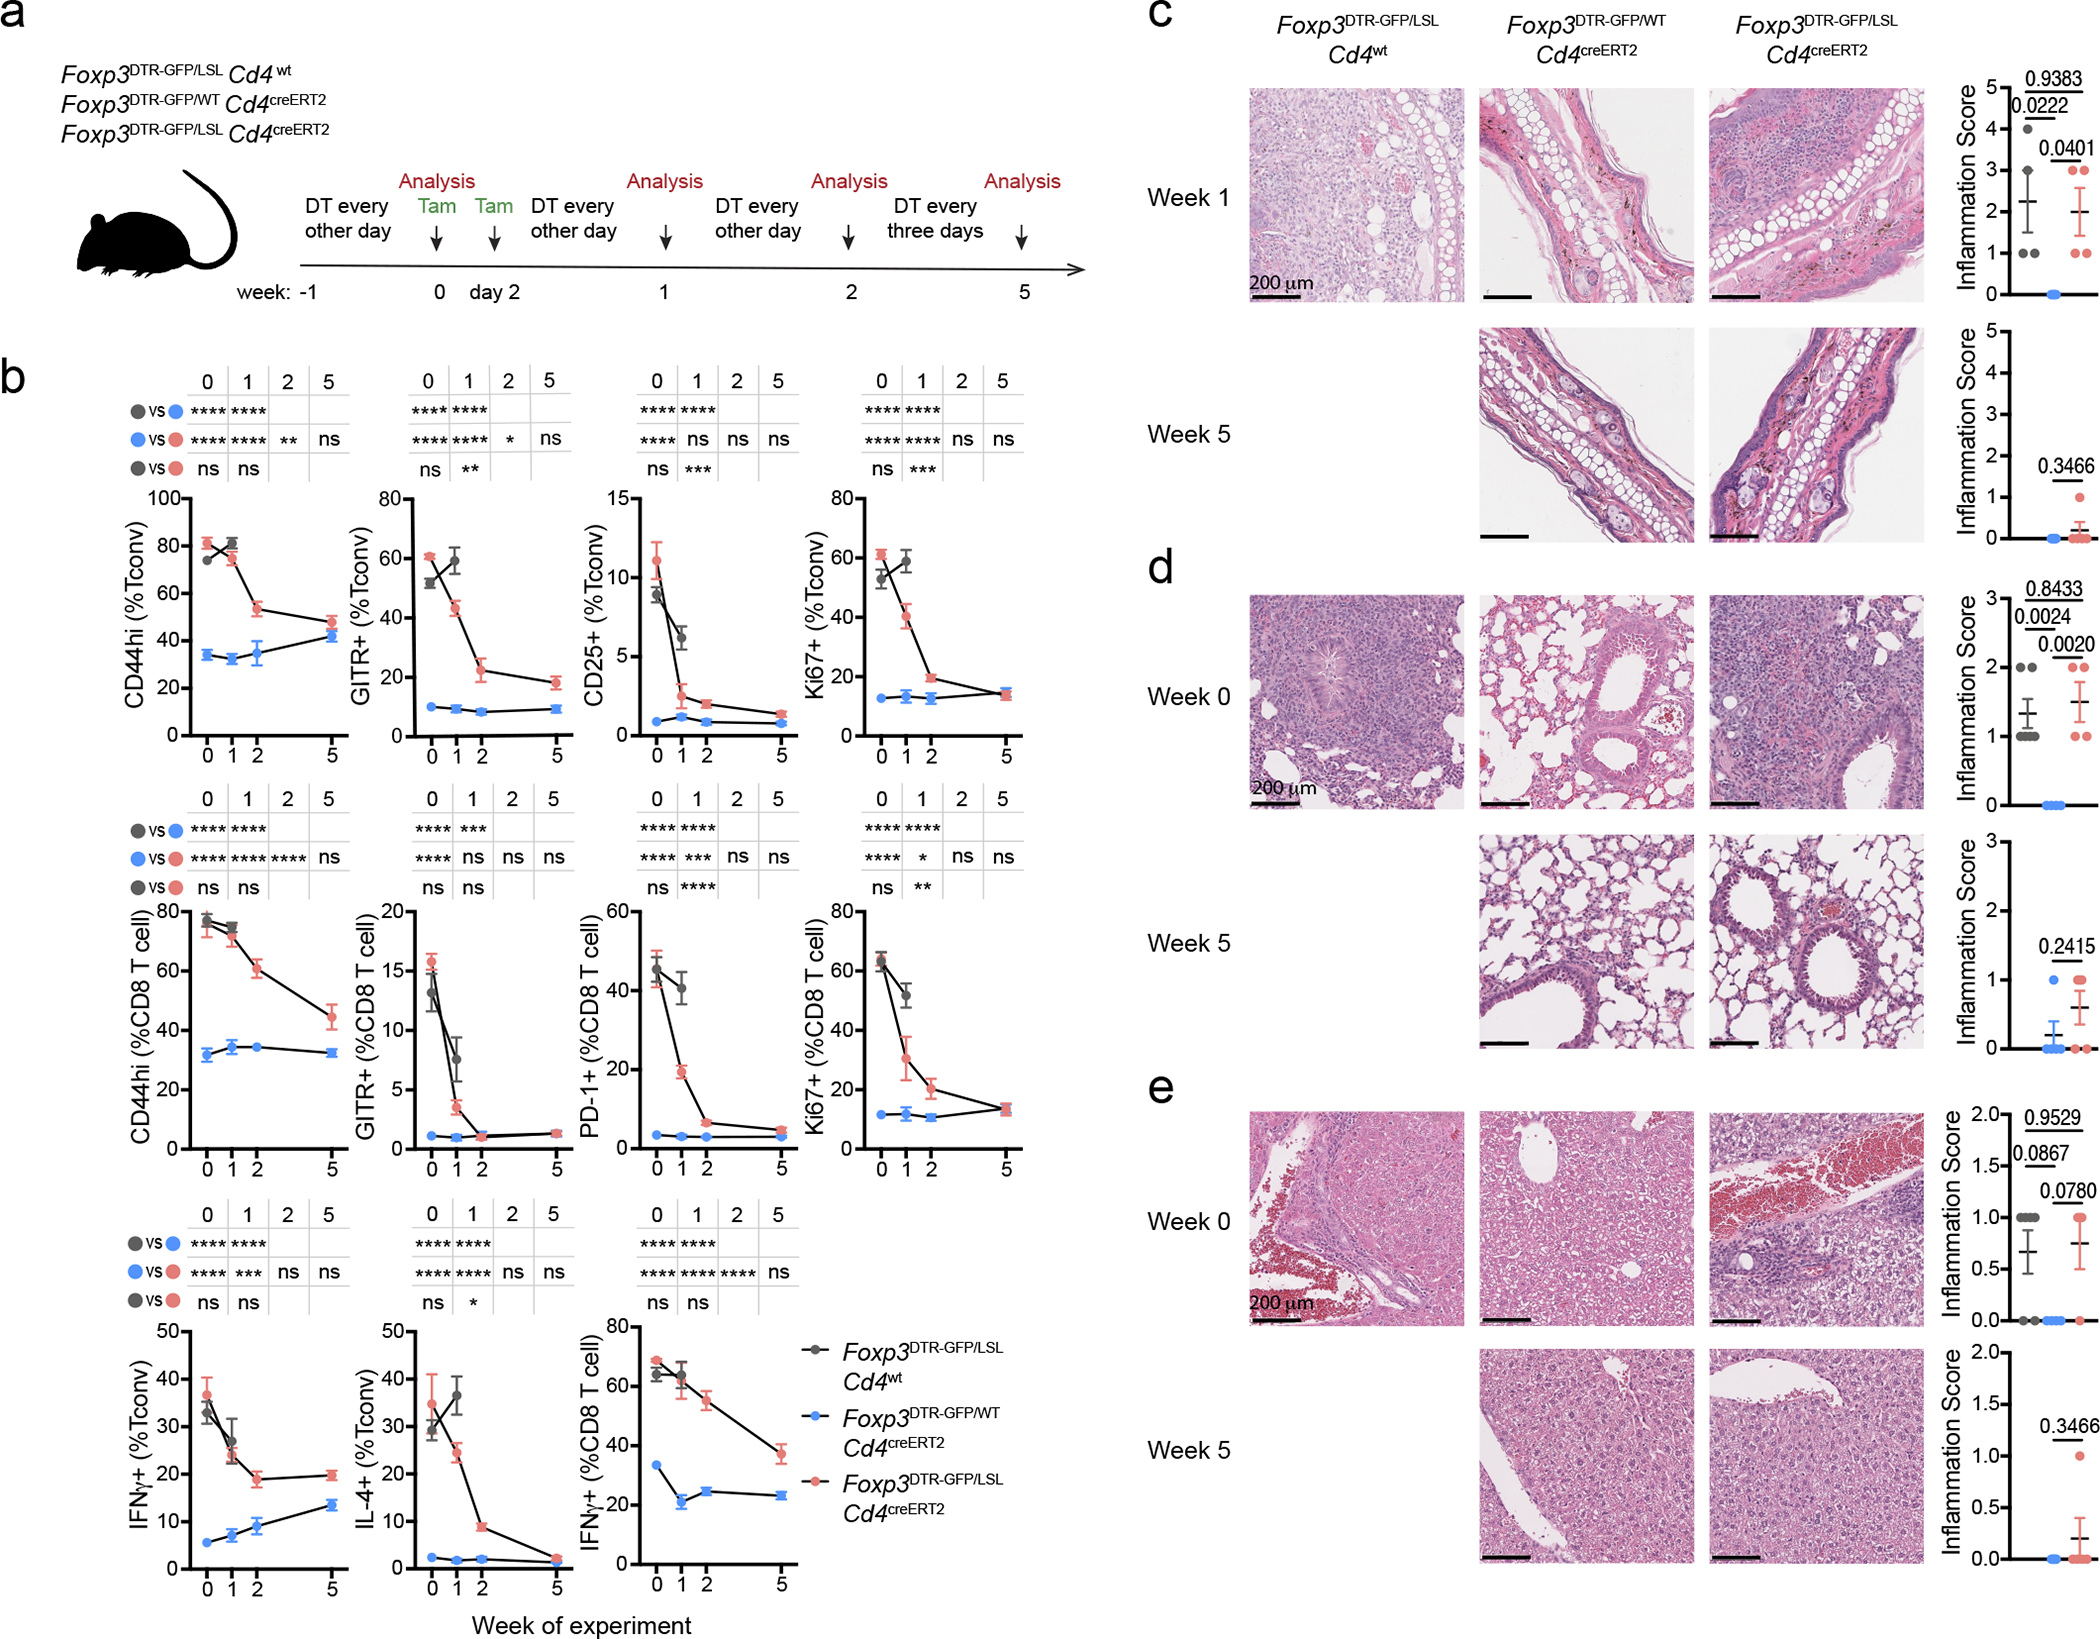
Restoration of *Foxp3* expression in Treg “wannabes” in mosaic adult female *Foxp3*^LSL*/*DTR-GFP^ mice suppresses immune activation caused by diphtheria toxin-mediated Treg cell ablation. **a,** Experimental scheme. 8–10-week-old female mice were injected with diphtheria toxin (DT) intraperitoneally and given oral gavage of tamoxifen (Tam) on designated days. **b,** Frequencies of activated, proliferating, and cytokine producing splenic conventional CD4 and CD8 T cells at the indicated time points. Data are pooled from two independent experiments with 3 to 5 mice per group per time point. Two-way ANOVA with Tukey’s multiple comparison test. **c-e,** Haematoxylin and eosin staining of sections of skin (**c**), lung (**d**), and liver (**e**) from mice of indicated genotypes at denoted time points post tamoxifen treatment (left), and their respective inflammation scores (right). One-way ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Figure 3 |:**
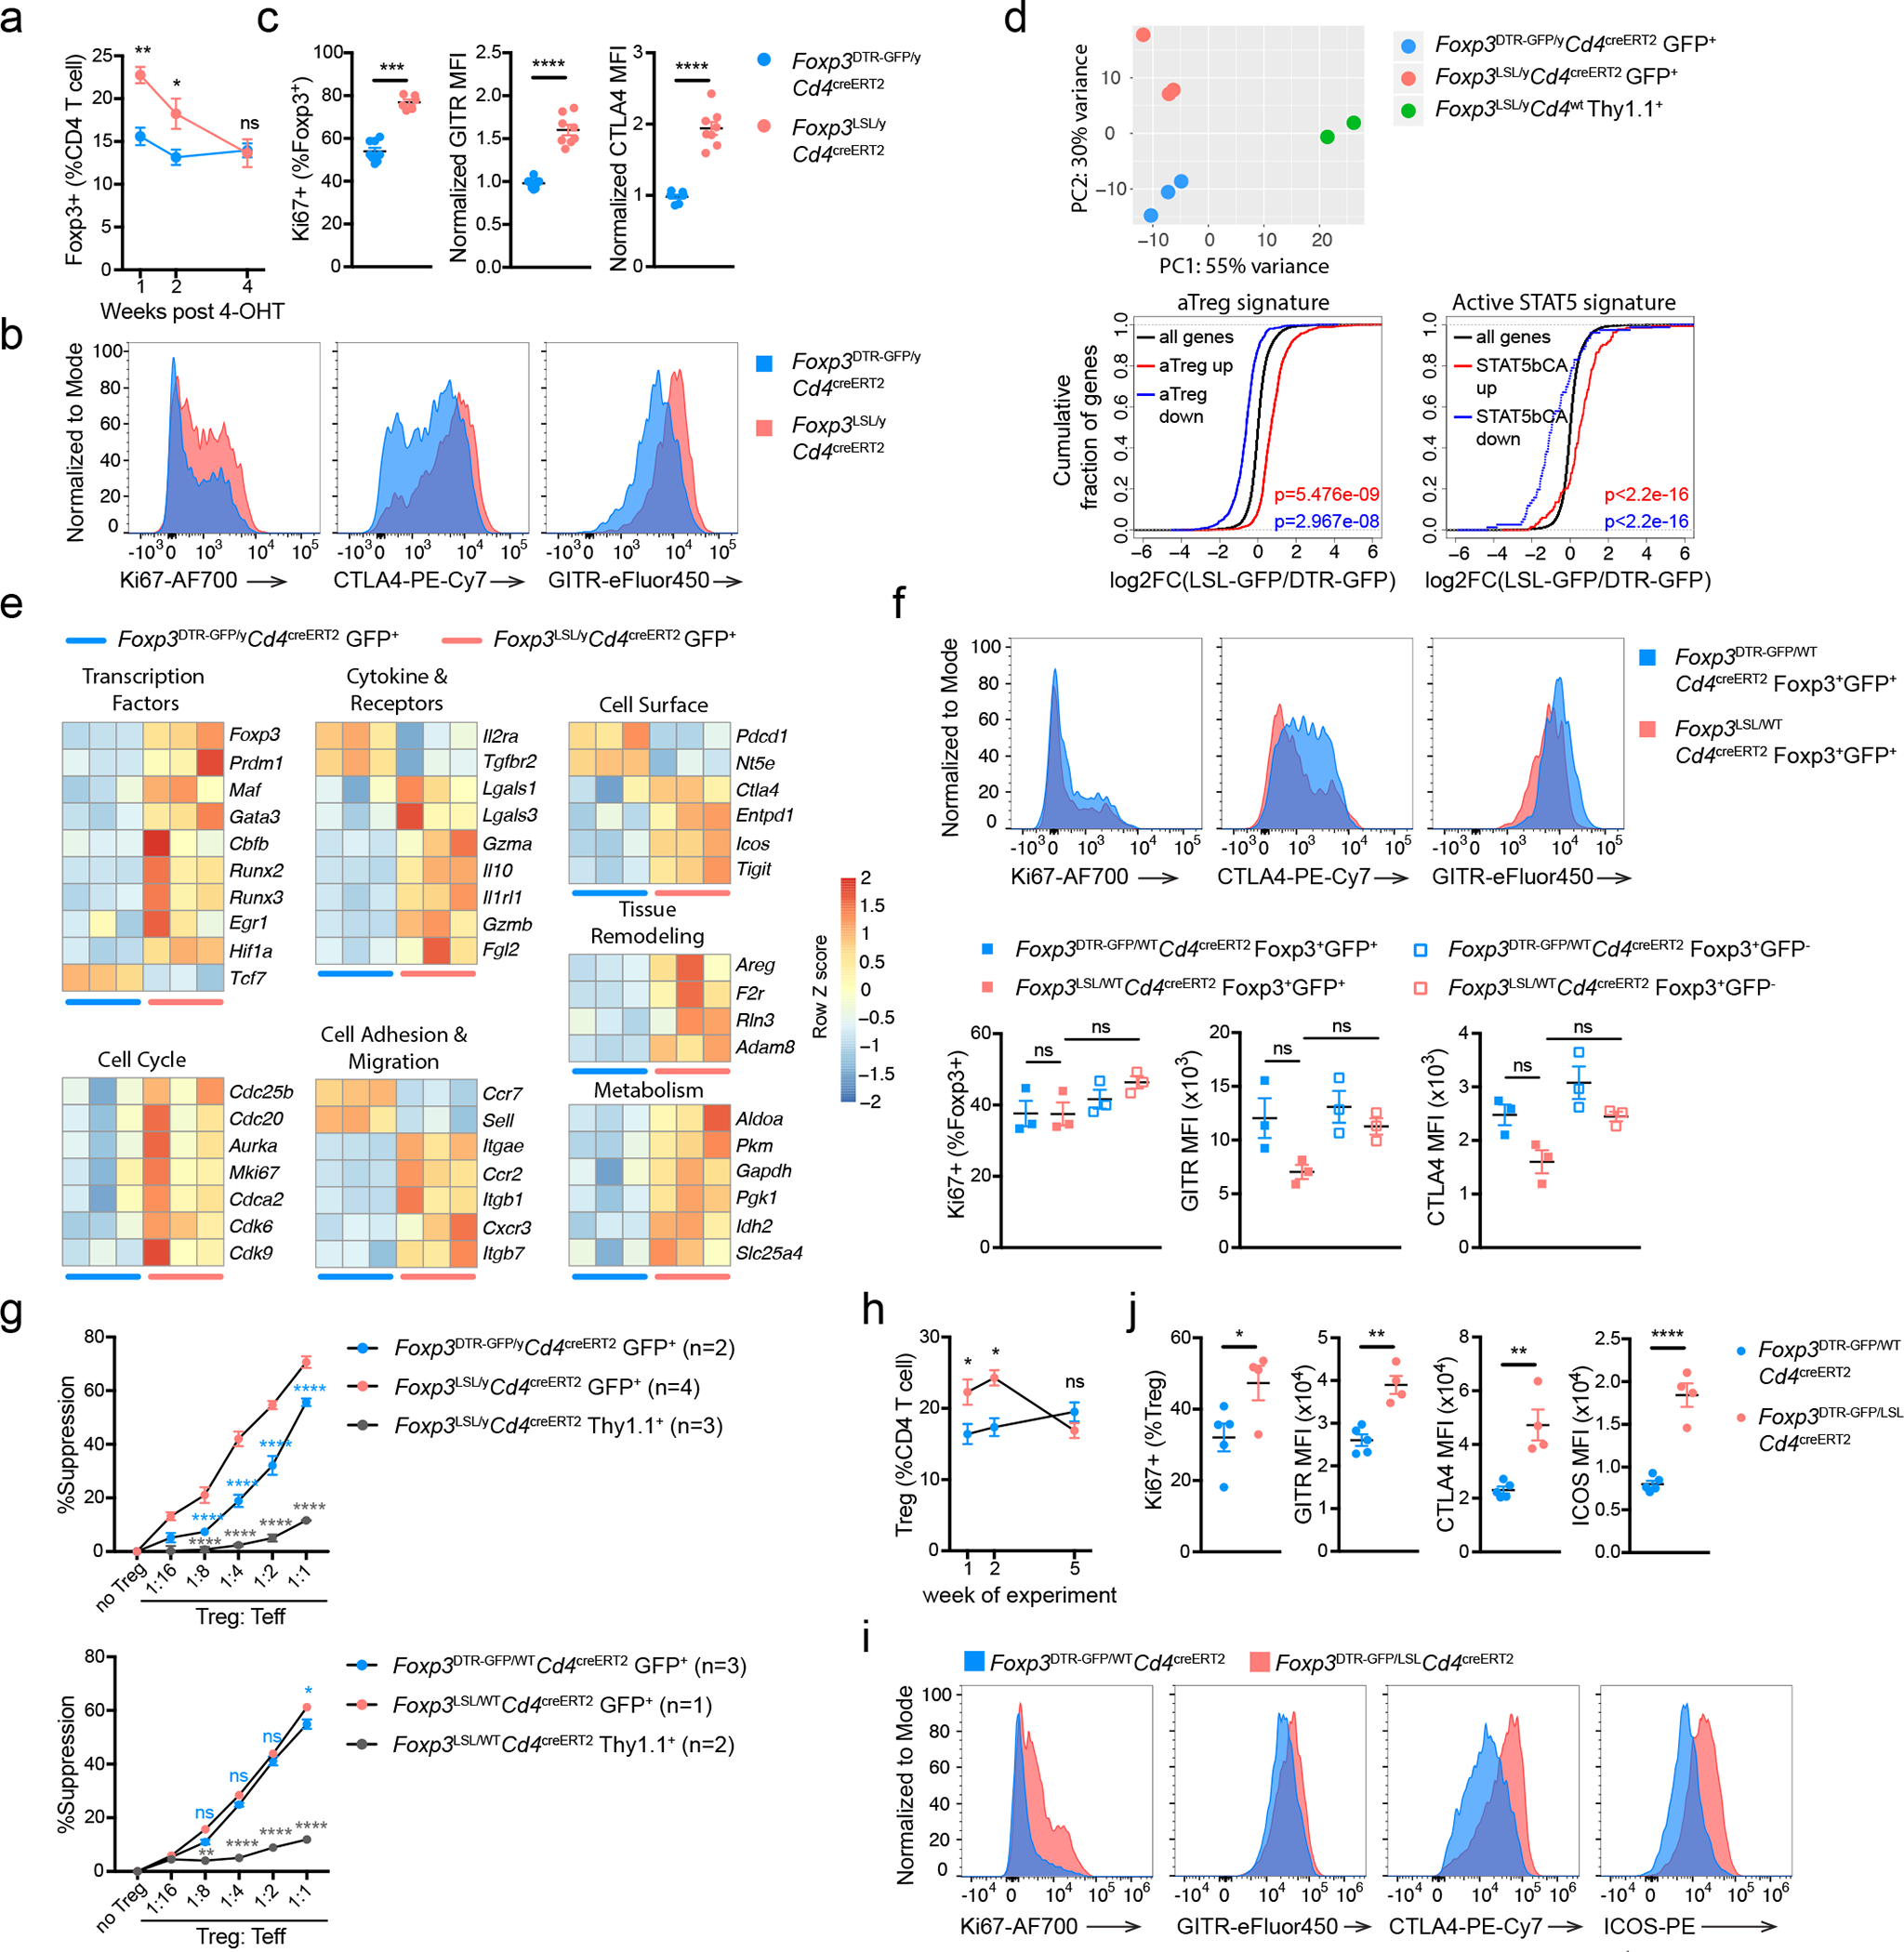
Rescued Treg cells in inflamed mice are activated and potently suppressive in inflammatory settings. **a-c**, Male *Foxp3*^DTR-GFP^*Cd4*^creERT2^ and *Foxp3*^LSL^*Cd4*^creERT2^ mice were treated with 4-OHT on postnatal day 14. Data are pooled from three independent experiments. **a**, Percentages of splenic Treg cells at indicated time points following 4-OHT treatment. Two-tailed unpaired *t*-tests with Holm-Sidak multiple comparison. **b, c**, representative histograms (**b**) and combined data (**c**) showing expression of Ki67, CTLA4 and GITR by rescued and control splenic Treg cells on day 7 post 4-OHT treatment. Two-tailed unpaired *t*-tests. **d, e**, RNA-seq analysis of rescued Treg cells, control Treg cells, and Treg “wannabes” from male mice of indicated genotypes treated with 4-OHT on postnatal day 14 and analyzed 7 days afterwards. **d**, Principal component analysis of gene expression in the three indicated cell populations (top), and empirical cumulative distribution function plots showing gene signatures of activated Treg cells (bottom left) and Treg cells expressing a constitutively active form of STAT5b (bottom right). Two-sided Kolmogorov-Smirnov test. **e**, Heatmaps showing expression of curated genes in rescued and control Treg cells from mice of indicated genotypes. **f**, Expression of Ki67, CTLA4 and GITR by indicated splenic Treg cell subsets from mosaic heterozygous *Foxp3*^DTR-GFP*/*WT^*Cd4*^creERT2^ and *Foxp3*^LSL*/*WT^*Cd4*^creERT2^ female mice treated with 4-OHT on postnatal day 14 and analyzed after 7 days. One-way ANOVA with Tukey’s multiple comparison test. **g**, Suppression of *in vitro* proliferation of conventional CD4 T cells induced by α-CD3 antibody and antigen-presenting cells by control or rescued Treg cells (GFP^+^) or Treg “wannabes” (Thy1.1^+^) from indicated strains of mice on day 7 post 4-OHT treatment. Two-way ANOVA with Tukey’s multiple comparison test. **h-j**, Adult mosaic heterozygous female *Foxp3*^DTR-GFP*/*WT^*Cd4*^creERT2^ and *Foxp3*^DTR-GFP*/*LSL^*Cd4*^creERT2^ mice were treated as in Figure 2a. **h**, Percentages of splenic Treg cells at indicated time points following tamoxifen treatment. Multiple *t*-tests with Holm-Sidak multiple comparison. **i, j,** Representative histograms (**i**) and combined data (**j**) showing expression of indicated markers by Treg cells at week 1. Two-tailed unpaired *t*-tests. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

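The 48 genes of the heatmaps of Fig. 3e analysed here all changed in the direction drawn, with log2 fold changes between −0.98 (*Tcf7*) and 4.86 (*Gzma*). Over all genes tested, 23 of the 48 were past the adjusted p threshold of edgeR's test and 42 that of DESeq2; adjusted over the list alone, all 48 passed edgeR's, which shows no stability because the list was curated from these libraries. By the families of the heatmap, edgeR called 6 of 10 transcription factors, 5 of 9 cytokines and receptors, 3 of 6 cell surface genes, 2 of 4 tissue remodeling genes, 5 of 6 adhesion and migration genes and 2 of 6 metabolism genes. None of the 7 cell cycle genes was called, at log2 fold changes between 0.64 and 1.29 and adjusted p-values between 0.0616 and 0.294 by edgeR, while DESeq2 called 6 of them. *Mki67* was not called by either (log2 fold change 1.18, 1435 ± 1068 and 3250 ± 1105 normalized counts, SD, n = 3 each). This is mRNA, whereas panels b and c show Ki67 protein. The lowest adjusted p-values were those of *Foxp3* and *Adam8* (log2 fold change 2.84, standard error 0.23, adjusted p = 0.000393 by edgeR), followed by *Il10* and *Ccr2* (2.40, standard error 0.22, adjusted p = 0.000517 by edgeR).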

**Figure 4 |:**
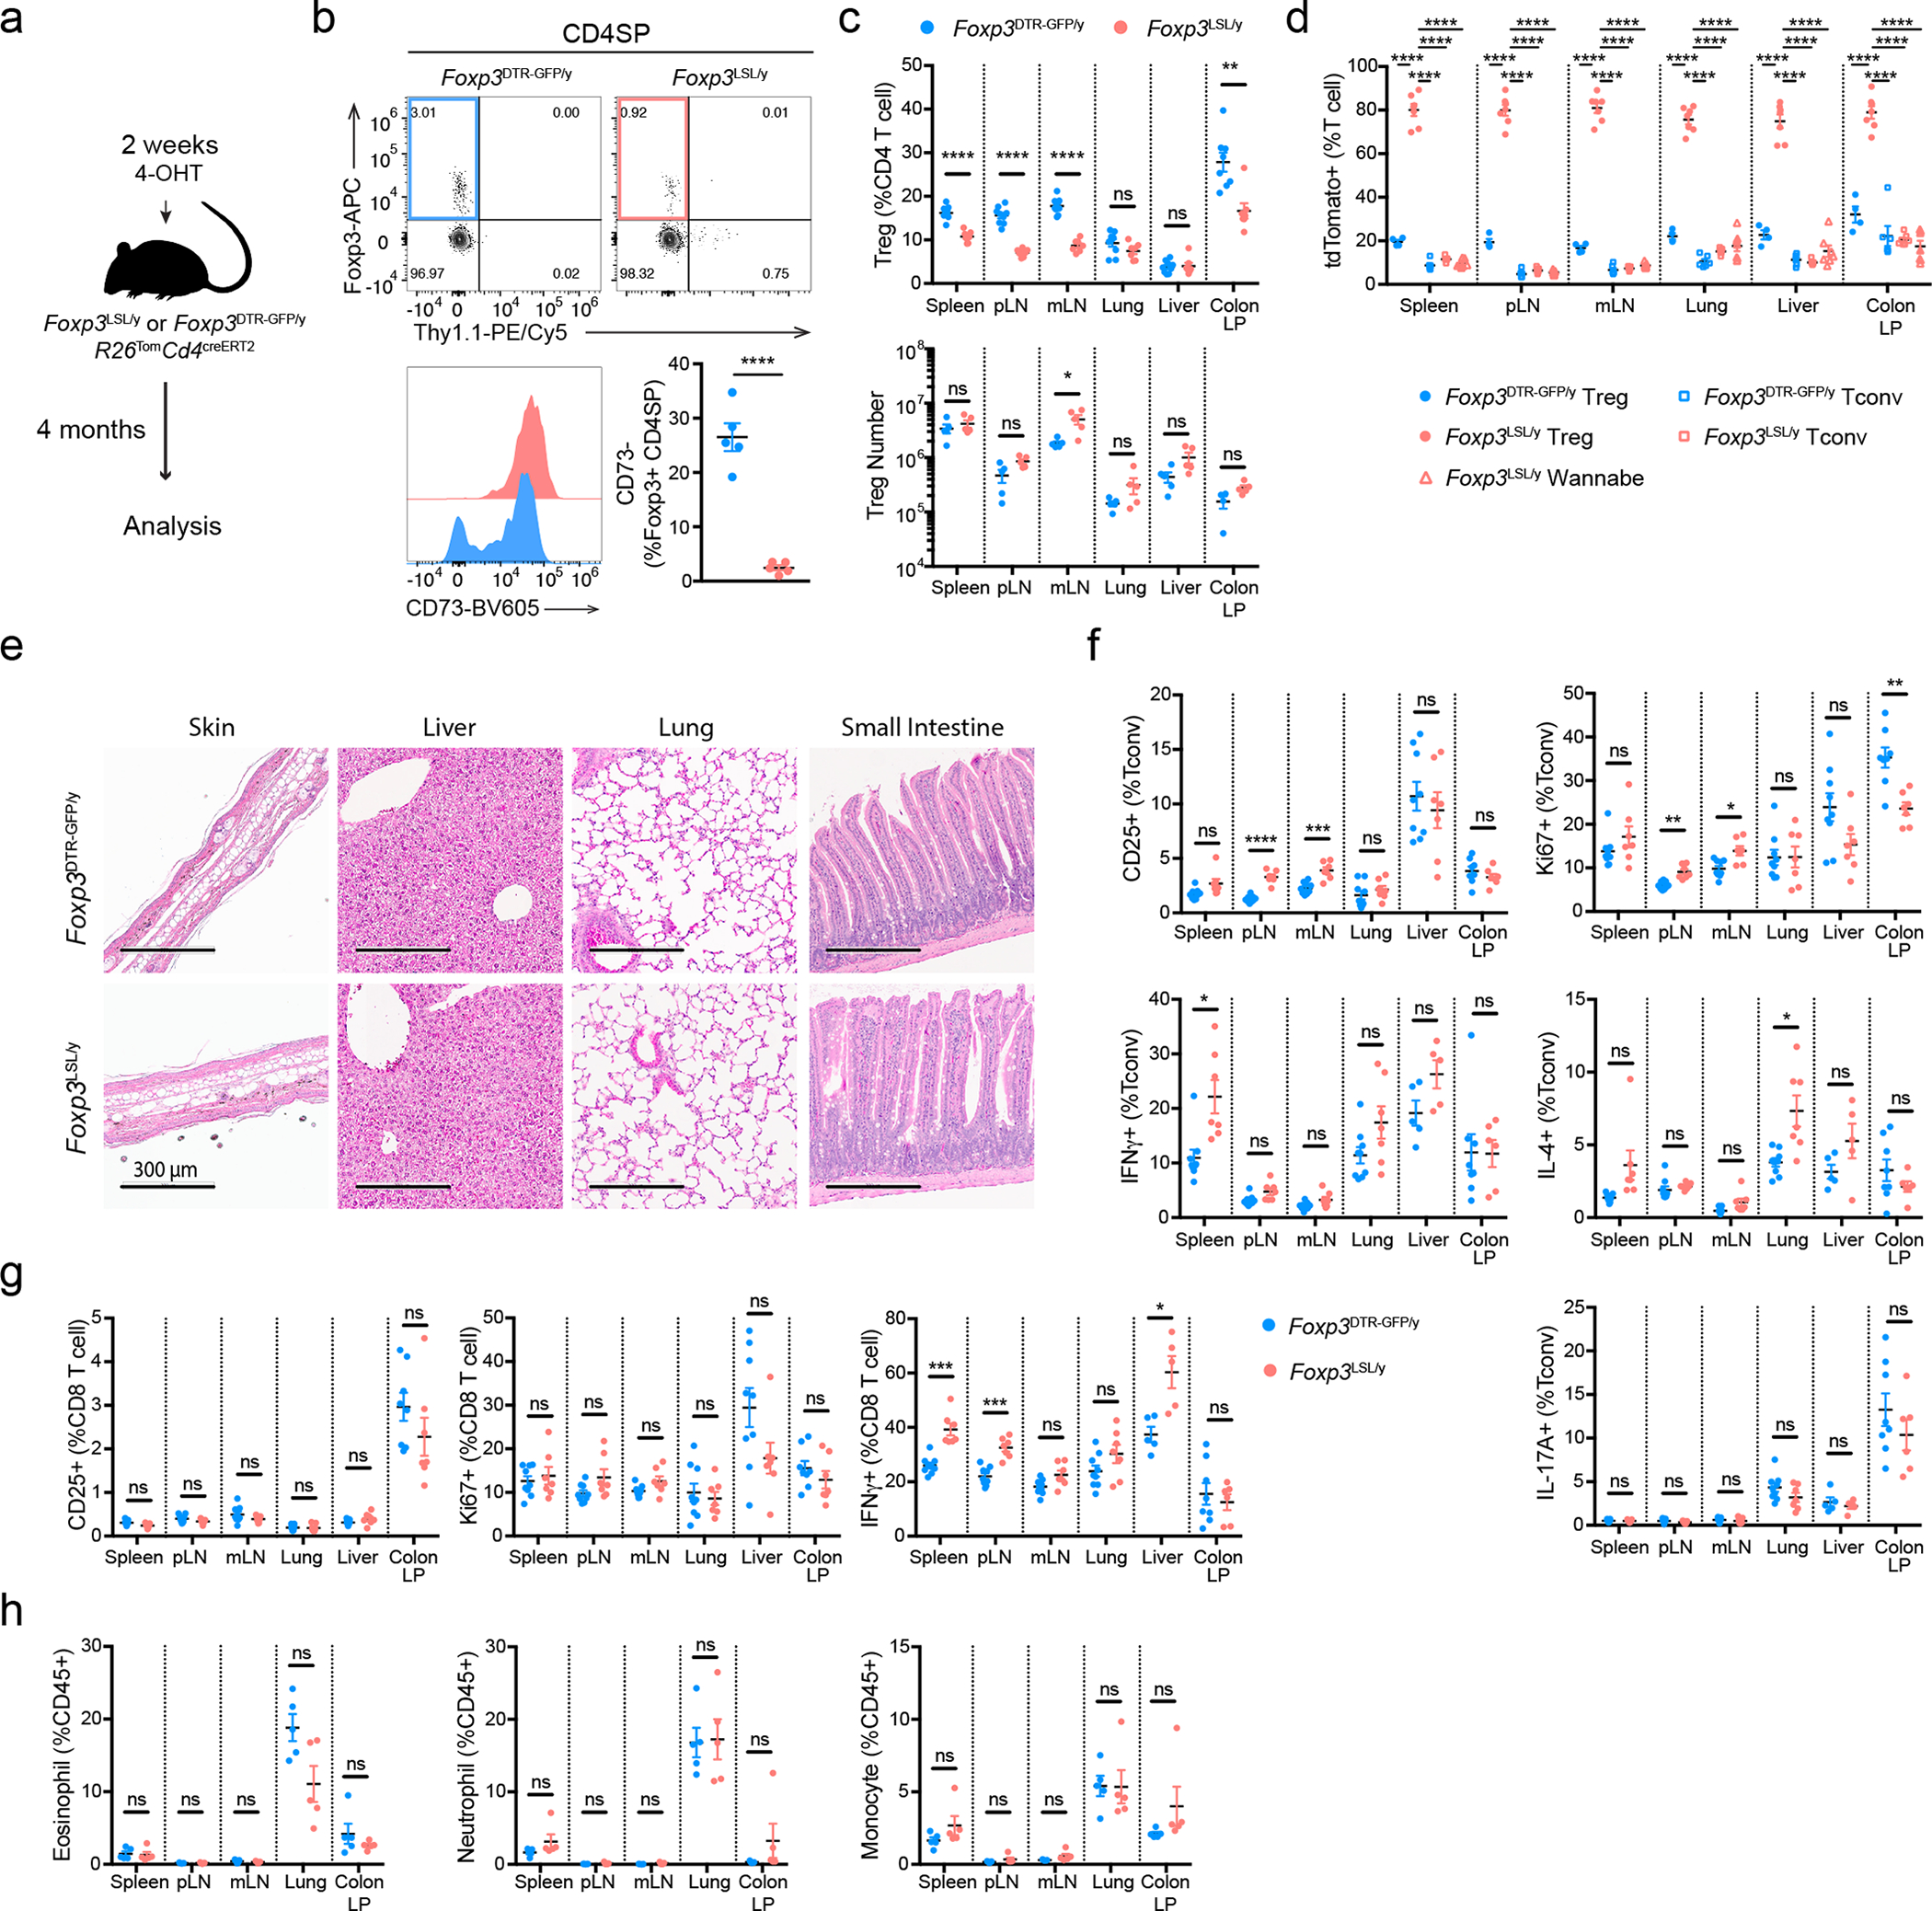
Rescued Treg cells in male *Foxp3*^LSL^ mice provide long-term protection from autoimmune inflammatory disease. **a,** Experimental design. Mice were treated with a single dose of 4-OHT at 2 weeks of age and analyzed 4 months later. **b,** Flow cytometric analysis of CD73 expression in Foxp3^+^ CD4 single-positive thymocytes as a discriminating marker of recirculating vs. recently generated thymic Treg cells. Two-tailed unpaired *t*-test. **c,** Flow cytometric analysis of Treg cell percentages (upper panel) and absolute numbers (lower panel) in tissues of mice of indicated genotypes. Two-tailed unpaired *t*-tests with Holm-Sidak multiple comparison. **d,** Percentages of lineage-traced (tdTomato^+^) Treg cells, Treg “wannabes”, and conventional CD4 T cells. One-way ANOVA with Dunnett’s multiple hypothesis test. **e,** Analysis of histopathology in mice of indicated genotypes. Haematoxylin and eosin staining of sections of the indicated organs. Images are representative of 9 *Foxp3*^DTR-GFP/y^ and 7 *Foxp3*^LSL/y^ mice. **f-h,** Percentages of activated, proliferating, and cytokine-producing conventional CD4 T cells (**f**), CD8 T cells (**g**) and myeloid populations (**h**) from indicated organs. Data are pooled from two independent experiments. Two-tailed unpaired *t*-tests with Holm-Sidak multiple comparison. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; LP, lamina propria. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Figure 5 |:**
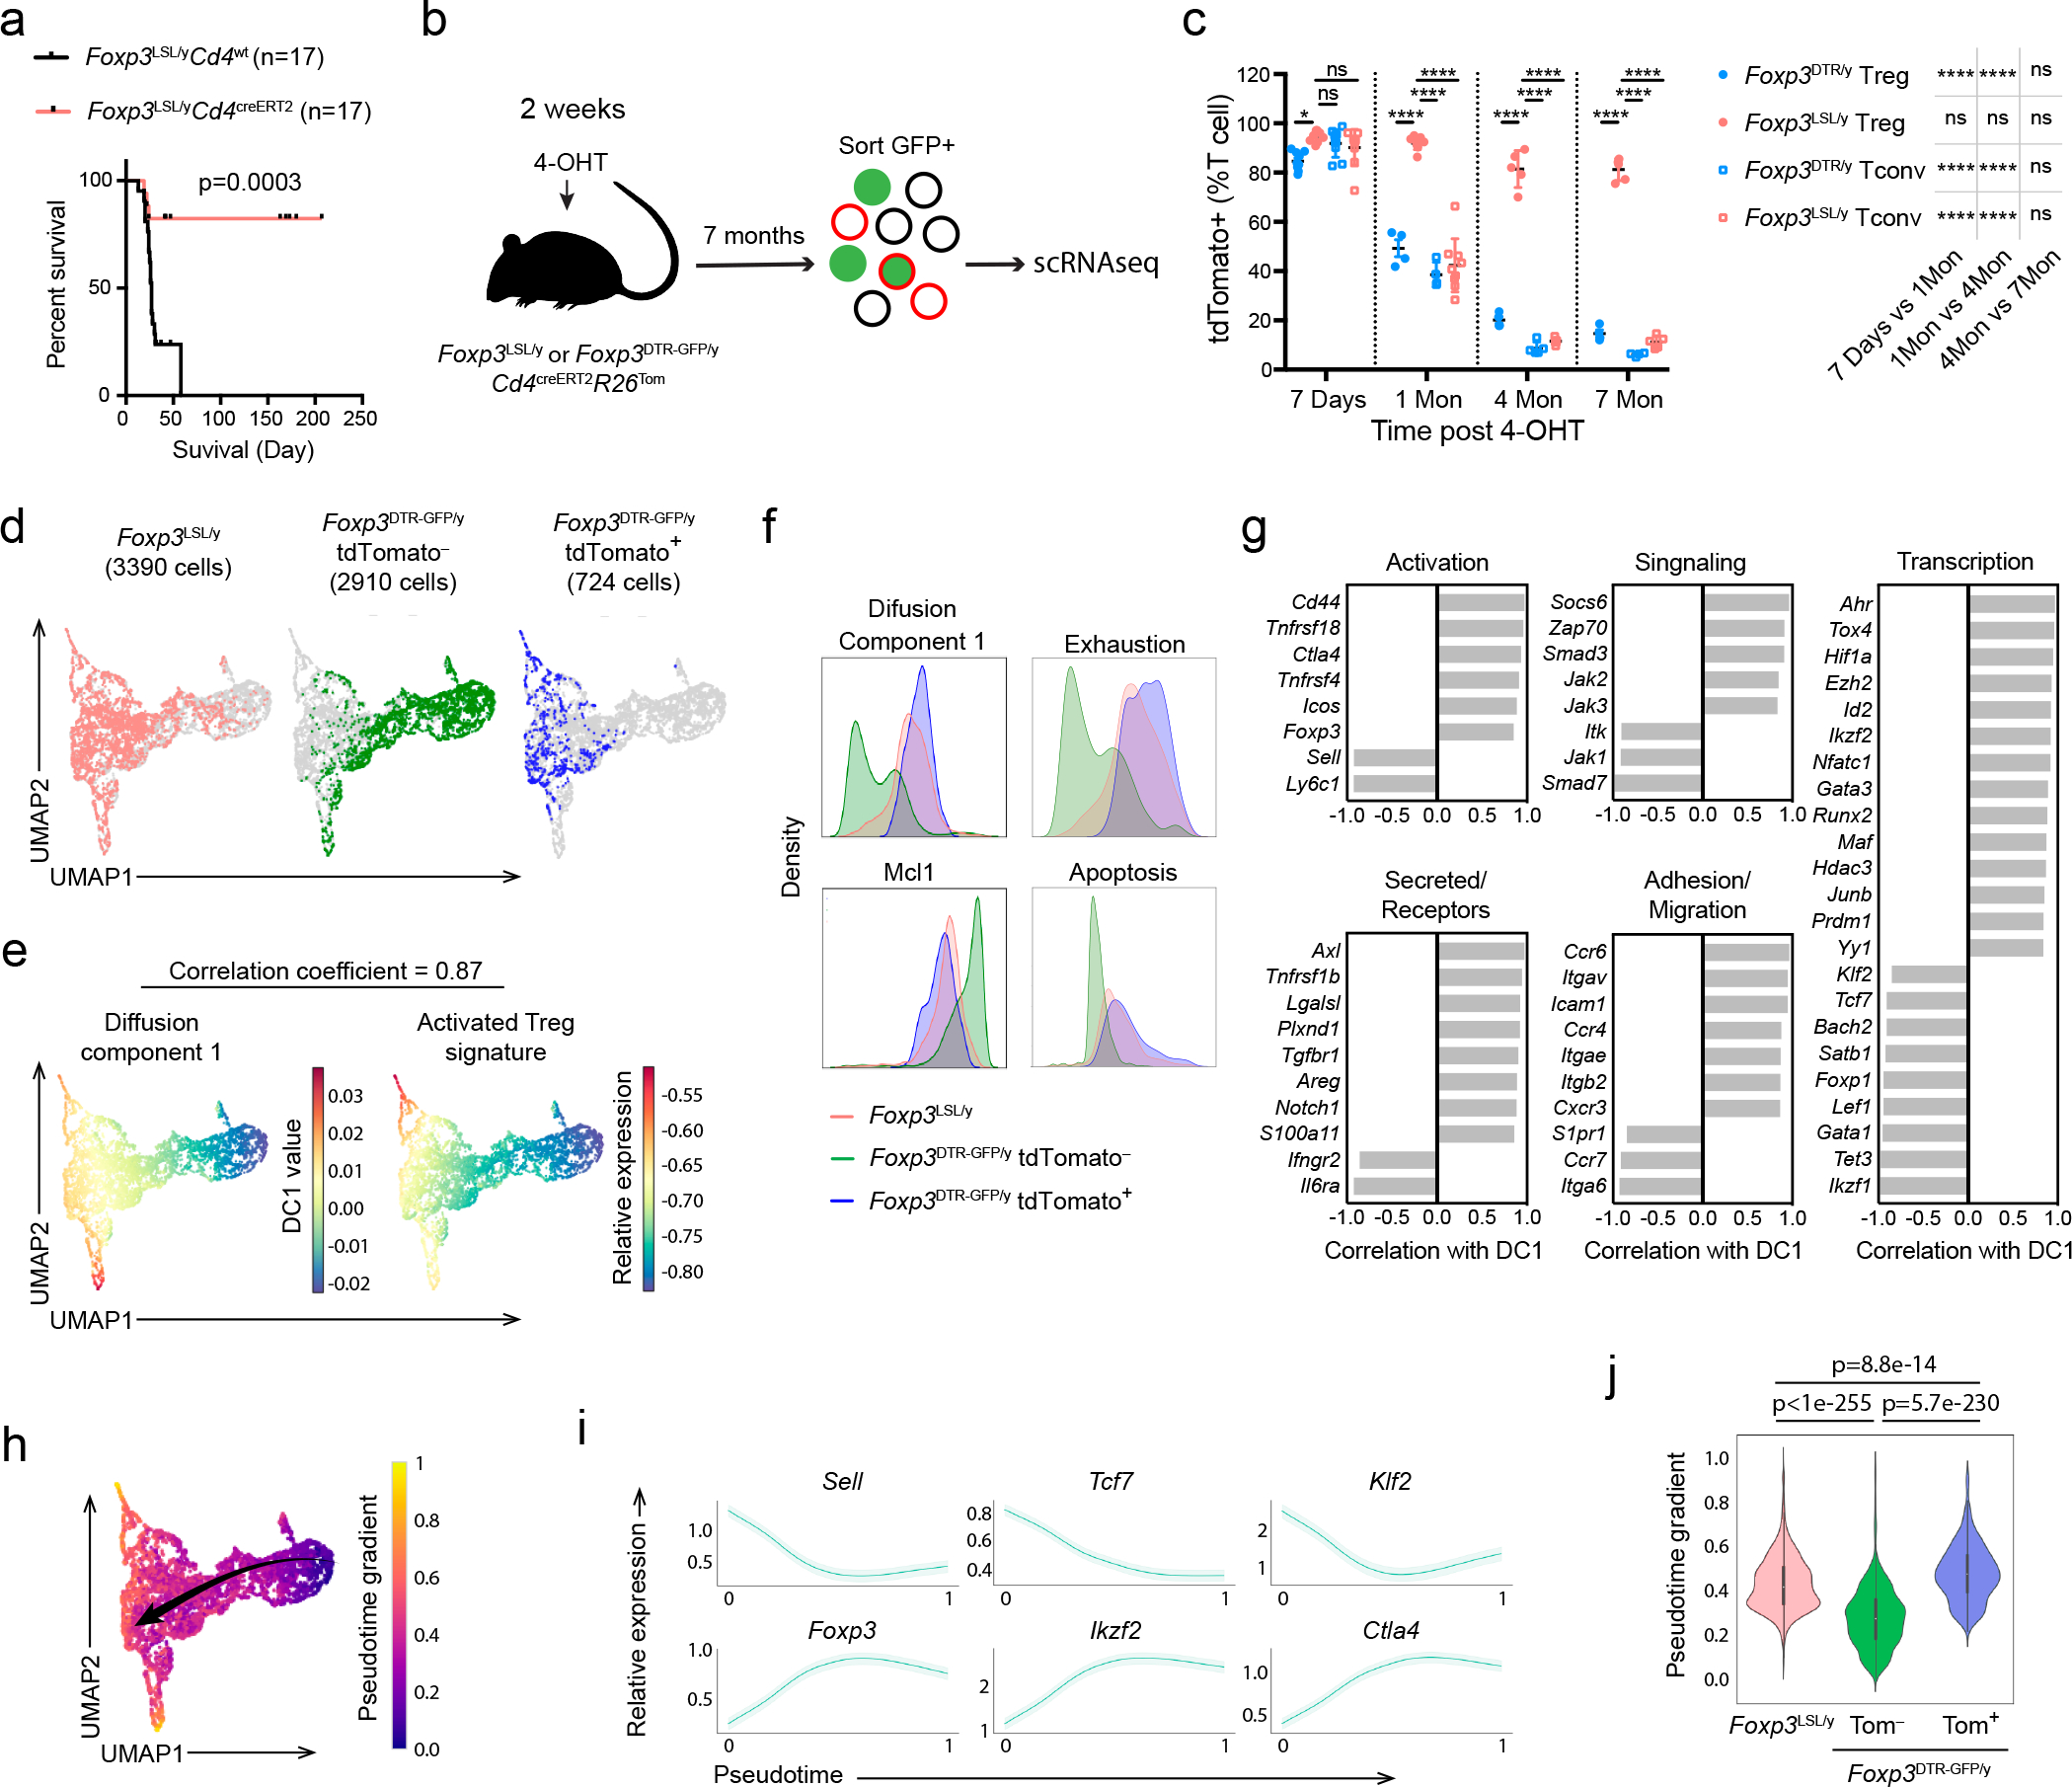
Single-cell transcriptomic analysis of control and long-lived rescued Treg cells. **a,** Survival plot of 4-OHT-treated male *Foxp3*^LSL^*Cd4*^wt^ and *Foxp3*^LSL^*Cd4*^creERT2^ mice. Mantel-Cox test. **b,** Experimental design. Mice were treated with 4-OHT at 2 weeks of age and Foxp3^+^ Treg cells, FACS-purified based on GFP expression, were subjected to scRNA-seq analysis using 10X Genomics platform 7 months later. **c,** Percentages of fate-mapped splenic Treg cells and conventional CD4 T cells in control and rescued mice at indicated time points post 4-OHT treatment. Scatter plot shows mean ± s.e.m. Two-way ANOVA with Tukey’s multiple comparison correction. **d,** UMAP visualization of the single-cell transcriptomes of experimental *Foxp3*^LSL^ and control tdTomato^−^ or tdTomato^+^ *Foxp3*^DTR-GFP^ Treg cells. **e,** UMAP visualization colored by diffusion component 1 (DC1, left) and the expression level of activated Treg cell gene signature (right). **f,** Histograms depicting the density of *Foxp3*^LSL^ and tdTomato^+^ or tdTomato^−^ *Foxp3*^DTR-GFP^ Treg cells along DC1, *Mcl1* expression, and the average expression levels of indicated gene sets. **g,** Correlation of curated genes with DC1. **h**, UMAP visualization colored by pseudotime generated with Palantir. Arrow indicates the direction of differentiation across the map. **i**, Expression of representative genes along the pseudotime trajectory. **j,** Violin plots showing the pseudotime values of *Foxp3*^LSL^ and tdTomato^+^ or tdTomato^−^ *Foxp3*^DTR-GFP^ Treg cells. White dots denote medians. Thick vertical bars delimit the interquartile ranges. Thin vertical lines represent upper and lower adjacent values. Histograms show distributions of the data, maxima and minima. Two-tailed *t*-test.

**Figure 6 |:**
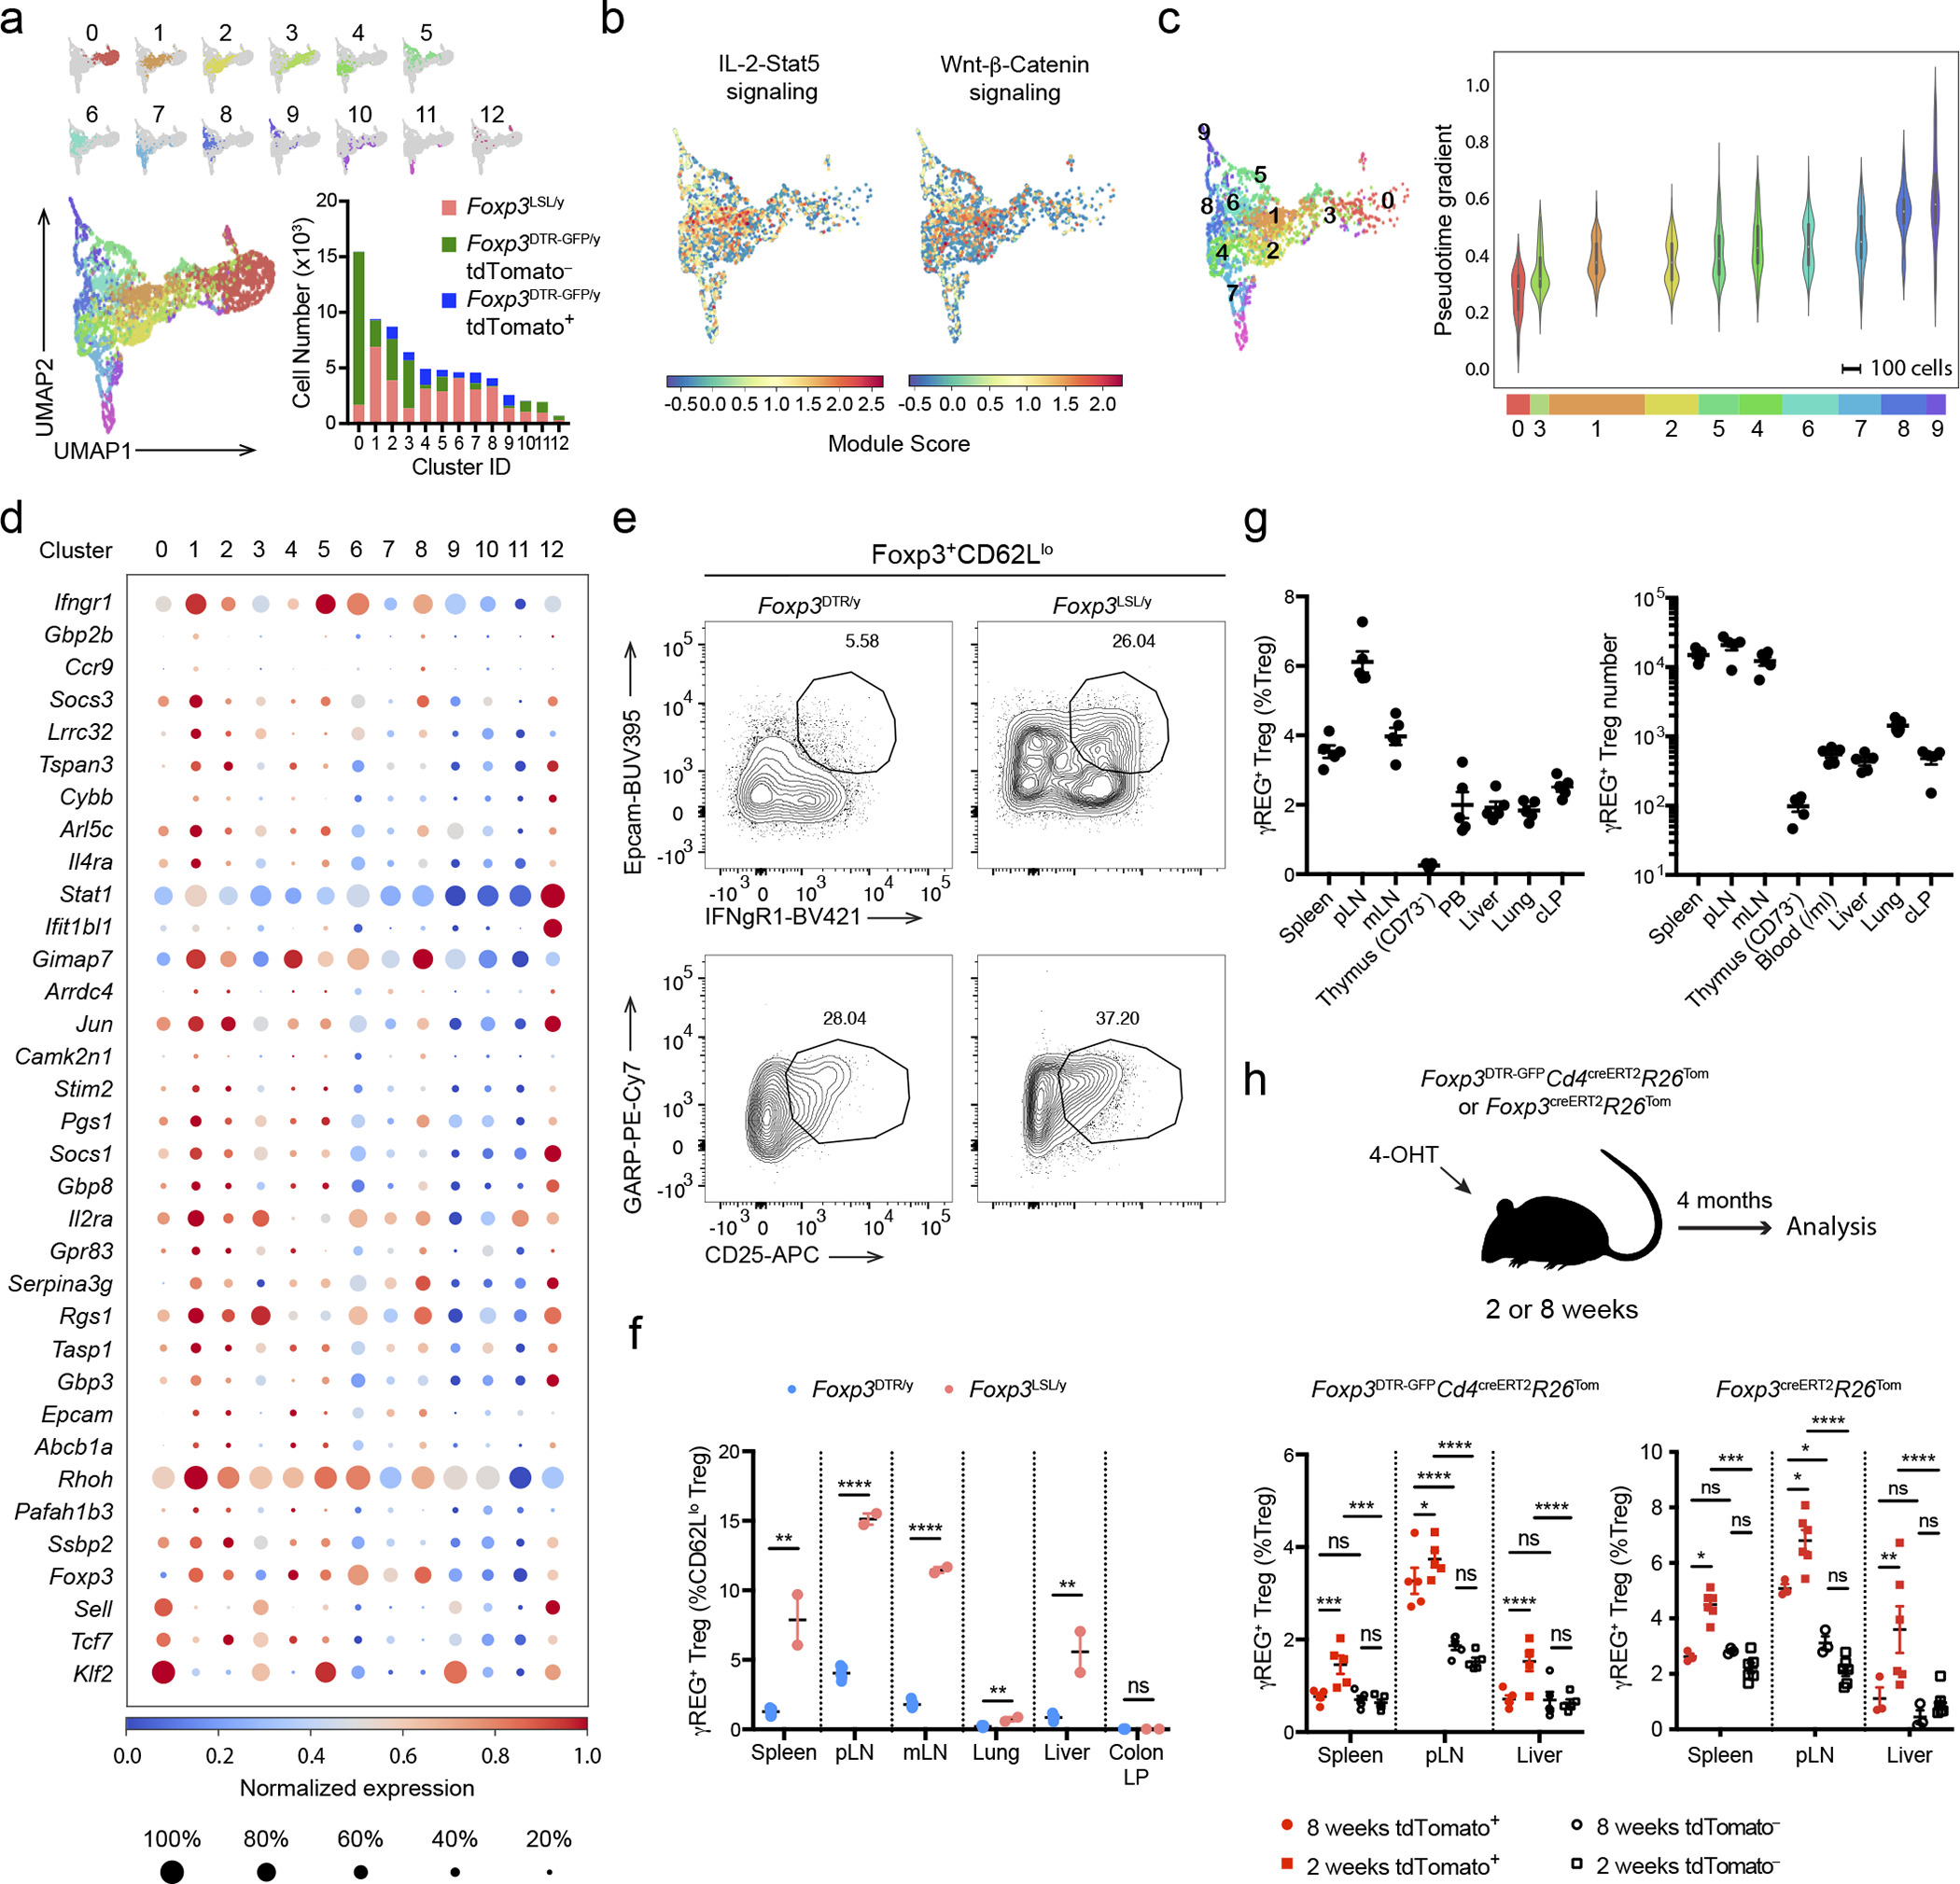
Identification and analysis of γREG^+^ Treg cells from the single-cell RNA-seq data. **a,** UMAP visualization colored by the clusters. Bar graph shows the numbers of cells from each sample that contributed to the individual clusters. **b**, UMAP visualization of *Foxp3*^LSL^ Treg cells colored by the Seurat module scores for the indicated gene sets. **c**, Violin plots showing the pseudotime values of *Foxp3*^LSL^ Treg cells from the top 10 clusters. White dots denote medians. Thick vertical bars delimit the interquartile ranges. Thin vertical lines represent upper and lower adjacent values. Histograms show distributions of the data, maxima and minima. Horizontal bars indicate the numbers of *Foxp3*^LSL^ Treg cells contributing to each cluster. **d**, Dot plot showing the expression of top enriched genes and underrepresented genes (p<0.05) from cluster 1 expressed by more than 20% of the cells in at least one cluster. P-values for enriched genes were calculated with two-tailed *t*-test, as used by the default parameters of Scanpy. See Supplementary Table 1 for list of enriched genes by cluster. **e-f,** Representative plots (**e**) and combined data (**f**) showing the frequencies of γREG^+^ Treg cells among splenic CD62L^lo^ Treg cells in rescued and control mice treated with 4-OHT on postnatal day 14 and analyzed 4 months later. Two-tailed unpaired *t*-tests with Holm-Sidak multiple comparison. **g**, Frequencies (left) and absolute numbers (right) of γREG^+^ Treg cells in various tissues of unmanipulated 8-week-old *Foxp3*^GFP^ mice. **h**, Percentages of γREG^+^ Treg cells among tdTomato^+^ or tdTomato^−^ Treg cells “time-stamped” in adult (8-week-old) or perinatal (2-week-old) mice and analyzed after 4 months. Two-way ANOVA with Tukey’s multiple comparison test. All error bars denote mean ± s.e.m. ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. pLN, peripheral (brachial, axillary, and inguinal) lymph nodes; mLN, mesenteric lymph nodes; PB, peripheral blood; cLP, colonic lamina propria.

How the deposited data were processed for this re-analysis (not part of the article)

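Bulk RNA-seq libraries of sorted cells were used from 2 experiments. The first holds 3 control Treg, 3 rescued Treg and 2 Treg “wannabe” libraries of male mice, and the second 3 resting and 2 activated Treg “wannabe” libraries of female mice. Libraries were assigned to populations by their labels, their genotypes and the methods, and replicate numbers come from the titles of the libraries. The authors aligned reads with STAR to GRCm38, realigned them locally with GATK and counted them per gene in R, and the deposited values are counts, whole numbers that had not been normalized. The paper's text does not name the gene annotation or the strand setting of the counting. No reads were realigned here.
Each table lists 24421 entries; 4 without a gene name were left out, and 24417 genes were used. Coordinates, gene lengths and GC content come from GENCODE mouse release M21 on GRCm38, to which 23607 genes (96.7%) could be matched by symbol. Total counts per library lay between 25558402 and 36660933. A floor of 3 counts is between 8.18e-06 and 1.17e-05 percent of these totals. The reads carry no molecular identifiers, so this floor covers counting error only. Where every library of a population was at or under the floor, folds were computed against the floor and are lower bounds.
Differential expression was computed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr on the groups, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p under 0.05. The male libraries were fitted together, the female libraries on their own, and the difference between the experiments' changes was tested as a contrast over all 13 libraries. The common biological coefficient of variation was 0.510 in the male and 0.171 in the female libraries. Principal components were computed without scaling from DESeq2's rlog of genes with at least 1 count. Gene sets were tested with limma 3.58.1's camera, adjusted over the 6 sets. The cell cycle lists come from SeuratObject 5.2.0 with human symbols rewritten in the mouse style, the Reactome lists from fgsea 1.28.0, and the markers of single-cell clusters 0, 1 and 8 from Supplementary Table 1 of the paper. Normalized counts are scaled by TMM library size. Log2 CPM used a prior count of 2.
The genes named are those the paper names for these libraries in Fig. 3e, the results and the discussion, *Tnfrsf18*, the cluster 1 markers *Ifngr1*, *Epcam*, *Lrrc32* and *Il4ra*, and *Foxp3*. To these were added, for each of 3 comparisons, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, with a mean normalized count over 100 across all libraries of the experiment and no overlap between the libraries compared. Genes outside this rule, such as *Ccdc22*, *Thy1*, *Ddx3y*, *Xist*, *Cd4* and the type 17 genes, were chosen as checks of the labels or after their values were seen.
The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter, a mean normalized count over 100, DESeq2 together with that filter, the replicate number as a block, a fit of only the 2 populations compared, an unadjusted p, no p-value threshold, other genes or transformations for the principal components, limma's fry for the gene sets, and leaving out each library in turn. All were set before the data were examined. No p-value or call was made where a population was left with 1 library.
The tests were also run on simulated data with 200 changed genes. All planted changes were more than 2-fold, in genes with a mean normalized count over 100. Counts were drawn with the dispersion trend, without the spread of single genes around it. The rates below therefore do not describe smaller changes or transcripts lost from single libraries. In the male design edgeR recovered 178 of them with 13 false calls and DESeq2 190 with 63, and in the female design both recovered 200, with 9 and 29 false calls. The test of the difference of changes recovered 354 of 394, with 5 false calls.
Results for some genes that this rule or these checks covered are not reported. The Treg and STAT5 activation signatures and the Hallmark and GO gene sets the paper names were not used here, and neither were the single-cell libraries, the flow cytometry or any protein measurement.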

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

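The tests on a single library and on B cell and myeloid RNA were chosen after the results were seen; those on depth, on the separate experiments and on GC content and gene length were written before.
The change from control to rescued Treg cells was compared with the change from resting to activated “wannabes” by testing the difference of the log2 fold changes over all 13 libraries. It differed for 233 of the 15201 genes tested (edgeR, adjusted p under 0.05), with the larger value in Treg cells for 122. Of the 82 named genes tested, 24 differed. The difference of log2 fold changes, Treg cells minus “wannabes”, was positive for *Foxp3* (2.55), *Prdm1* (2.27), *Maf* (2.30), *Egr1* (1.33), *Hif1a* (0.86), *Il10* (3.56), *Fgl2* (1.90), *Nt5e* (1.42), *F2r* (1.48), *Adam8* (2.46), *Ccr2* (2.65), *Il4* (5.12), *Il21* (7.82), *Blk* (6.74) and *Mmp9* (5.67). It was negative for *Tcf7* (−1.01), *Il1rl1* (−3.03), *Itgb1* (−1.33), *Oasl1* (−3.93), *Mx2* (−3.55), *Oas2* (−3.79), *Oasl2* (−4.50), *Hrh4* (−5.99) and *Cd22* (−6.37). For *Il10* the change was a rise of 2.60 in Treg cells and −0.94 in “wannabes”, and for *Il21* 5.03 and −2.73. For *Il1rl1* both populations rose, by 1.24 and 4.29, so the sign of a difference does not give the direction of either change.
Unequal depth could produce such differences, but after all libraries were thinned to the same total 221 of the 233 genes (94.8%) were still called. After each library was corrected for GC content and gene length, 223 of the 229 of these genes with known GC content and length (97.4%) were still called, among 345 called in all. The experiments also differ in sex, age and the trigger of disease, and 0 populations were sequenced in both, so the differences cannot be told apart from a difference between experiments. A difference between cells with and without Foxp3 protein is the biological explanation the design gives, and it remains a hypothesis.
Among the genes chosen by size of change, 13 rises lie outside the genes the paper discusses. From control to rescued Treg cells these were *Il4* (log2 fold change 6.50), *Epas1* (5.92), *Fn1* (5.26), *H2-Aa* (5.11) and *Il21* (5.03). From male “wannabes” to rescued Treg cells they were *Ptpn5* (9.99), *Oasl1* (8.76), *Pak1* (5.42) and *Mmp9* (4.88), and from resting to activated “wannabes” *Bace2* (9.96), *Hrh4* (8.17), *Ifitm1* (7.84) and *Cd22* (6.50). For *Ptpn5*, *Oasl1* and *Bace2* the lower population was at or under the floor of 3 counts, and the log2 values rest on edgeR's prior count.
All 13 (100%) were still called after the correction for GC content and gene length, but these genes were chosen for large changes, so this shows no stability. In every fit that left out one library and kept 2 in each population compared, 10 of the 13 (76.9%) were called; *Fn1*, *H2-Aa* and *Il21* were not. Their calls depend on single libraries, while their log2 fold changes were at least 4.78, 4.29 and 4.34 in these fits. RNA from other cells is another candidate explanation for genes such as *H2-Aa*, *Fn1* and *Cd22*. The summed counts of B cell markers had a ratio of 0.612 between rescued and control Treg cells and 0.867 between activated and resting “wannabes”, and those of myeloid markers 0.551 and 1.79. In each of these 4 comparisons the libraries overlapped, so neither source separates the populations. *Cd22* and *Blk* were left out of the marker list because they are themselves among the genes tested. The rises from control to rescued Treg cells were those of genes with a still higher mean in male “wannabes”, whereas *Thy1*, the marker of “wannabes”, was not higher in rescued (1303) than in control (1446) Treg cells. A response to inflammation is a biological explanation the design allows for the rises in rescued over control Treg cells and in activated over resting “wannabes”. Rescued Treg cells also gained Foxp3 only after 4-OHT. Delayed Foxp3 expression, which the paper weighs as a cause of their suppressor capacity, is therefore another for their rises. The paper examined it in healthy females by flow cytometry and suppression, not for these genes. Each remains a hypothesis. For the rises over male “wannabes”, both populations come from mice that had the disease. The degree of inflammation may still differ there, as the paper reports lower T cell activation in rescued mice within a week. The design therefore neither gives nor excludes inflammation as their explanation. Among the rises over male “wannabes”, *Ptpn5*, *Oasl1* and *Pak1* had higher means in control (627, 1099 and 341 normalized counts) than in rescued Treg cells (127, 53.7 and 157). *Mmp9* went the other way, with 178 in control and 1527 in rescued Treg cells.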

How the results depend on the processing

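No test in this part was chosen after the result was seen.
Between rescued and control Treg cells the number of differentially expressed genes rose from 343 to 1195 with DESeq2, to 1023 with DESeq2 and a mean normalized count over 100, to 612 with no filter and to 580 with only the 2 populations fitted. Those that rose more than 2-fold (171) became 471, 384 and 309 with the first 3 of these, 656 with an unadjusted p under 0.05 and 593 with no p-value threshold and a mean normalized count over 100. Those that fell more than 2-fold (93) became 254 with DESeq2, 183 with DESeq2 and the mean count filter, 438 with an unadjusted p and 305 with no p-value threshold. Genes that rose more than 2-fold in both experiments (63) became 129 with DESeq2, 192 with an unadjusted p and 170 with no p-value threshold. Those that fell in both (13) became 42 with DESeq2, 31 with DESeq2 and the mean count filter, 22 with no filter, 22 with only the 2 populations fitted, 69 with an unadjusted p and 51 with no p-value threshold. DESeq2 gave 3316 genes between rescued Treg cells and “wannabes”, 3751 between control Treg cells and “wannabes” and 792 whose change differed between Treg cells and “wannabes”. On simulated data of the male design DESeq2 made 63 false calls and edgeR 13, and recovered 190 and 178 of 200 genes. The simulated changes were all more than 2-fold, so these rates do not describe smaller ones. The cause of the larger counts was not tested.
The first principal component held 52.1% of the variance with the 500 most variable genes and 24.9% with log2 CPM. The median of the cell cycle set, 0.54, does not depend on the gene set test; its adjusted p was 0.307 with limma's fry, against at most 0.00133 with camera in the fits that left out a library.
Across the fits that each left out one library, counts ranged from 114 to 598 for rescued against control Treg cells, 1570 to 1818 for rescued Treg cells against “wannabes”, 1549 to 2423 for control Treg cells against “wannabes”, 57 to 240 for genes up and 39 to 139 for genes down more than 2-fold in rescued Treg cells, 20 to 77 and 3 to 23 for genes up and down in both experiments, and 139 to 430 for the difference of changes. The median of the citric acid cycle and electron transport set ranged from −0.040 to 0.089, changing sign without control replicate 2 (−0.029), rescued replicate 1 (−0.039) or rescued replicate 2 (−0.040). That of the cluster 1 set ranged from −0.27 to 0.048, positive without control replicate 2; its adjusted p ranged from 0.0426 to 0.553 in these fits and was under 0.05, with a negative median, without control replicate 1, control replicate 3 or rescued replicate 2. The medians of the cell cycle (0.28 to 0.83), cluster 0 (−0.39 to −0.32) and cluster 8 (0.21 to 0.28) sets kept their sign and their side of the threshold under camera. The counts between activated and resting “wannabes”, the correlation across genes, the second component's share and the ratio of distances stayed within the limits set for each when single libraries were left out.
The named genes gave 1100 values under the alternatives. Of these, 950 kept their direction and side of the threshold, 73 fell below it, 66 rose past it and 7 with no test moved. The other 4, all with a test, changed sign. The latter were *Il4ra* in rescued Treg cells (−0.034 without rescued replicate 3; range −0.034 to 0.28) and, in activated “wannabes”, *Tcf7* (−0.012 without resting replicate 2; range −0.030 to 0.093) and *Ccr7* (−0.0082 without resting replicate 1 and −0.14 without resting replicate 2; range −0.14 to 0.20). None of these was past the threshold. The lower end of the *Tcf7* range, −0.030, is a further change of sign, in a fit without an activated library. No test was made in that fit, and it is not among the 4.
With the replicate number as a block, the median of the citric acid cycle and electron transport set was −0.0050. The block gave 195 genes up and 115 down more than 2-fold in rescued Treg cells, 78 and 14 in both experiments, and a correlation of 0.344. In activated “wannabes”, *Fgl2*, *Ctla4*, *Icos* and *Tigit* passed the threshold with the block and *Foxp3* did not. Libraries with the same number deviated from their population means together with a mean correlation of 0.042 for rescued and control Treg cells, against −0.021 for other pairs, and −0.023 against 0.012 for activated and resting “wannabes”.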

Differences from the paper's values

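No tests of a cause were run for this part. Between control and rescued Treg cells, 171 genes rose more than 2-fold, against the paper's about 510 in Extended Data Fig. 6c, read by eye, and 93 fell, against the paper's about 310 in Extended Data Fig. 6c, read by eye. In both experiments 63 genes rose, against the paper's about 160 in Extended Data Fig. 6c, read by eye, and 13 fell, against the paper's about 62 in Extended Data Fig. 6c, read by eye. Of the alternatives set before the data were examined, 3 brought all 4 counts within the limits used. These were DESeq2, the tool the paper's methods name (471, 254, 129 and 42 in this order), an unadjusted p under 0.05 (656, 438, 192 and 69), and no p-value threshold with a mean normalized count over 100 (593, 305, 170 and 51). The last of these moved the counts between activated and resting “wannabes”, which were within the limits at 751 up and 462 down, out of them, to 613 and 372 against the paper's about 1000 and about 630 in Extended Data Fig. 6c, read by eye. DESeq2 with a mean normalized count over 100 did so for the genes that rose in rescued Treg cells only (384, 183, 94 and 31). DESeq2's size factors in edgeR (176, 89, 64 and 13), no filter (309, 139, 94 and 22), a mean normalized count over 100 (230.0, 90.0, 62 and 12), the replicate number as a block (195, 115, 78 and 14) and only the 2 populations fitted (227, 134, 72 and 22) did not.
The discussion lists the IL-2 receptor among the molecules raised in rescued Treg cells. *Il2ra* mRNA changed by −0.48 on the log2 scale (edgeR adjusted p = 0.142), the direction drawn in Fig. 3e, and *Il2rb* and *Il2rg* by 0.13 and 0.05. The results and the discussion also name genes that had the direction stated and were not past the threshold of edgeR's test. *Lgals1* was called by DESeq2 only (adjusted p = 0.0213; range from 0.0213 to 0.343 over its alternatives). *Lgals3* was called by DESeq2, with the replicate block and with only the 2 populations fitted, and *Areg* by DESeq2 and with only the 2 populations fitted. *Lgals3* and *Areg* were each also called in 2 of the 8 fits that left out one library. *Ctla4* was called under none of its alternatives, with an unadjusted edgeR p of 0.0165. Of the 7 cell cycle genes of Fig. 3e, edgeR called 0, though the whole list of 95 cell cycle genes passed camera's test, and DESeq2 called 6. The paper states that anabolism genes rose; neither the glycolysis nor the citric acid cycle and electron transport set passed camera's test, and 2 of the 6 metabolism genes of Fig. 3e were called by edgeR and 5 by DESeq2.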

Other observations

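Of the patterns below, the tests on interferon-response genes, *Foxp3*, *Cd4*, the type 17 genes and the spread between replicates were chosen after the patterns were seen; the tests on the cluster markers and on other splits of the libraries were set before the data were examined.
The 6 Treg libraries can be split into 2 groups of 3 in 10 ways, of which 4 part all 3 pairs of libraries with the same replicate number, as the real split does; the others part 1 pair. Only the real split, 1 of these 4, gave as many differentially expressed genes (343), genes up more than 2-fold (171) and genes down more than 2-fold (93) as it did, and the other 3 gave 0. Over all 10 splits, again 1 gave as many, and the next highest gave 1 gene. At this size the share cannot fall under 0.05. A cell cycle median as far from 0 was given by 2 of the 4 splits, a glycolysis median by 2 and a citric acid cycle and electron transport median by 3. For the cell cycle set, these 6 libraries therefore cannot tell a difference between populations from differences between mice. The paper also measured Ki67 protein by flow cytometry on day 7 and reports more proliferation in rescued Treg cells.
Markers of single-cell clusters of the long-term experiment (Supplementary Table 1) were tested on the day 7 libraries, to ask whether markers of cluster 0, composed mainly of control Treg cells by the paper, had fallen and those of clusters 1 and 8, enriched for rescued Treg cells, had risen. Cluster 0 markers had a median log2 fold change of −0.32 from control to rescued Treg cells, with 240 of 323 genes lower (camera, adjusted p = 8.41e-14). Cluster 8 markers had a median of 0.25, with 462 of 591 higher (camera, adjusted p = 2.53e-18). Both also passed fry (adjusted p = 0.00817), the largest adjusted p among their alternatives. Cluster 1 markers did not rise, with a median of −0.28 and 23 of 42 genes lower (camera, adjusted p = 0.106; from 0.0426 to 0.553 over its alternatives). For each of these 3 sets, 1 of the 4 splits, the real one, gave a median as far from 0, so a chance split of the mice cannot be excluded at this size.
Of the 5 genes that fell most in rescued Treg cells, *Oasl1*, *Mx2*, *Oas2* and *Oasl2* respond to interferon. *Ifit3* (log2 fold change −3.44, edgeR adjusted p = 0.0231), *Usp18* (−2.98, adjusted p = 0.00938 by edgeR) and *Rsad2* (−3.46, adjusted p = 0.0180 by edgeR), picked after their values were seen, fell as well. In Reactome's list of 27 genes of interferon alpha and beta signaling, 12 were tested and the genes that fell most were left out. This list describes a signaling pathway and was not chosen for response to interferon. Of these 12, 6 had a log2 fold change under 0 and the median was −0.19, so the remaining genes of this list are mixed. Because it is a pathway list and genes were left out for their fall, this does not describe interferon-response genes as a whole. Limma's camera test of the list gave a p of 0.0174. Of the 4 splits, 1, the real one, gave a median as far from 0, with 0.18 for the next. Among the splits that part 1 pair, 1 gave a median of −0.30, farther from 0 than the real one. Without control replicate 2, the control library with the highest values, the p was 0.0346, but it was 0.0673 without rescued replicate 1 and 0.0526 without rescued replicate 2. Lists matched on GC content, length and mean count reached a median as low in 0.7% of draws. Marker counts of plasmacytoid dendritic cells had a ratio of 0.924 between rescued and control Treg cells, with overlapping libraries. The fall was seen in the interferon-response genes named above, and the pathway list cannot show how far it extends to others. A difference between individual mice remains a candidate explanation. From male “wannabes” to control Treg cells, the same 12 genes had a median log2 fold change of 0.59, with 2 lower in control Treg cells. That comparison uses the same control libraries and differs in cell type, so it cannot exclude a difference between mice.
*Foxp3* mRNA was higher in rescued than in control Treg cells. Inflammation may raise it, but the populations carry different *Foxp3* alleles and 0 populations with the control allele came from inflamed mice, so the allele cannot be told apart from the condition. *Ccdc22*, which overlaps *Foxp3*, rose with it. If *Foxp3* reads had been counted on *Ccdc22*, *Ccdc22* would be lower in “wannabes” than in control Treg cells. From “wannabes” to control Treg cells its log2 fold change was −0.45, not a rise, but the test is weak because its adjusted p was 0.272. From resting to activated “wannabes”, *Ccdc22* fell (−0.54, adjusted p = 0.0124 by edgeR) together with *Foxp3* (−0.35, adjusted p = 0.0448 by edgeR). That is the direction shared reads would give. Reads shared by the genes are therefore not excluded.
*Il17a*, *Il17f*, *Ccr6* and *Il23r* were lower in activated than in resting “wannabes”, with log2 fold changes of −5.96, −5.03, −2.46 and −4.70. All 4 were called in each fit that left out a resting library and all 4 after the correction for GC content and gene length; they were picked for this pattern, so neither shows stability. Marker counts of γδ T cells had a ratio of 0.0596 between activated and resting libraries, and every resting library was higher. RNA from γδ T cells in the resting libraries is therefore a candidate explanation, although the paper sorted these cells as TCRβ+CD4+. The marker counts cannot show which cells they came from. Of the 6 γδ T cell markers 3 were found in the table, and *Cd163l1* had been seen before the list was written. *Ccr6* also fell from control to rescued Treg cells (log2 fold change −2.57, adjusted p = 0.00289 by edgeR). Marker counts in those libraries lay between 2.59 and 104 and overlapped, so *Ccr6* can fall without a fall of these markers. *Il17a* and *Il23r* were not called in that comparison (adjusted p = 0.865 and 0.935 by edgeR).
Replicates differed more in the male than in the female libraries. Lower depth could not explain it, because the median total was higher in the male libraries (ratio 1.17). Genes over 100 normalized counts in one library and at 0 in a replicate numbered 10 per pair of male replicates (median; from 3 to 27) and 0.5 per pair of female replicates, so loss of transcripts from low-input RNA may contribute. The experiments also differ in sex and age, which was not tested. Disease may contribute within the male experiment, where chi-square per degree of freedom between replicates was 49.6 to 59.9 in control Treg cells, 64.1 to 148 in rescued Treg cells and 148 in “wannabes”, although correlations between replicates were alike (0.934 to 0.942, 0.939 to 0.947 and 0.935). In the female experiment chi-square per degree of freedom was 35.9 to 42.4 in resting and 13.7 in activated “wannabes”.
*Cd4* counts were 38394 ± 9462 (SD, n = 2) in male “wannabes”, 15898 ± 1187 in rescued and 13485 ± 746 in control Treg cells (SD, n = 3 each). The “wannabes” lack the *Cd4* creERT2 allele, which both Treg populations carry, and these differed from each other by 0.24 on the log2 scale. The allele may lower the *Cd4* count, and it cannot be told apart from the cell type.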
